# Integrated mRNA and miRNA expression profiling in blood reveals candidate biomarkers associated with endurance exercise in the horse

**DOI:** 10.1038/srep22932

**Published:** 2016-03-10

**Authors:** Núria Mach, Sandra Plancade, Alicja Pacholewska, Jérôme Lecardonnel, Julie Rivière, Marco Moroldo, Anne Vaiman, Caroline Morgenthaler, Marine Beinat, Alizée Nevot, Céline Robert, Eric Barrey

## Abstract

The adaptive response to extreme endurance exercise might involve transcriptional and translational regulation by microRNAs (miRNAs). Therefore, the objective of the present study was to perform an integrated analysis of the blood transcriptome and miRNome (using microarrays) in the horse before and after a 160 km endurance competition. A total of 2,453 differentially expressed genes and 167 differentially expressed microRNAs were identified when comparing pre- and post-ride samples. We used a hypergeometric test and its generalization to gain a better understanding of the biological functions regulated by the differentially expressed microRNA. In particular, 44 differentially expressed microRNAs putatively regulated a total of 351 depleted differentially expressed genes involved variously in glucose metabolism, fatty acid oxidation, mitochondrion biogenesis, and immune response pathways. In an independent validation set of animals, graphical Gaussian models confirmed that miR-21-5p, miR-181b-5p and miR-505-5p are candidate regulatory molecules for the adaptation to endurance exercise in the horse. To the best of our knowledge, the present study is the first to provide a comprehensive, integrated overview of the microRNA-mRNA co-regulation networks that may have a key role in controlling post-transcriptomic regulation during endurance exercise.

The physiological and biochemical demands of endurance exercise elicit both muscle-based and systemic responses. The main adaptations to endurance exercise include improvement of mechanical, metabolic, neuromuscular and contractile functions in muscle^1^, correction of electrolyte imbalance^2^, a decrease in glycogen storage^3^ and an increase in mitochondrial biogenesis in muscle tissue^4^, and the modulation of oxidative stress^5^, intestinal permeability, muscle damage, systemic inflammation and immune responses^5^. Consequently, adaptations to endurance exercise are influenced by the transcriptional and translational regulation of genes that encode the proteins controlling these processes^5^. Over the past decade, microRNAs (miRNAs) have emerged as novel elements in the rapid, reversible regulation of transcription and translation^6^. MiRNAs are small non-coding RNAs molecules (~19–24 bp in length) that are synthesized from short hairpin precursors and that reportedly degrade or inhibit the translation of their target genes by binding to the 3′ untranslated region (UTR) of coding mRNAs^7^. In fact, miRNAs molecules may regulate up to one-third of the mammalian transcriptome^8^ and appear to be stable outside the cell (e.g. when incorporated into exosomes^9^, microvesicles^10^, lipoproteins^11^ or Argonaute2 protein complexes^12^).

It has been shown that some miRNAs can modulate mitochondrial biogenesis and glucose and fatty acid metabolism in skeletal and cardiac muscle after endurance exercise in humans^1^,^13^. Furthermore, circulating miRNAs induced by exhaustive exercise in humans may have an important role in the regulation of angiogenesis, inflammation, skeletal and cardiac muscle contractility and damage, and adaptation to hypoxia/ischaemia^13^,^14^,^15^,^16^,^17^,^18^,^19^, whereas miRNA expression in peripheral blood mononuclear cells (PBMCs) may regulate inflammatory processes^20^,^21^. Whole blood-derived miRNAs induced in trained athletes after a 30-minute treadmill test may regulate immune function, apoptosis, membrane traffic of proteins and transcription regulation^22^. Whole blood-derived miRNAs that control the stress response to endurance exercise have never previously been studied. However, we hypothesized that whole blood (which contains cells that circulate throughout the body) might be able to provide a rapidly measureable, effective marker of an athlete’s immune function and might also be sensitive enough to detect exercise-induced stress and metabolic disorders.

Given the miRNAs’ fundamental role in transcription and transcriptional regulation during physiological adaptation to endurance exercise, we hypothesized that the identification of whole blood miRNA-mRNA relationships specifically regulated by endurance exercise in horses could (i) reveal unique biomarkers of the stress response to endurance exercise and (ii) provide significant insights into the molecular control of this response. We therefore performed an integrated analysis of the blood transcriptome and miRNome in the horse before and after a long (160 km) endurance competition.

## Results

The morphological and physiological parameters of the 61 equine athletes’ included in the study are summarized in Supplementary Table S1, whereas the biochemical parameters average obtained from blood samples collected after the ride are depicted in the Supplementary Table S2. All horses had an above-normal total bilirubin, creatine kinase, aspartate transaminase and serum amyloid A concentrations, reflecting haemolysis and muscular membrane permeability or inflammation.

On the basis of equine transcriptome and miRNome profiles before and after a 160 km ride, we used a multi-step approach to identify and characterize a dynamically co-regulated miRNA-mRNA network related to endurance exercise in the horse (Fig. 1).

### Differentially expressed genes (DEGs) and miRNAs

We used custom equine mRNA and miRNA microarrays to study the effect of endurance exercise on the blood transcriptome and miRNome, respectively, using an experimental set of 14 animals. 

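The miRNA arrays of 4 of these animals (horses 2, 32, 37 and 41; 1 female and 3 geldings) were analysed, each with 1 array at T0 and 1 at T1, the latter from blood taken within 30 min of the end of the ride in a 160 km competition. Of the study's 14 horses 2 failed a veterinary check, 1 of them before the full distance, and the labels do not say which. Total RNA of blood (whole blood in the paper, circulating leukocytes in the sample records) was labelled with Cy3 and hybridized to a custom Agilent array. Each array carried 62976 spots, with 20 spots for each of 2667 miRNA names (1886 human, 84 known equine and 697 putative new equine) and 1000 negative control spots. The Feature Extraction software gave, for each spot, the mean pixel brightness without background subtraction, a background-subtracted signal and quality flags. It called 291 to 342 miRNAs detected per array at T0 (median 303.5) and 308 to 369 at T1 (median 363). The 99th percentile of the raw miRNA signals had a median of 805 at T0 and 1039 at T1, and its log2 was higher at T1 in 4 of 4 horses, by 0.52 on average. The authors had summarized the arrays by RMA into 1 log2 value per miRNA.

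The values given here were recomputed from the spots' mean brightness by RMA without background correction, which comprised quantile normalization over all 30 arrays of both sets, log2 and a median polish over the spots of each miRNA. Spots with an outlier flag were left out. A miRNA counted as detected when the software's flag was set and its mean raw signal exceeded the mean plus 1.5 SD of the negative controls, each on at least 33% of the 8 arrays. T1 was compared with T0 by limma with each horse as a block, and p was adjusted by Benjamini-Hochberg over the detected miRNAs with a threshold of 0.05. Changes are log2 differences, T1 minus T0. An exact test over the 16 sign changes within 4 horses cannot give a p below 0.125, so p comes from limma throughout the experimental set. The 8 arrays lay on 4 of 11 slides, 2 of which held both time points, from different horses, and the number of arrays limits the precision. Without background correction the dimmest miRNAs lie near a log2 of 5, which compresses their differences.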

We focused on the identification of genes whose expression was significantly altered at T1 (post-ride) relative to T0 (baseline, pre-ride), with an adjusted *p*-value < 0.05 after Bonferroni correction for multiple testing (Supplementary Table S3). Application of this threshold led to the identification of 2,453 DEGs, of which 1,165 were over-expressed and 1,288 were under-expressed at T1 (relative to T0).

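The blood samples of the 4 horses held 345 detected miRNAs, of which 275 carried human names, 11 known equine names and 59 names of putative new equine miRNAs. The 5 brightest, picked by their levels, were miR-486-5p, miR-92a-3p, miR-15b-5p, miR-25-3p and new-eca-mir-443. miR-486-5p, which is abundant in red blood cells, had a log2 level of 18.53 ± 0.01 (SD, n = 4) at T0. miR-92a-3p stood at 15.54 ± 0.25, miR-15b-5p at 14.97 ± 0.40, miR-25-3p at 14.15 ± 0.16 and new-eca-mir-443 at 14.11 ± 0.23 (SD, n = 4, T0). Among miRNAs typical of white blood cells, miR-223-3p of neutrophils and monocytes had a level of 12.87 ± 0.50 and miR-150-5p of lymphocytes 12.52 ± 0.63. Of the miRNAs in Table S4, 334 were among the 345 and 28 were not. Of the 345, 22 were not well above the local background on any of the 8 arrays by the software's own flag.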

A total of 362 miRNAs were found in the whole blood sample (Supplementary Table S4). 

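At T1, miR-20a-5p, miR-93-5p, miR-17-5p and miR-16-5p were higher than at T0, and miR-3960, miR-4665-3p, miR-4281, cust-eca-mir-150-3p and miR-4687-3p were lower. The log2 level of miR-20a-5p rose from 6.26 ± 0.46 to 8.16 ± 0.99 (SD, n = 4), a change of 1.90 (standard error 0.25, adjusted p = 0.0446 from limma). miR-93-5p rose by 1.23 and miR-17-5p by 1.20 (standard error 0.18 for each, n = 4). These 3 share a seed family known to promote proliferation of blood progenitors. miR-16-5p, an abundant miRNA of blood cells, rose from 11.59 ± 0.22 to 12.62 ± 0.47 (SD, n = 4). On the other side, miR-3960 changed by -1.29 (standard error 0.16), from 9.53 ± 0.46 to 8.24 ± 0.45, and miR-4665-3p by -1.24 (standard error 0.10, adjusted p = 0.0208 from limma), from 7.50 ± 0.19 to 6.26 ± 0.25 (SD, n = 4 for both). miR-4281 changed by -0.95, cust-eca-mir-150-3p by -0.75 and miR-4687-3p by -0.61 (standard error 0.13, 0.10 and 0.09, n = 4). miR-107 had the largest difference that did not pass the threshold among miRNAs with 1 direction in all 4 horses, at 1.36 (standard error 0.44, adjusted p = 0.165 from limma).

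Of the 345 detected miRNAs, 9 passed the threshold, 4 higher and 5 lower, and each of the 9 moved the same way in all 4 horses. At an unadjusted p under 0.05 there were 74, of which 34 were higher. Of the miRNAs of Table S5, 154 were detected, and 4 of these were higher and 5 lower past the threshold (14 higher and 13 lower when adjusted over the list alone); the study chose the list on these horses, so its direction is not independent evidence. The list as a whole did not pass the test for a shift along the table's directions (fry, adjusted p = 0.0516), with a mean signed difference of 0.41. Each of the 9 kept its direction on both slides that held the 2 time points. On these slides the 2 time points came from different horses, and the mean difference was 1.39 for miR-20a-5p and -0.99 for miR-4665-3p. With slide as a fixed block in place of the horse none of the 9 passed (smallest adjusted p = 0.166 from limma), at differences of 1.31 for hsa-miR-20a-5p and -0.97 for hsa-miR-4665-3p. None passed when the arrays' brightness was added as a covariate (0.94 and -1.19 for these 2) or when the trend over probe GC content was removed (1.64 and -1.03, smallest adjusted p = 0.0536 from limma, with 88 miRNAs at an unadjusted p under 0.05), both chosen after seeing the data. Brightness was higher at T1 in all 4 horses and was measured on the same miRNA spots. With so few arrays the fit could hardly part it from time, so the lost calls do not tell the cause. Of the 9, 5 passed on the authors' own log2 values, 4 with the background-subtracted signal, 3 with the total signal per miRNA, 2 with no block, 1 with normexp and 0 with no filter for detection, and each kept its direction in all of these. With 1 horse left out 0 to 3 miRNAs passed. From the differential expression together with the cluster analysis and PCA (Fig. 2), the paper concludes that exercise had an effect on the miRNome.

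**Figure D1:**
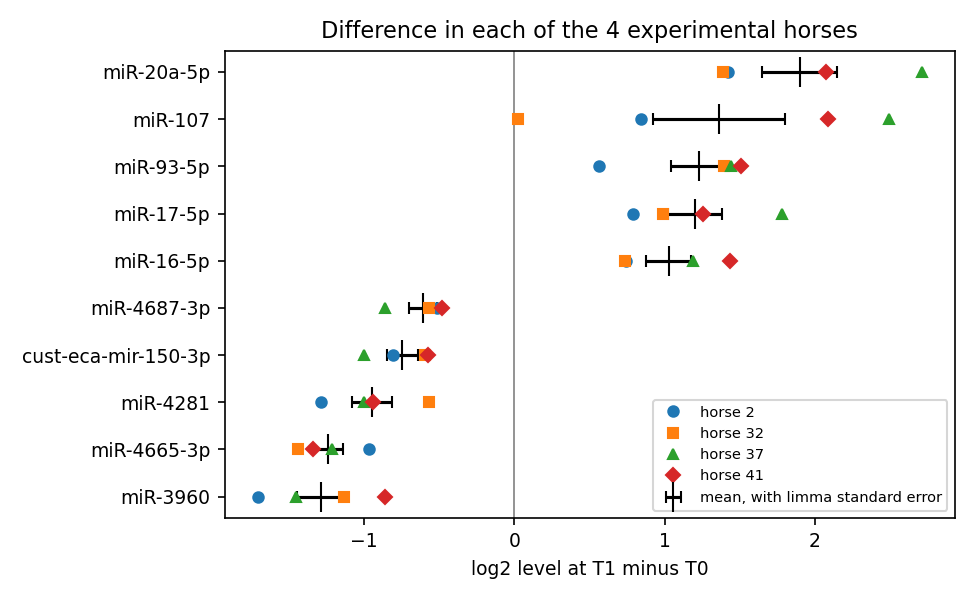
Log2 difference, T1 minus T0, of the named miRNAs in each of the 4 experimental horses, with 1 symbol per horse and the mean with its standard error from limma in black. The 4 symbols of miR-20a-5p lie above 0 and those of miR-3960 and miR-4665-3p below 0.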

We identified differentially expressed 167 miRNAs (DEmiRNAs) when comparing pre- and post-ride samples (Supplementary Table S5). 

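Of the study's equine-specific and putative new miRNAs, 29 were detected in the 4 horses, and most had lower levels at T1. The largest differences were those of new-eca-mir-777_as and of the sequence that the array names cust-eca-mir-150-3p and Table S5 calls eca-miR-195. The latter passed the threshold, as given for the whole set. new-eca-mir-777_as went from 10.10 ± 0.47 to 9.31 ± 0.49 (SD, n = 4), a difference of -0.79 (standard error 0.28, adjusted p = 0.189 from limma). Among those with higher levels, eca-let-7a had a difference of 0.47 (standard error 0.33) and eca-miR-151-5p one of 0.37 (standard error 0.09), neither past the threshold. In all, 0 were higher and 1 was lower past the threshold (limma; 0 higher and 1 lower when adjusted over the list alone), and the list did not shift as a whole (mean -0.10, fry, adjusted p = 0.109). The study chose this list on the same horses.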

Along with orthologous human-equine DEmiRNAs, we detected 12 equine-specific DEmiRNAs and 19 putative novel miRNAs. Two of the putative novel miRNAs (mitomiR-009 and mitomiR-010) were probably encoded by the mitochondrial genome and thus are referred to here as mitomiRs (Supplementary Fig. S1). 

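In the 4 horses both mitomiRs were dim, and neither differed between T0 and T1 past the threshold. mitomiR-009 has the sequence AGATTGAGGGTTCAACCCCCTCCC and lies on the plus strand of the mitochondrial genome (MT) from 7773 to 7796. Its log2 level was 5.66 ± 0.13 at T0 and 5.48 ± 0.11 at T1 (SD, n = 4), lower in 3 of 4 horses (difference -0.18, standard error 0.11, adjusted p = 0.418 from limma). mitomiR-010, with the sequence TAATACACCTCATCGGAGGGGCA, lies on the plus strand from 8473 to 8495. Its level was 5.94 ± 0.15 at T0 and 5.65 ± 0.09 at T1 (SD, n = 4), lower in 4 of 4 horses (difference -0.29, standard error 0.11, adjusted p = 0.231 from limma). Positions are those the study lists in Table S12.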

The effect of exercise on the miRNome was also evidenced by a cluster analysis and a principle component analysis (PCA) (Fig. 2). 

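Over the 154 detected miRNAs of Table S5, T0 and T1 separated along the first principal component in the 4 horses. The study chose these miRNAs for their difference between T0 and T1 on the same horses, so the separation is not independent evidence. The time point held 39.8% of the variance between arrays. Over all 70 ways to assign 4 of the 8 arrays to T0 this gave an exact p of 0.0286, the smallest that 4 against 4 arrays allow, and within horses an exact p of 0.125, also the smallest possible. Over all 345 detected miRNAs the time point held 26.7% (exact p = 0.0286), and 35.7% without scaling (exact p = 0.0571, not past the threshold). Over the miRNAs of Table S5 the first component took 50.2% of the variance and the first 2 together 67.3%. At T0 the array of horse 37 had a score of -2.09 on the first component, while the other 3 horses lay between -9.03 and -8.35. Hierarchical clustering (complete linkage on 1 minus the correlation) used log2 levels that were neither centered nor scaled. It did not part the time points at its top: 1 branch held all 4 arrays at T0 with 3 at T1, and the other held 1 array at T1.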

The first principal component accounted for 52.22% of the total variance, and the first two components accounted for 62.58% of the total variance.

To gain a better understanding of the functional implications of these DEGs, we performed gene set enrichment analysis in order to identify over-represented “biological process” gene ontology (GO) terms and we characterized the transcription factors (TFs) that regulate DEGs. The 1,165 DEGs over-expressed after exercise were strongly associated with the inflammatory response, intestinal permeability and regulation of the response to stress and bacterium (Fig. 3A). In contrast, the 1,288 under-expressed DEGs were related to macromolecule catabolism, cellular respiration, mitochondrial transport, and transcriptional and translational activity (Fig. 3B). The full list of significantly enriched pathways (false discovery rate (FDR) < 0.001) is given in Supplementary Table S6. The main putative regulatory TF in the network of DEGs was *ZFP42*, followed by the cooperatively transcriptional cofactors *SPI1, FOXO3, IRF3* and *NRF1* (Fig. 4). TFs act in regulatory networks and can drive or repress the expression of the miRNAs in a feed-forward and feedback manner^23^. Accordingly, we found that these TFs might control the spatiotemporal expression patterns of some of the DEmiRNAs (Fig. 4B).

The Supplementary Information section contains further details of (i) the characterization of transcription factors that regulate differentially expressed genes and (ii) the validation of mRNA and miRNA expression experiments using RT-qPCR.

### Target DEGs were inversely correlated with functionally enriched miRNAs

We used two complementary statistical approaches (detailed in the Methods section) to identify the target-enriched miRNAs and assess their role in regulating the exercise response. Firstly, for each of the 167 DEmiRNAs, we used the multiMiR package in R to build a comprehensive list of all the putative validated target genes. We found that only 91 DEmiRNAs (70 of which were up-regulated and 21 of which were down-regulated in post-ride samples, compared with pre-ride samples) presented an experimentally annotated targetome. 

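Of the 91 miRNAs with annotated targets, 81 were detected in the 4 horses, and 60 of these had a higher and 21 a lower mean at T1. miR-20a-5p, miR-93-5p, miR-17-5p and miR-16-5p rose, and no member fell past the threshold (21 higher and 9 lower when adjusted over the list alone). The largest lower means were those of miR-150-5p, which is abundant in lymphocytes (difference -1.22, standard error 0.23, n = 4), and of let-7d-3p (-0.98, standard error 0.22, n = 4). Their adjusted p were 0.0701 and 0.0901 from limma, and both were lower in 4 of 4 horses. The list had a mean difference of 0.29 and did not shift past the threshold (fry, adjusted p = 0.0997). That test looked for a shift in 1 direction, so members that rose and members that fell offset each other. The study chose the list on these horses, so its counts are not independent of them.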

In total, these DEmiRNAs regulated 7,150 putative target genes-most of which were down-regulated after the ride (Supplementary Table S7). For each of the 91 DEmiRNAs presenting at least one experimentally validated target, we looked at whether the DEGs that were significantly and negatively correlated with DEmiRNAs were in fact miRNA targets. The hypergeometric test revealed two DEmiRNAs (miR-138-5p and miR-26b-5p) with significantly more predicted targets among the negatively correlated DEGs than among other genes in the transcriptome (FDR < 0.10; Supplementary Table S8). Next, to address the hypergeometric test’s lack of power (given that there were few anticorrelated target genes for a given DEmiRNA), we applied a generalization of the hypergeometric test to each of the 91 DEmiRNAs. The objective was to establish whether the experimentally validated target genes displayed smaller Limma *p*-values for differential expression (when comparing pre- and post-ride samples) than other genes in the transcriptome (according to a Wilcoxon sum rank test). This generalization of the hypergeometric test also encompassed targets affected by translation inhibition, i.e. targets for which changes in miRNA levels do not reduce mRNA levels (r > 0.5) but do reduce the protein levels^24^. We observed 45 enriched DEmiRNAs (FDR < 0.1; Supplementary Table S8) and then selected those for which the target genes were DEGs and were inversely correlated (r^2^ < −0.5). This calculation removed the hsa-miR-374a-5p and hsa-miR-374b-5p from the list, since their targets were DEGs but were not greatly anticorrelated (r > −0.5).

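In the 4 horses, 40 of the 44 enriched miRNAs were detected, 32 with a higher and 8 with a lower mean at T1. miR-106b-5p, a paralog of miR-17, went from 6.97 ± 0.29 to 8.27 ± 0.66 (SD, n = 4), a difference of 1.30 (standard error 0.22, adjusted p = 0.0553 from limma). miR-15a-5p differed by 0.94 (standard error 0.22) and miR-324-3p by -0.66 (standard error 0.15, n = 4 for both), neither past the threshold. Past it were 4 members higher (miR-16-5p, miR-17-5p, miR-20a-5p and miR-93-5p) and 0 lower by limma; adjusted over the list alone, 11 were higher and 4 lower. The list's mean difference was 0.38 (fry, adjusted p = 0.0833), in horses on which the study had chosen it. miR-130b-3p, miR-17-3p, miR-18a-5p and miR-362-5p did not meet the detection limit. Of the 44 names, 2 stand beside the values of another miRNA or arm and were matched to the array by those values.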

Ultimately, we considered a total of 44 enriched miRNAs (Supplementary Fig. S2; Supplementary Table S9) inversely correlated with the expression of 351 target DEGs during exercise (Supplementary Table S10; Fig. 5). We next examined the protein-protein interaction (PPI) sub-network associated with the 44 enriched miRNAs and their inversely correlated target DEGs (see Supplementary Information Section).

To identify the most relevant cellular activities controlled by these 351 anticorrelated target DEGs, we analysed overrepresented GO biological process terms (using clueGO). The most significant GO terms were related to glucose metabolism, fatty acid oxidation, mitochondrial biogenesis trough the peroxisome proliferator-activated receptor (PPARγ) signalling pathway, oxidation stress, proteolysis and immune response pathways (Fig. 6). To provide further insight into proteolysis and immune response pathways, we also analysed the correlations between changes in the enriched DEmiRNA levels and biochemical blood parameters (see Supplementary Information Section).

Furthermore, we found that the regulatory network based on the 351 target genes included 31 TFs (Supplementary Table S10). Our results suggest that the *EP300, RFX5* and *FOSL2* TFs regulated the expression of six different miRNAs within the regulatory network (Fig. 7). For example, the EP300 protein stimulated transcription of miR-92a, which in turn suppressed *EP300* expression. More sophisticated regulation was provided by dual negative-feedback loops, such as the one involving miR-138-5p and the TFs *FOSL2* and *EP300* (Fig. 7).

### Validation of the enriched miRNAs and their inversely correlated target DEGs by applying graphical Gaussian models (GGMs) to a validation set

We next used an independent cohort of animals to validate the inversely correlated target-miRNA regulatory network by applying GGMs in a regression framework. This cohort included 16 horses sampled solely at T0 and 31 other horses sampled solely at T1. 

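The arrays analysed for this cohort came from 8 horses at T0 (3 females, 4 geldings and 1 recorded as male) and 14 other horses at T1 (4 females and 10 geldings), with 1 array per horse. The software called 290 to 392 miRNAs detected per array at T0 (median 322) and 313 to 374 at T1 (median 345). The log2 of the 99th percentile of the raw signals was 9.61 ± 0.43 (SD, n = 8) at T0 and 10.17 ± 0.37 (SD, n = 14) at T1, a difference of 0.56 (exact permutation test, two-sided, p = 0.00249). Preprocessing was as for the experimental set, and the 345 miRNAs detected there were tested. The 22 arrays were compared by limma with no block, since each horse was sampled at 1 time. Exact permutation tests ran over all 319770 assignments of 8 of the 22 arrays to T0. The arrays lay on 11 slides, 5 of which held both time points, so differences were also taken within those 5 slides. The number of arrays limits the precision.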

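Of the 44 miRNAs, 40 could be compared between the 8 horses at T0 and the 14 at T1, and 19 were higher and 5 lower at T1 (24 higher and 7 lower when adjusted over the list alone). miR-106b-5p rose by 0.91 and miR-20b-5p by 0.86 (standard error 0.21 and 0.17), and let-7d-5p by 0.83 (standard error 0.25). miR-324-3p fell from 10.24 ± 0.40 (SD, n = 8) to 9.46 ± 0.37 (SD, n = 14), a change of -0.78 (standard error 0.16, adjusted p = 0.00178 from limma). miR-328 changed by -0.54 (standard error 0.18) and miR-197-3p by -0.54 (standard error 0.20, adjusted p = 0.0494 from limma). The list as a whole shifted up, with a mean of 0.38 (fry, adjusted p = 0.0012), and adjusted p = 0.113 in a competitive test with an estimated correlation (camera). Within the 5 slides with both time points the list's mean was 0.27, higher on 4 and lower on 1. With slide as a fixed block the list no longer passed, as was so for all but 1 of the 18 lists past the threshold in this cohort, nor did it pass with the arrays' brightness as a covariate, chosen after seeing the data. The call of miR-197-3p ended under most of the other settings, and its sign turned (0.06) with scaling to the 75th percentile of all miRNAs.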

The models were built with *p* = 44 miRNAs and *j* = 351 inversely correlated DEGs targeted by at least one of these miRNAs. In order to increase the degree of precision, we specified a list of edges constrained to zero: only (i) interactions between miRNAs and their experimentally validated target genes, and (ii) gene-gene interactions predicted by PPI were considered (Supplementary Fig. S3). For each time point (T0 and T1) and each enriched DEmiRNA, the coefficient of determination (R^2^) and the mean squared error (MSE) were computed and compared with the values obtained with 351 repeatedly randomly selected genes (n = 500 times). Moreover, for each criterion, the extent to which each DEmiRNA was predicted by its inversely correlated target genes (as a *p*-value) was calculated as the proportion of repetitions with more statistically significant results than the original data. None of the enriched DEmiRNAs had an adjusted *p*-value of below 0.05 in the FDR test (Supplementary Table S11). Although the adjusted *p*-values were not statistically significant, these analyses allowed us to rank the enriched DEmiRNAs according to the strength of the direct interaction with their inversely correlated target genes (Fig. 8). At T0, the MSE and R^2^ criteria were concordant, displaying *p-*values < 0.05 for miR-181b-5p and miR-505-5p. At T1, miR-21-5p displayed a *p*-value < 0.05 for both R^2^ and MSE; this miRNA was not predicted by either R^2^ or MSE at T0, suggesting that it might be involved in the regulation of exercise-related physiological processes (Fig. 8).

## Discussion

Endurance exercise has a profound impact on metabolism in tissues other than skeletal muscle (including heart, brain, adipose tissue and liver)^25^. The level of exercise performed by horses during an endurance competition is similar to that of a human marathon runner^26^ or ultramarathon runner^27^. By using microarrays to analyse the blood transcriptome and miRNome, our objective was to identify and characterize candidate miRNAs and the interplay that ultimately resulted in the coordinated response to endurance exercise.

Peripheral blood is now widely used as a surrogate tissue for monitoring whole-body status^28^. Indeed, blood transcriptome analysis is undoubtedly capable of evidencing responses to exercise in the horse^26^,^29^,^30^. By comparing the respective blood transcriptome profiles before and after exercise, we were able to identify a large number of DEGs that fit neatly into the well-characterized context of adaptive regulation to exercise in endurance horses (including energy metabolism, the inflammatory response, stress resistance, oxidative stress, cell death and proteolysis^26^,^29^,^31^). These changes may help to supply the working muscles with energy or control excessive inflammatory reactions. They may also be involved in “staleness” and the transient immunosuppression that can occur during and/or after endurance exercise.

We found a total of 167 DEmiRNAs when comparing T1 with T0. These included two mitomiRs (i.e. DEmiRNAs encoded by the mtDNA), which might belong to the new family of miRNAs recently discovered in human vascular epithelium cells and matured from the mtDNA-transcribed long, non-coding RNA^32^. Endurance exercise is the most potent physiological inducer of mitochondrial biogenesis in skeletal muscle^33^. We hypothesize that the increase in mitochondrial biogenesis and cell energy regulation in endurance exercise is boosted by these mitomiRs. Despite the relatively small number of animals studied, these findings are valuable.

In order to assess the main effects of DEmiRNA regulation on exercise transcriptome patterns, we used the hypergeometric test and its generalization to search for DEmiRNAs with significant target site enrichment within DEGs. In fact, 44 DEmiRNAs of the 167 DEmiRNAs had significantly more targets among DEGs than among the transcriptome as a whole. Twenty-one of these 44 enriched miRNAs were already known to be related to exercise adaptation in humans, whereas all the others were identified for the first time in the present study. Hence, our results have added to the list of miRNAs expressed in blood following exercise. Future studies will have to determine whether this novel list of orthologous equine miRNAs expressed in blood is horse-specific or reflects a more general response to exercise in mammals (e.g. with counterparts in humans). 

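Of the exercise-related miRNAs named in the discussion, 21 were detected in the 4 experimental horses. miR-16-5p, miR-17-5p, miR-20a-5p and miR-93-5p rose and none fell past the threshold (13 higher and 1 lower when adjusted over the list alone). Of the 21, 19 had a higher mean at T1. miR-20b-5p went from 5.39 ± 0.23 to 6.64 ± 0.80 (SD, n = 4), a difference of 1.25 (standard error 0.24, adjusted p = 0.0701 from limma). Smaller differences that did not pass were 0.28 for miR-27a-3p, 0.59 for miR-30b-5p, 0.38 for miR-101-3p, 0.15 for miR-125b-5p, 0.40 for miR-145-5p (at the background at T0) and 0.04 for miR-505-5p. miR-342-3p, abundant in lymphocytes, had a difference of -0.70 (standard error 0.20, adjusted p = 0.124 from limma) and was lower in 4 of 4 horses. The values that the study's tables give as miR-138-5p, counted among the 21, are those of the array's miR-139-3p (difference -0.12, standard error 0.08). The array's own miR-138-5p was called detected on 0 of the 30 arrays. The list did not shift past the threshold as a whole (mean 0.65, fry, adjusted p = 0.0516), and the study chose it on these horses.

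The miR-17 seed family (miR-17-5p, miR-20a-5p, miR-20b-5p, miR-93-5p and miR-106b-5p) was detected in full, with 3 members higher (5 when adjusted over the list alone) and a mean difference of 1.38 (fry, adjusted p = 0.057). In the wider miR-17-92 cluster with its paralogs, 3 of 12 detected members were higher and none was lower (5 higher and 0 lower when adjusted over the list alone), with a mean of 0.59 (fry, adjusted p = 0.109). Other members of the same primary transcripts differed little or not in the same direction, such as miR-92a-3p (-0.07, standard error 0.15), miR-25-3p (-0.25, standard error 0.10) and miR-106b-3p (-0.13, standard error 0.07), none past the threshold. miR-18a-5p and miR-130b-3p did not meet the detection limit.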

More precisely, the observed differential expression of miR-15a, miR-16, miR-17, miR-18a, miR-20ab, miR-21-5p, miR-27a, miR-30b, miR-93, miR-101, miR-106, miR-107, miR-125b, miR-130, miR-138-5p, miR-145, miR-181ab-5p, miR-221, miR-223, miR-342-3p and miR-505 was consistent with previously reports on exhaustive exercise in humans^14^,^13^,^20^,^21^,^34^. Many of the enriched DEmiRNAs observed in our study are known to originate from blood cells and to regulate genes that are involved in immune processes, apoptosis and transcription regulation. For example, miR-21, miR-27a and miR-181 were found to be DE in the whole blood of highly trained human athletes after a 30-minute treadmill test^22^. It was then suggested that these miRNAs regulate physiological processes that are essential for the response to exercise (such as immune function, apoptosis, membrane traffic of proteins and transcriptional regulation)^22^. Furthermore, miR-17, miR-18a, miR-20a (all members of the miR-17-92 cluster), miR-106 and miR-93 (paralogs of the miR-17-92 cluster) were found to be DE in circulating neutrophils of 11 men after a brief bout of exercise; the miRNAs regulated the ubiquitin-mediated proteolysis pathway^21^. 

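In the 4 experimental horses the miRNA of neutrophils and monocytes had a higher mean at T1 and the lymphocyte-enriched miRNAs a lower one, without passing the threshold. miR-223-3p was 0.78 higher at T1 (standard error 0.22, n = 4, adjusted p = 0.127 from limma), in 4 of 4 horses (past the threshold when adjusted over its list of 1 detected member alone). The 4 lymphocyte-enriched miRNAs had a mean difference of -0.56, with miR-150-5p at 11.30 ± 0.42 (SD, n = 4) after the ride. None of the 4 was higher or lower past the threshold (2 lower when adjusted over the list alone), and as a list they did not pass (fry, adjusted p = 0.116). Of 7 erythroid miRNAs only miR-16-5p rose (1 higher when adjusted over the list alone, mean 0.31, fry, adjusted p = 0.219). In that list miR-451a differed by 0.73 (standard error 0.39) and miR-144-3p by 0.38 (standard error 0.25), while miR-486-5p, the brightest miRNA, differed by 0.00 and hardly varied between arrays in the raw signal either (SD 0.0914 in log2 over all 30 arrays), so that its value, which enters the list's mean, says little about a change. The platelet miRNA miR-151a-3p differed by 0.12 (standard error 0.16, adjusted p = 0.717 from limma). Within the 2 slides that held both time points, from different horses, miR-223-3p differed by 0.92 and miR-150-5p by -1.28.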

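In the 4 experimental horses miR-181a-5p had a higher level at T1 and miR-181b-5p nearly the same level at both times, and neither passed the threshold. miR-181 is known for its part in the development of lymphocytes. miR-181a-5p went from 6.68 ± 0.39 to 7.23 ± 0.28 (SD, n = 4) and was higher in 4 of 4 horses (difference 0.54, standard error 0.18, adjusted p = 0.165 from limma). miR-181b-5p stood at 5.64 ± 0.19 and 5.70 ± 0.11 (SD, n = 4; difference 0.06, standard error 0.10, adjusted p = 0.796 from limma). None of the 2 detected family members was higher or lower past the threshold by limma, also when adjusted over the list alone, and the family's mean was 0.30 (fry, adjusted p = 0.243). On 1 of the 2 slides with both time points miR-181a-5p was higher and on the other it was lower.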

Lastly, we observed differential expression of miR-181, which is known to be affected in different types of leukocyte^35^ and likely to be involved in the regulation of some fundamental adaptive changes in the immune system during endurance exercise^34^. Similarly, Makarova *et al.*^34^ suggested that the exercise-induced expression of miRNA-181 in blood cells may be a compensatory, anti-inflammatory adaptation to the primary, systemic inflammatory response caused by exercise.

The ability to exercise for extended periods requires not only adequate endocrine and immune machinery but also energy sources^3^. Studies on the role of miRNAs in these adaptive processes have just started. Some preliminary results in humans suggest that the post-exercise increase in miR-107 expression regulates glucose homeostasis in liver and adipose tissue^15^, whereas in the horse the increased expression of miR-17 after exercise might be linked to the regulation of glucose metabolism in different tissues^30^. Investigation of the adaptive significance of each individual miRNA expressed in blood is still in its infancy, and the function of many miRNAs remains unknown.

The earliest studies in this field also have demonstrated that endurance exercise-induced changes in plasma/serum levels of circulating miRNAs (c-miRNAs)^13^,^15^,^16^,^17^,^18^,^19^. In most reports, plasma levels of human miR-1^36^, miR-20^13^,^18^, miR-21^13^,^18^, miR-103^15^, miR-107^15^, miR-126^19^, miRNA-133^19^,^36^, miR-146a^13^,^18^, miR-206^36^, miR-221^13^,^18^ and miR-222^13^,^18^ were found to be higher after endurance exercise – suggesting a possible role in exercise adaptations. Similarly, we observed an enrichment of miR-20ab, miR-21, miR-103a-3p, miR-107 and miR-221 when comparing pre- and post-ride blood samples. However, it is probable that most of the miRNAs in the present study came from blood cells, since the microarray-based estimation of circulating miRNA abundance from total blood RNA levels is particularly difficult^37^. 

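Of the miRNAs that the discussion names as circulating after endurance exercise, 8 were detected in the blood samples of the 4 horses, and all 8 had a higher mean at T1. miR-20a-5p passed the threshold (7 higher and 0 lower when adjusted over the list alone). miR-103a-3p went from 7.88 ± 0.51 to 9.13 ± 0.78 (SD, n = 4), a difference of 1.25 (standard error 0.38, adjusted p = 0.145 from limma). miR-107, with the same seed, went from 7.53 ± 0.51 to 8.89 ± 0.94. These 2 form a family whose list had 0 members past the threshold (2 higher when adjusted over the list alone, mean 1.31, fry, adjusted p = 0.149). miR-21-5p, a miRNA that responds to stress, went from 6.06 ± 0.25 to 6.98 ± 0.77 (SD, n = 4), a difference of 0.92 (standard error 0.24, adjusted p = 0.12 from limma). miR-221-3p differed by 0.14 (standard error 0.08, adjusted p = 0.418 from limma) at a level of 5.26 ± 0.05 at T0. The 8 together had a mean of 1.02 (fry, adjusted p = 0.057). The paper takes the names from reports on human plasma.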

In the present study, the c-miRNAs may have been partly masked (or at least diluted) by greater amounts of cellular miRNAs^38^. Furthermore, we only considered miRNAs that displayed a signal intensity greater than the mean +1.5 SD for the negative control; as a result, we probably missed some potentially detectable c-miRNAs. 

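With the limit of the mean plus 1.5 SD of the negative controls together with the software's flag, hsa-miR-1, hsa-miR-126-3p, hsa-miR-146a-5p, hsa-miR-206 and hsa-miR-222-3p were not detected in the 4 experimental horses, although all are on the array. The log2 levels at T1 were 4.99 for hsa-miR-1, 5.02 for hsa-miR-126-3p, 5.07 for hsa-miR-146a-5p, 5.07 for hsa-miR-206 and 5.21 for hsa-miR-222-3p, next to 5.05 for hsa-miR-138-5p, which no array detected. hsa-miR-222-3p was called detected on 1 of 4 arrays at T0 and 3 of 4 at T1, and the other 4 on none of these 8 arrays. The liver miRNA hsa-miR-122-5p, a known plasma miRNA, was called on 0 of 4 arrays at T0 and 2 of 4 at T1 and stayed below the required share. By the signal limit alone 381 miRNAs were detected, by the flag alone 359 and by both 345. A stricter filter left 230, with a limit of 3 SD and the flag both met on all 4 arrays at T0 or all 4 at T1. Levels this close to the background leave little room for a difference between T0 and T1 to show on the arrays.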

Baggish *et al.*^13^ suggested that human miR-20a, miR-21 and miR-221 (i) are released after exercise into the bloodstream by tissues other than blood cells and (ii) may regulate key pathways in angiogenesis, inflammation, muscle contractibility and adaptation to hypoxia. However, we believe that blood cells may have significantly contributed to our present results. Accordingly, levels of miR-20a, miR-21 and miR-221 were not correlated with changes in plasma markers of muscle inflammation and liver damage. In contrast, however, we found some significant, positive correlations between miR-133 levels and changes in plasma creatine kinase and aspartate transaminase levels (which reportedly reflect cell damage in human athletes after a marathon race^19^). In view of this result, the relationship between blood cell levels and plasma/serum levels of miR-133 also warrant further examination.

A further observation of interest relates to the fact that the 44 enriched miRNAs regulated a total of 351 inversely correlated target DEGs. All target genes were involved in processes highly relevant to the response to exercise, including immune function, apoptosis, protein degradation, transcription regulation, and mitochondrial biogenesis and energy metabolism. We hypothesized that these 351 target genes were driven not only by the miRNAs within the regulatory network but also by some of the TFs. As further confirmation of this hypothesis, we found that the regulatory network based on the 351 target genes and 44 enriched miRNAs featured a high proportion of TFs (n = 31) – including *PPARγ*, one of the master regulators of mitochondrial biogenesis and energy metabolism^39^. Furthermore, the assembly of miRNAs and TF co-regulators within the regulatory network revealed several interesting feed-forward and feedback loops.

After we had examined the structural and functional aspects of the co-regulatory networks, we further confirmed the regulatory effects of the 44 enriched miRNAs (identified by computational predictions on an experimental set of 14 animals) using an independent cohort of animals and a GMM approach. 

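In horses that had no part in the study's choice of miRNAs, the changes of the experimental set recurred in direction. Apart from miR-4665-3p, the miRNAs named next were picked for the largest differences in these validation horses, so their sizes are not an independent test. Of those picked, miR-20a-5p, miR-93-5p, miR-17-5p, miR-16-5p and miR-3960 had also passed the threshold in the experimental set. Between the 8 horses at T0 and the 14 other horses at T1, miR-20a-5p rose from 6.16 ± 0.73 to 7.59 ± 0.57 (SD, n = 8 and 14), a change of 1.43 (standard error 0.27, adjusted p = 0.000861 from limma), with 14 of 14 horses at T1 above the median at T0. let-7i-5p rose by 1.31 (standard error 0.31), miR-15a-5p by 1.12 (standard error 0.32), miR-93-5p by 1.09 (standard error 0.22), miR-17-5p by 1.07 (standard error 0.23), miR-16-5p by 0.98 (standard error 0.28) and let-7g-5p by 0.98 (standard error 0.28). miR-223-3p, typical of neutrophils, rose from 12.41 ± 0.44 to 13.55 ± 0.39 (SD, n = 8 and 14; adjusted p = 0.000177 from limma). miR-150-5p, typical of lymphocytes, fell from 12.50 ± 0.50 to 11.47 ± 0.60, with 0 of 14 horses at T1 above the median at T0, and miR-3960 changed by -1.07 (standard error 0.19). miR-4665-3p changed by -0.82 (exact permutation test, two-sided, p = 3.13e-06, the smallest possible).

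Of the 345 miRNAs, 83 passed the threshold by limma, 45 higher and 38 lower at T1. All 9 miRNAs past the threshold in the experimental horses were among them with the same sign, where chance would give about 0.52 higher and 0.55 lower. Of the 167 miRNAs of Table S5, 164 had the table's sign here (exact permutation test, two-sided, p = 0.00443), and of the 154 detected 40 were higher and 33 lower past the threshold in the table's direction and 0 in the opposite (51 and 43 when adjusted over the list alone). With scaling to the 75th percentile of the miRNAs detected on all arrays, 115 of the 154 kept the sign (exact permutation p = 0.093); this scaling moves the median of all miRNAs by -0.46, which can turn signs by itself. Along the table's directions the list's mean was 0.39 (fry, adjusted p = 0.000118; camera with an estimated correlation, adjusted p = 0.00251). Over the 345 miRNAs, which are not independent replicates, the differences of the 2 sets had the same sign for 290 (r = 0.92, rho = 0.86), and for no miRNA did the change differ between the sets past the threshold (interaction in limma, 0 past it, 5 at an unadjusted p under 0.05), which with 4 pairs does not exclude differences. Within the 5 slides with both time points the mean difference was 1.04 for miR-20a-5p, 1.05 for miR-223-3p, -0.82 for miR-150-5p and -0.86 for miR-3960; with slide as a fixed block 25 miRNAs passed, 23 of them among the 83, all 83 kept their direction, and the list of Table S5 no longer passed, with a mean of 0.27 within slides (higher on 4 of 5). With the arrays' brightness as a covariate, chosen after seeing the data, 18 passed, all among the 83. From graphical Gaussian models of these miRNAs and their target genes in this cohort, the paper concludes that the 44 enriched miRNAs have regulatory effects.

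**Figure D2:**
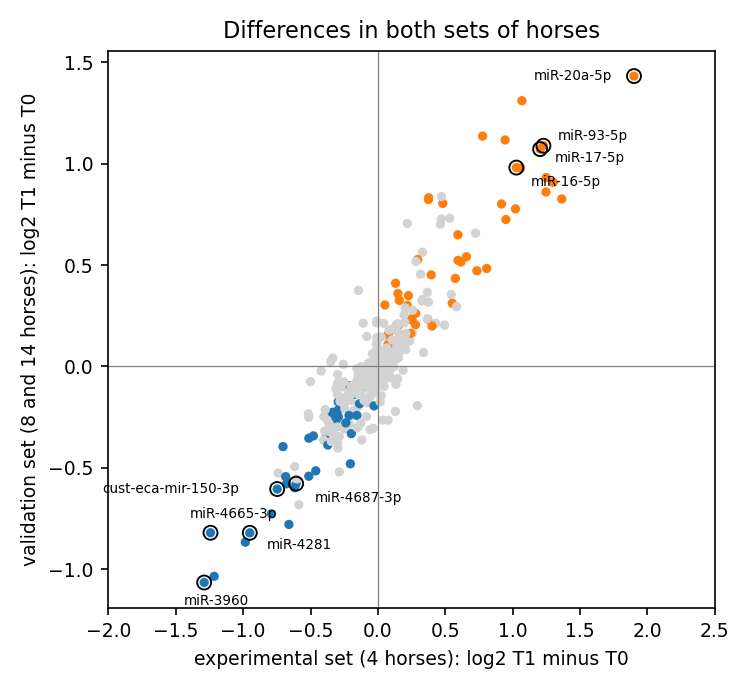
Log2 difference, T1 minus T0, of each detected miRNA in the experimental horses (x axis, n = 4 pairs) and in the validation horses (y axis, 8 at T0 and 14 at T1), with 1 point per miRNA. Points are orange where a miRNA was higher and blue where it was lower past the threshold in the validation horses, and gray elsewhere. The 9 miRNAs past the threshold in both sets are circled, 4 in the upper right and 5 in the lower left.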

Our data confirmed a seldom-measured relationship between target DEGs and their miRNA regulators. 

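miR-21-5p was higher after the ride in the validation horses. Its log2 level rose from 5.90 ± 0.27 (SD, n = 8 at T0) to 6.70 ± 0.64 (SD, n = 14 at T1). The change was 0.80 (standard error 0.23, adjusted p = 0.0142 from limma; exact permutation test, two-sided, p = 0.00162), and 14 of 14 horses at T1 lay above the median at T0. Among the other miRNAs that the discussion links to exercise in humans, miR-30b-5p rose by 0.65 (standard error 0.15), miR-27a-3p by 0.26 (standard error 0.08) and miR-145-5p by 0.20 (standard error 0.04). miR-342-3p was the 1 member that fell, by 0.40 on the log2 scale (standard error 0.14). Of the 21 detected members of that list, 13 were higher and 1 lower past the threshold (15 and 2 when adjusted over the list alone), with a mean of 0.58 (fry, adjusted p = 0.00047; camera with an estimated correlation, adjusted p = 0.113). Within the 5 slides that held both time points, miR-21-5p was higher on 4 and lower on 1, with a mean difference of 0.45. With slide as a fixed block the list no longer passed, with a mean of 0.43 within slides (higher on 4 of 5). The difference of miR-21-5p was 0.17 and no longer past the threshold with the arrays' brightness as a covariate, and 0.37 with the trend over probe GC content removed, both chosen after seeing the data. The sign of miR-342-3p turned with scaling to the 75th percentile of all miRNAs (0.17) or of those detected on all arrays (0.08, relative to the median shift), and that of miR-145-5p with the GC trend removed (-0.04).

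**Figure D3:**
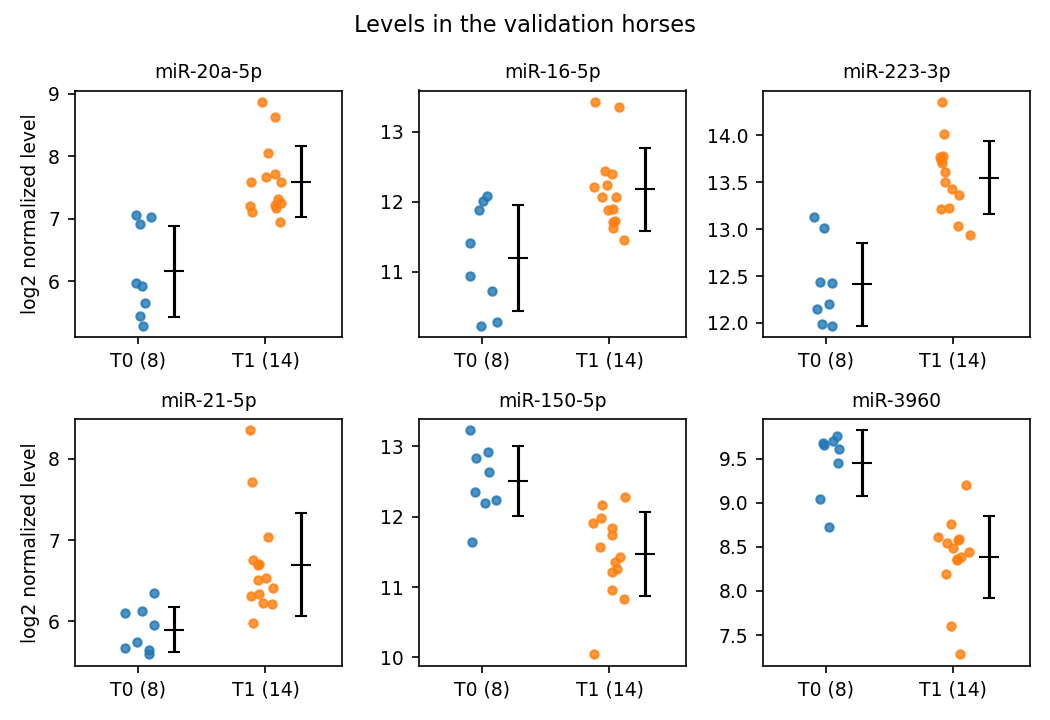
Log2 level of miR-20a-5p, miR-16-5p, miR-223-3p, miR-21-5p, miR-150-5p and miR-3960 in each validation horse, 8 at T0 and 14 at T1, with 1 point per horse and the mean and SD of each time point. Levels of miR-21-5p at T0 center on 5.90 and those at T1 on 6.70.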

Interestingly, we confirmed the post-exercise expression of miR-21-5p and their target DEGs. The expression of miR-21-5p is known to be stress-responsive; this miRNA has an important role in heart failure^40^, renal ischemia reperfusion injury^41^, and in the self-protective anti-inflammatory reaction to exercise^22^. Aforesaid, the up-regulation of circulating miR-21-5p in humans was reported to occur in plasma of endurance athletes^13^,^14^,^15^,^16^,^17^,^18^ and in circulating PBMCs^20^ and blood cells^22^ upon exercise. At baseline (T0), we confirmed the regulatory roles of miR-181a-5p, miR-505-5p and their target DEGs. 

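At T0 the 8 validation horses had a log2 level of 6.78 ± 0.50 (SD) for miR-181a-5p and of 7.06 ± 0.38 (SD) for miR-505-5p. miR-181b-5p was dimmer, at 5.62 ± 0.28 (SD, n = 8). In the 14 horses at T1 the levels were 7.14 ± 0.46 for miR-181a-5p and 7.27 ± 0.30 for miR-505-5p (SD). Neither differed between the time points past the threshold. The differences were 0.35 (standard error 0.20, adjusted p = 0.192 from limma) for miR-181a-5p and 0.21 (standard error 0.14, adjusted p = 0.252 from limma) for miR-505-5p. None of the 2 detected miR-181 members was higher or lower past the threshold by limma, also when adjusted over the list alone, and their mean was 0.21 (fry, adjusted p = 0.233).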

As mentioned above, miR-181 in PBMCs has already been associated with a T-cell response to exercise in humans^20^, and Makarova *et al.*^34^ have suggested that miR-181 has several key roles in the adaptation to exercise. In contrast, miR-505-5p has not previously been linked to the regulation of exercise.

Our study had several limitations. Firstly, our main analysis was based on human orthologous miRNAs, for which we had a comprehensive list of validated miRNA–target interactions. We therefore had to ignore the predicted miRNA–target interactions that were specific to the horse. Moreover, the identification of putative equine miRNAs using sRNAseq was performed using samples derived from six tissues other than blood and with small number of biological replicates; this may have prevented us from detecting certain blood-specific or exercise-induced miRNAs. Secondly, there are several modes of gene regulation other than down-regulation by miRNAs: these include up-regulation by miRNAs, DNA methylation and chromatin remodelling—all of which may be involved in the responses to exercise. Furthermore, chemical perturbations (such as changes in pH and local temperature), systemic increases in cytokine and growth factor levels, and other factors such as the exercise dose, gender, age, genetic background and stochastic factors can all potentially modify transcriptome expression. Therefore, future research will have to focus on how these various regulatory interactions are synchronized to maintain homeostasis during and following endurance exercise in horses. Thirdly, we analysed miRNAs from whole blood. Thus, it remains to be determined whether the individual components of this heterogeneous fluid (i.e. plasma, platelets, erythrocytes, nucleated blood cells and exosomes) reflect the overall microRNA response to exercise in horses. With regard to the requirement for highly specific c-miRNA biomarkers of metabolic demand, muscle damage, myocardial injury or endotoxaemia during equine endurance events, it may make sense to focus on c-miRNAs not expressed by blood cells. However, it must be borne in mind that intravascular haemolysis occurs very frequently during and after intense exercise in horses^42^,^43^, which can significantly affect levels of circulating miRNAs

Despite these limitations, our results extend earlier observations on gene expression in equine athletes^26^,^29^, and we showed that the main changes in the blood transcriptome appear to be driven by changes in the expression of *trans*-acting regulators in general and 44 enriched DEmiRNAs in particular. Characterization of these miRNAs that lead to endurance-exercise-mediated systemic adaptation might also lead to the development of novel nutritional, pharmacological, and exercise-based training interventions. The goal would be to fine-tune levels of miRNA expression and thus improve the athlete’s energy metabolism and inflammatory response. Moreover, our results also demonstrated the sensitivity and specificity of whole-blood derived mRNA and miRNAs as markers for the response to endurance exercise. In view of the availability of whole blood sample tubes that protect the RNA content and the minimal handling required during sample collection, the use of whole blood has some clear advantages for monitoring the post-exercise expression of miRNAs under field conditions. Lastly, the specialized nature of equine musculoskeletal tissues (effective high-speed locomotion and strength), the large size of both human and equine species, the good degree of access to tissue specimens, and the high overall degree of similarity between equine and human blood transcriptome responses to exercise make the horse a good natural model for basic exercise research.

## Conclusions

The microRNA and gene co-regulatory network profiled in blood reflects the physiological regulation of the transcriptome following endurance exercise in the horse. Our present results suggest that 44 enriched miRNAs and their 351 inversely correlated target genes regulate lipid metabolism, carbohydrate metabolism, mitochondrial biogenesis, proteolysis and the immune response. By using various computational methods and an independent cohort of animals, we confirmed that miR-21-5p, miR-181b-5p and miR-505-5p are putative regulators of the response to endurance exercise. Our results also suggest that (i) a variety of mechanisms underlie adaptive changes to the transcriptome and (ii) changes in the expression of a few key regulators may improve the metabolic and inflammatory response to exercise in athletes.

## Methods

### Animals

Sixty-one pure-breed or half-breed Arabian horses (20 females and 41 geldings; mean ± SEM age: 10 ± 2) competing in three 160 km endurance competitions were recruited with the owner’s agreement. The weather conditions, terrain difficulty and altitude for the three endurance competitions were similar. The 61 horses were checked carefully for the population-genetic structure and covariates such as age, gender, and environmental influences (disease states, medical treatment, etc.). To ensure sample homogeneity, the participating horses were subject to the same management practices throughout the ride and passed the International Equestrian Federation (FEI)’s compulsory examination before the start. Animals were fed 2–3 hours before the start of the endurance competition with *ad libitum* hay and 1 kg of concentrate pellets. During the endurance competition, all the animals underwent veterinary checks every 20 to 40 km, followed by recovery periods of 40 to 50 minutes (in accordance with the FEI rules on endurance riding). After each vet gate check, animals were provided with *ad libitum* water and hay and a small amount of concentrate pellets. The median winning speed over the entire ride was 15.7 ± 1.04 km/h. Information on training, nutrition and medical examinations was obtained but it was impossible to control for the feed composition and levels of consumption. The study design was approved by the independent ethics committee at Alfort Veterinary School and the University of Paris Est (reference: 12/07/11-1). All methods were carried out in accordance with the approved guidelines. In all cases, the owner provided his/her informed consent prior to the initiation of study procedures with the animals. Further details have been published by Le Moyec *et al.*^44^.

The horses were divided into two non-overlapping sets: the experimental set and the validation set. The validation set came from an independent cohort of animals, to ensure that the observed effects were reproducible in a broader context. The experimental set included 14 horses sampled before the 160 km ride (T0, baseline) and then again afterwards (T1). Samples were collected within 30 minutes of the end of the ride. Two horses in the experimental set failed a vet gate check (poor metabolic condition after 80 km and lameness at the end of the ride, respectively).

The validation set included 16 horses sampled solely at T0 and 31 other horses sampled solely at T1. Of the horses sampled at T1, four were eliminated for lameness after 106 km (n = 1), 133 km (n = 2) or 160 km (n = 1), two were eliminated after 30 km for metabolic disorders and one was eliminated for tiredness after 130 km.

### Blood biochemical assays

Blood samples were collected in dry tubes at the end of the endurance event. After clotting, the tubes were centrifuged and the harvested serum was stored at 4 °C until analysis (no more than 48 later, in all cases). Sera were assayed for total bilirubin, conjugated bilirubin, total protein, creatinine, creatine kinase, aspartate transaminase, gamma glutamyltransferase and serum amyloid A levels on a RX Imola analyser (Randox, UK). Blood collected in EDTA tubes was used to measure the packed cell volume after centrifugation.

### Blood samples, RNA isolation and microarray experiments

A single blood sample for both transcriptome and miRNome profiling was obtained in order to study direct relationships between mRNA expression and miRNA expression in each animal. Whole blood samples from each horse were collected in PAXgene Blood RNA tubes (Qiagen, Germany) and the total RNA was isolated using a PAXgene Blood RNA Kit (Qiagen), according to the manufacturer’s instructions.

The RNA’s purity and concentration were determined using a NanoDrop ND-1000 spectrophotometer (Thermo Scientific, USA) and RNA integrity was assessed using the Bioanalyzer 2100 (Agilent Technologies, USA). Each of the 61 RNA samples was then divided into two aliquots for use in the miRNA microarray or gene expression microarray experiments, respectively.

The transcriptome was profiled with a custom equine 4 × 44 K microarray (ID: 044466, Agilent Technologies). Cyanine-3 (Cy3)-labelled cRNAs were prepared from 100 ng of total RNA using the One-Color Low Input Quick Amp Labeling kit (Agilent Technologies). Specific activities and cRNA yields were measured using the NanoDrop ND-1000 (Thermo Scientific, USA). For each sample, 1.65 μg of Cy3-labeled cRNA (specific activity >9.0 pmol Cy3/μg of cRNA) were fragmented at 60 °C for 30 minutes in a volume of 55 μl containing 25× Agilent Fragmentation Buffer and 10× Agilent Blocking Agent. Subsequently, 55 μl of 2× Agilent Hybridization Buffer were added to the fragmentation mixture and hybridized to the array, in accordance with the recommended protocol. After hybridization, the microarrays were washed 1 minute at room temperature with GE Wash Buffer 1 (Agilent Technologies) and 1 minute at 37 °C using GE Wash Buffer 2 (Agilent Technologies).

The slides were then scanned using a G2565CA Scanner System (Agilent Technologies), using a scan protocol with a resolution of 3 μm and a dynamic range of 20 bits. The resulting TIFF images were analysed with the Feature Extraction Software v10.7.3.1 (Agilent Technologies), using the GE1_107_Sep09 protocol. The microarray data can be obtained from the Gene Expression Omnibus (GEO) database^45^ with the accession number GSE72973 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE72973).

For the miRNome profiling, an Agilent custom equine miRNA 8 × 60 K microarray was used (ID: 060464). For each sample (n = 61), a total amount of 100 ng of total RNA was dephosphorylated, 3′ end-labelled with Cy3-pCp, purified on Micro Bio-Spin 6 columns (Bio-Rad, USA), dried, and hybridized to the arrays using the miRNA Complete Labeling and Hybridization Kit (Agilent Technologies) according to the manufacturer’s instructions. After a washing step, hybridized microarray slides were scanned using a G2565CA Scanner System (Agilent Technologies) and a scan protocol with a resolution of 3 μm and a dynamic range of 20 bits. The resulting TIFF images were analysed with the Feature Extraction Software v10.7.3.1 (Agilent Technologies), using the miRNA_107_Sep09 protocol. The microarray data are available at GEO (GSE73102: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE73102). The whole reference series (mRNA and miRNA) is available at GEO (GSE73104: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE73104).

Microarray dataset was deposited in GEO, in accordance with the MIAME guidelines.

### Description of the Agilent custom equine miRNA 8 × 60 K microarray

The custom equine array contained 1,886 *Homo sapiens* (*hsa*) miRNA sequences from the miRBase database (V9.2). *Hsa* miRNAs were included in the custom equine microarray because Buza *et al.*^46^ reported that over 60% of known mature equine miRNAs had perfect matches with human-associated miRNAs. Furthermore, the microarray included 84 known equine (eca) miRNAs (with no known human homologs), 876 putative novel miRNAs and 20 putative small RNAs encoded by the mitochondrial DNA. The putative novel sequences were identified in an independent sRNAseq experiment during which we used 16 small RNA libraries from six different equine tissues (heart, liver, cartilage and three muscles: the platysma, the *gluteus medius* and the masseter). miRNA from the platysma and masseter muscles, heart and liver were extracted from 15 healthy horses of different ages and breeds (collected at the slaughterhouse). MicroRNAs from the *gluteus medius* were extracted from 10 healthy and 8 Cob Normand horses affected by polysaccharide storage myopathy. Total RNA was purified from tissues using the miRNeasy Mini kit (Qiagen) and the RNeasy MinElute Cleanup kit (Qiagen) for enrichment of small RNA (<200 bp), according to the manufacturer’s protocol. Total RNA quality and concentration were assessed as described above. For each tissue, three pools of three horses were formed (i.e. yielding 16 libraries). Approximately 500 ng of total RNA were used for library constructions, according to the manufacturer’s protocol for the SOLiD® Total RNA-Seq Kit (Applied Biosystems, USA). The small RNA libraries were sequenced on a SOLiD 5500XL Series Genetic Analysis System at the Metaquant core facility (INRA, Jouy-en-Josas, France). Solid sequencing generated a total of 350 million reads of ~50 bp. The overall flow of the sequencing and bioinformatics analysis for small RNA has been described previously^47^. In brief, after removal of low-quality reads, the flanking linker and primer sequences, all remaining small RNAs were aligned with the *Equus caballus* genome (Equ Cab 2; GCA_000002305.1) with BowTie^48^ (v0.12.7). Fewer than 2 mismatches were required. Reads with >6 alignments were removed. Mapped reads overlapping with known non-coding RNAs obtained from RFAM (http://rfam.sanger.ac.uk/) were also discarded. To detect putative miRNAs within the small RNAs, reads were filtered by length (17–27 bp). Sequences that mapped solely to the mitochondrion were designed as mitomiRs. Subsequently, all potential novel miRNAs and mitomiRs were sorted and assigned to the putative ncRNA locus (i.e. clusters). Clusters with fewer than 10 reads were discarded because of their low information content. Potential pre-miRNAs were excised. Excision was initiated when a stack of reads was encountered. If there was a higher read stack within 20 bp downstream of the current read stack, the former stack was selected. Hence, the highest local read stack was identified. Next, sequences covered by the highest local read stack were excised twice: once including the 50 bp upstream and 10 bp downstream flanking sequences, and once including 10 bp upstream and 50 bp downstream flanking sequences (to simulate the 5p and 3p positions of the potential miRNA). These putative pre-miRNAs were then screened for microRNA-like hairpin structures with RNAfold (using the latter’s default settings). For further details on sequencing analysis and prediction of novel miRNAs, see Desjardins *et al.*^47^. Our analysis yielded a total of 876 novel miRNAs and 20 putative mitomiRs (Supplementary Table S12). Three novel miRNAs were re-annotated as eca-miRNAs because they have been already included in the new update of the miRNA database (with new-eca-mir-824 updated to eca-miR-1388; new-eca-mir-1047 to eca-miR-676; and new-eca-mir-1072 to eca-miR-2114). Among the plausible mitomiRs, two mapped to the 16 S rRNA, nine mapped to various tRNAs, two mapped to genes for complex I subunits, two mapped to genes from complex IV subunits, and two mapped to genes from complex V subunits. Lastly, two potential mitoRNAs mapped to the D-loop locus (Supplementary Fig. S4). None of the predicted pre-miRNA sequences encoded by the mitochondrial genome were significantly folded into a duplex structure.

### Statistical analysis of the microarray results

All the transcriptome pre-processing, normalization and statistical analysis steps were carried out using several Bioconductor packages in R programming language (version 3.02). Firstly, the data’s quality was checked with the arrayQualityMetrics package^49^. Subsequently, probes showing any of the following Agilent flags (gIsFeatPopnOL = 1, gIsBGNonUnifOL = 1, gIsFeatNonUnifOL = 1) were removed from the analysis. The raw intensity values were then background-corrected using the “normexp” function, and the expression data were quantile-normalized (using the Limma package^50^; version 3.14.4). Probe summarization was based on the median expression value for the replicated probes. A total of 24,415 genes were selected in this analysis. Given that many of the original annotations for the custom equine Agilent microarray (AMAMID 021322, enriched with 384 equine transcripts) have been found to be incomplete, the annotation available in June 2014 at (http://www.genomics.agilent.com/en/Custom-Design-Tools/eArray/?cid=AG-PT-122&tabId=AG-PR-1047) was used to re-assign the probes to new probe sets.

PCA was performed with FactoMineR and Ade4 packages (version 1.23), in order to establish whether a particular array contributed markedly to variability in the gene expression data (i.e. whether it retained most of the information). Differences revealed by the PCA were assessed using the Monte Carlo Permutation Procedure (999 replicates; “randtest” function) in the Ade4 package in R. DEGs were identified by using the Limma package. The statistical linear model included the time point (T0/T1) as a fixed effect. To make the analysis more robust and control more strictly for the false discovery rate (FDR), the *p*-values were corrected for multiple testing using Bonferroni’s method with a threshold of adjusted p < 0.05^51^. An unsupervised analysis of DEGs was carried out to identify clusters of samples or genes on the basis of their variance-covariance structure. Thus, a two-way hierarchical cluster analysis was performed using the *hclust* function with “1-cor (x)” as the distance and different aggregation criteria. The *heatmap* function was used to generate images.

For miRNome profiling, the raw data was pre-processed using a variant of the robust multi-array average (RMA) algorithm that has been specifically implemented for Agilent miRNA microarrays by Lopez-Romero *et al.*^52^. The RMA implementation in the *AgiMicroRna* package was used without the initial background correction step, as recommended^52^. A miRNA transcript was considered to be detectable only if it met the following two conditions: (i) expression in at least 33% of the experimental samples; (ii) a signal intensity above the mean value of the negative control +1.5 standard deviations. DEmiRNAs were identified using the Limma package. In this case, correction for multiple testing (FDR < 0.05) was performed using the Benjamini-Hochberg method (as a compromise between the unadjusted analysis and the Bonferroni procedures). Multivariate analysis was performed as explained above.

### Generation of a functional annotation map from a list of genes

The GO term and the Kyoto Encyclopaedia of Genes and Genomes (KEGG) enrichment analyses of DEGs and target DEGs were performed using Cytoscape V2.7 (http://cytoscape.org/) with the ClueGo V1.3 plug-in^53^. ClueGO determines the distribution of the gene list for the various GO terms and pathways. The *p*-value was calculated using right-sided hypergeometric tests and the Benjamini-Hochberg correction for multiple testing (FDR < 0.001). Together with this very stringent FDR threshold, a high kappa value (0.4) enabled us to precisely select GO terms enriched in highly connected genes. The size of the nodes reflected the term’s degree of enrichment. The network was automatically laid out using the organic layout algorithm in Cytoscape. Functional groups were created by iterative merging of the initially defined groups, according to the predefined kappa threshold. Only functional groups represented by their most significant term were visualized in the network^53^. As a complementary approach, the list of selected genes was also fed into an Ingenuity Pathway Analysis (IPA; version 5.5, Ingenuity Systems, USA) to identify relevant categories of molecular functions, cellular components and biological processes. The IPA enabled us to identify (i) significantly overrepresented functional GO annotations, (ii) their over- or under-expression, and (iii) group-specific transcriptional networks. All listed or reconstructed cellular pathways were derived from the expert-annotated Ingenuity Knowledge Base of over 10^6^ PPIs. The IPA output a statistical assessment (based on Fisher’s exact test) of the significance of representation for biological functions and signalling pathways. The IPA computed networks and ranked them according to a statistical likelihood approach.

### Use of iRegulon to identify TFs involved in biological processes

The iRegulon computational method was used to identify TFs within the set of DEGs and target DEGs^54^. iRegulon searches the regulatory sequences around each gene in order to detect enriched TF motifs. It uses a database of nearly 10,000 TF motifs. iRegulon links enriched motifs to candidate TFs and determines the optimal subset of direct target genes.

### DEmiRNAs and their inversely correlated target DEGs: enrichment analysis

For each DEmiRNA, we assembled a comprehensive list of all experimentally validated target genes (using the multiMiR package in R). multiMiR is a comprehensive collection of predicted and validated miRNA–target interactions and their associations with diseases and drugs^55^. It contains human and murine data from 14 external databases that are categorized into three components, including three validated miRNA–target databases (miRecords, miRTarBase and TarBase), eight predicted miRNA–target databases (DIANA-microT, ElMMo, MicroCosm, miRanda, miRDB, PicTar, PITA and TargetScan), and three disease- or drug-related miRNA databases (miR2Disease, Pharmaco-miR and PhenomiR)^55^.

To investigate the biological relevance of the DEmiRNAs, we used two complementary statistical approaches. For each of the DEmiRNAs presenting at least one target gene, we performed: (i) the hypergeometric test for enrichment in targets DEGs negatively correlated with the DEmiRNA; and (ii) the generalization of the hypergeometric test. Both methods were implemented on the experimental set. For the hypergeometric test, we performed a pair-wise Pearson correlation analysis of the expression levels of DEGs and the expression levels of DEmiRNAs presenting at least one experimentally validated target. Subsequently, we subtracted the set of correlated DEmiRNAs-DEGs with r < −0.5 and *p* < 0.05. One should note the existence of two types of negative regulatory interactions: (i) over-expressed mRNA/under-expressed miRNA and (ii) under-expressed mRNA/over-expressed miRNA. We next looked at whether the DEmiRNA targets were over-represented among the subtracted set of genes, when compared with the other genes in the transcriptome. Benjamini and Hochberg correction^56^ for multiple testing was applied to the 91 *p*-values obtained.

Moreover, in order to address the hypergeometric test’s lack of power when the number of inversely correlated target genes for a given DEmiRNA was very small, we also implemented a variant of the hypergeometric test. In contrast to the hypergeometric test (which is focused on the number of genes that were both DEGs and inversely correlated with a DEmiRNA at fixed significance thresholds), the generalization of the hypergeometric test considers all possible thresholds. In this variant, we tested for enrichment in target genes by selecting DEGs regardless of the sign of their correlation with the miRNA. When considering a given DEmiRNA with at least one experimentally validated target gene, we looked at whether their target genes presented smaller *p*-values than the other genes in the transcriptome using a one-sided Wilcoxon rank sum test (implemented with the “wilcox.test ()” function in R). The FDR was determined to correct for multiple testing. Only the enriched DEmiRNAs for which at least one target gene was inversely correlated (r < −0.5) were selected. Lastly, only those DEmiRNAs that were significant either in the hypergeometric test or its generalization after correction for multiple testing (FDR < 0.1) were analyzed further. The FDR was set to 0.1 in order to retain as many biological functions as possible.

To find possible associations between the enriched DEmiRNA expression and biochemical blood parameters, a Pearson and a non-parametric Spearman rank correlation were applied using the cor () function in R.

### Construction of a PPI sub-network on the basis of miRNA-mRNA interactions

The latest available version of the human PPI datasets from BioGRID (http://thebiogrid.org/) (release 3.2.105) was used for our analysis. The curated PPI data (containing 15,352 unique proteins and 281,862 interactions) constituted the parental PPI network. The Cytoscape program was used to visualize and analyze PPI networks. Firstly, the BioGRID parent PPI network was imported into Cytoscape. The target DEGs (human orthologous gene symbols) were listed in a text file (down regulated and up regulated DEGs, respectively) and mapped to the parental PPI network using the command “Select R Nodes R From ID List File”. To confine the analysis to interactions close to the target DEGs and to achieve maximum significance, only first-level interactions between target DEGs and their neighbours were detected.

### Network topology analyses

The networks’ topology was analysed using the NetworkAnalyzer Cytoscape plugin^57^. NetworkAnalyzer provides insights into the organization and structure of complex networks formed by the interacting molecules. It computes a comprehensive set of topological parameters, such as network diameter, density, centralization, heterogeneity, and clustering coefficient, neighbourhood connectivity, average clustering coefficients and the distribution of node degrees^57^. The degree of a node corresponds to the number of its directly connected neighbours. Briefly, the distribution of node degree *P*(*k*) is defined as the number of nodes with a degree *k* of 0, 1, 2, and so on. The dependency pattern can be visualized by fitting a line to the node degree data. NetworkAnalyzer calculates the positive coordinate value for fitting the line with the power law curve of the form y = βx^a^. The R^2^ value is a statistical measure of the linearity of the curve fit and used to quantify the fit to the power line. When the fit is good, R^2^ is very close to 1.

### Use of GGMs to validate DEmiRNA-gene association networks in a validation set

GGMs can infer direct relationships between variables within a set of repeated observations and in the absence or presence of *a priori* knowledge^58^. In the GGM method, networks are represented as undirected graphs. Each node represents a gene or a miRNA, and an edge connects two nodes if they are partially correlated. In contrast to correlation analyses (which measure both direct and indirect interactions between pairs of variables), partial correlation analyses measure the strength of direct interaction only^58^. A direct relationship between two variables corresponds to a non-zero entry in the partial correlation matrix. In a large-dimension context in which the number of variables exceeds the sample size, regularisation methods are needed for the estimation procedure. Moreover, in order to increase the estimation’s precision, some interactions between variables may be neglected by setting some edges to zero. We considered animals at T0 and animals at T1 separately. For each scenario, GGMs were built to model interactions between enriched miRNAs and DEGs that were inversely correlated and were targeted by at least one of the enriched miRNAs. In the correlation matrix, the following edges were set to zero: (i) miRNA-miRNA, (ii) miRNA-mRNA when the mRNA was not a validated target of the miRNA, and (iii) mRNA-mRNA when the interaction was not found in the BioGRID human PPI dataset (Supplementary Fig. S3). The analyses were carried out with the R package glasso, which uses a lasso penalty for GGM estimation and allows a specified list of edges to be set to zero. The value of the constant in the lasso penalty (which has to be specified in the glasso package) was set to 0.03 by minimising the cross-validation MSE described below.

Furthermore, GGMs can be viewed as regression models of each variable with regard to all the other variables; regression coefficients are then expressed as a function of the partial correlation matrix. The regression coefficient of a variable *i* with regard to a variable *j* is equal to zero if and only if there is an edge between nodes *i* and *j*^59^. The GGM method represents a refinement of simple linear regression models of genes with regard to each miRNA because it takes account of mRNA-mRNA correlations. We made use of this property to build a cross-validation procedure and thus estimate the predictive ability of each miRNA from the list of target mRNAs. We considered two criteria: (i) the cross-validation MSE, which increases with the precision of the prediction, and (ii) the R^2^ for predicted vs observed values, which decreases as the linear correlation between predicted and observed values increases. For each miRNA, MSE and R^2^ were computed on the network composed by the selected enriched miRNAs and their inversely correlated target genes. These MSE and R^2^ values were then compared with those obtained using the same procedure and the same number of genes randomly selected from the transcriptome. More precisely, for 500 repetitions, the genes were randomly selected from among a total of 24,415. Lastly, we computed permutation *p*-values, i.e. the proportion of repetitions leading to a smaller MSE (or a larger R^2^) with respect to the values observed with the originally selected genes.

### RT-qPCR validation of the transcriptome and miRNome results

To validate the technical robustness of the transcriptome data generated in the microarray study, quantitative RT-qPCR was carried out on a subset of candidate genes (Supplementary Table S13). We selected (i) genes with significant differences in expression levels when comparing T1 and T0 (a dynamic range of at least log2 (ratio) > 0.485), and (ii) genes of biological interest (e.g. *IRF3, CASB5,*). Specific PCR primers for these genes were designed using ABI Primer Express software (version 3.0.1, Applied Biosystems) with melting temperatures of 58 °C to 60 °C and product lengths of between 100 and 150 bp. Reverse transcription of 500 ng of isolated total RNA was performed using the SuperScript® VILO™ cDNA Synthesis Kit (Invitrogen, France), according to the manufacturer’s protocol. Dilutions (1/100) were used for qPCR with ABsolute Blue qPCR SYBR Green ROX mix (ThermoFisher Scientific, USA) in an Eppendorf Mastercycler RealPlex 4 (Eppendorf, France). The diluted cDNA samples were mixed with 1 × SYBR Green Master Mix and the specific reverse and forward primers (final concentration: 300 nM) in a final volume of 25 μl. Cycling conditions were 95 °C for 15 min, then 40 cycles of 95 °C for 15 sec and 60 °C for 1 min. For each sample and each gene, qPCR runs were performed in triplicate (in accordance with the manufacturer’s protocol). In order to quantify and normalise the expression data, we used the ΔΔCt method and the geometric mean Ct value from the succinate dehydrogenase complex, subunit A (*SDHA*), and beta actin *(ACTB)* as the endogenous reference genes. The set of genes chosen for confirmation by RT-qPCR was analysed in 10 animals of the experimental set using a linear effect model, including group (T0 or T1) as a fixed effect. The threshold for statistical significance was set to *p* < 0.05.

For analysis of the miRNome, five candidate miRNAs were selected from the microarray dataset for validation in the miRCURY LNA™ Universal RT microRNA PCR system (Exiqon, Denmark), using the same RNA samples used in the microarray profiling. cDNAs were obtained with the Universal cDNA synthesis kit II (product #203301, Exiqon, Denmark). The primer sets and their product numbers are given in Supplementary Table S14. The qPCR reaction was performed according to the kit manufacturer’s instructions (ExiLENT SYBR® Green master mix, product #203403, Exiqon). The hsa-miR191 (#204306, Exiqon, Denmark)) was used as endogenous control. As for mRNA, the set of miRNAs chosen for confirmation by RT-qPCR was analysed in 10 animals of the experimental set using a linear effect model, including group (T0 or T1) as a fixed effect. The threshold for statistical significance was set to *p* < 0.05.

## Additional Information

**How to cite this article**: Mach, N. *et al.* Integrated mRNA and miRNA expression profiling in blood reveals candidate biomarkers associated with endurance exercise in the horse. *Sci. Rep.* **6**, 22932; doi: 10.1038/srep22932 (2016).

## Supplementary Material

Supplementary Information

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

Supplementary Table S5

Supplementary Table S6

Supplementary Table S7

Supplementary Table S8

Supplementary Table S9

Supplementary Table S10

Supplementary Table S11

Supplementary Table S12

Supplementary Table S13

Supplementary Table S14

Supplementary Table S15

## Figures and Tables

**Figure 1:**
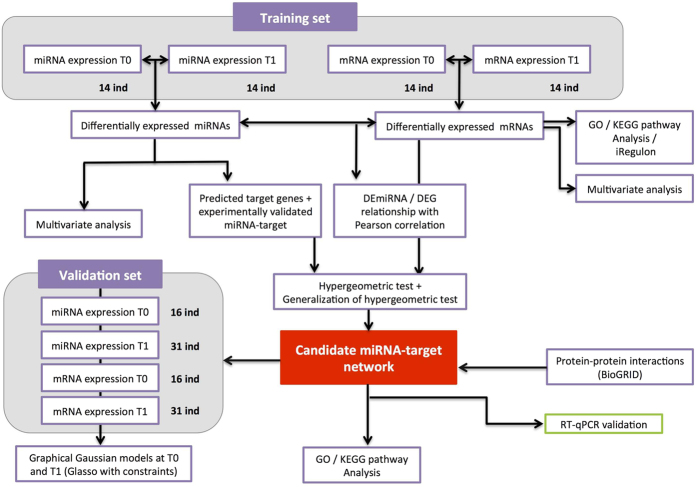
Overview of the data analysis. Step 1: a linear model analysis of DEmiRNAs and DEGs. Step 2: determination of the corresponding GO terms, KEGG pathways and TFs regulating the DEGs. Step 3: selection of experimentally validated target genes. Step 4: generation of the inverse correlation matrix for DEGs and miRNAs (in the hypergeometric test only). Step 5: the enrichment test (using the hypergeometric test or its generalization) used to select candidate miRNAs. Step 6: the functional network analysis; Step 7: validation of the functional network, using a validation set and GGMs; Step 8: Technical validation of the functional network, using RT-qPCR.

**Figure 2:**
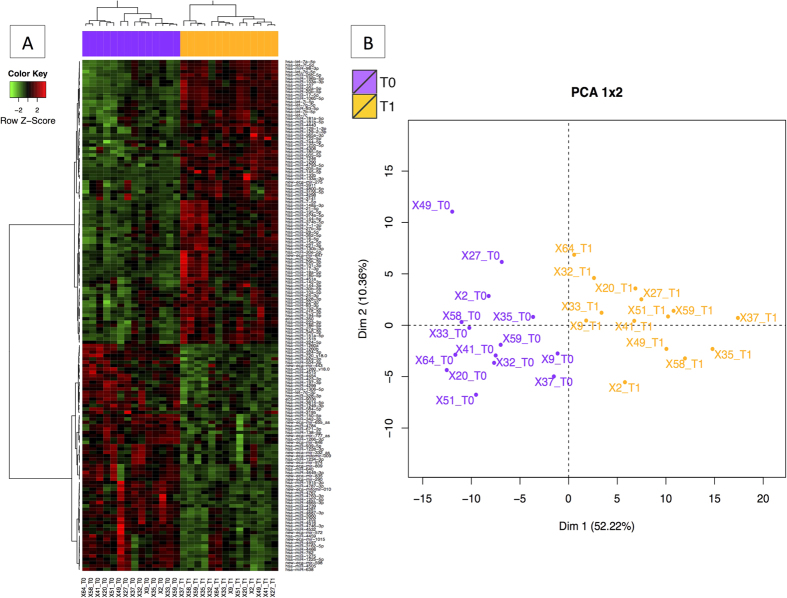
The differential miRNA expression profile in blood. In all cases, individual horses are represented as violet dots (for *T0*) and orange dots (for *T1*). (**A**) A heat-map representation of the 167 DEmiRNAs when comparing T0 and T1 (FDR < 0.05). (**B**) PCA of DEmiRNAs in blood when comparing T1 with T0 (FDR < 0.05). The first axis accounted for 52.22% of the variation, and the two axes accounted for 62.58% of the total inertia. The two groups were found to differ significantly in a Monte Carlo test with 999 replicates (*p* < 0.001).

**Figure 3:**
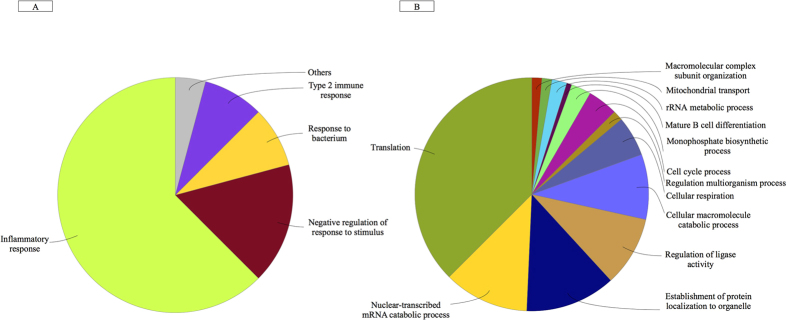
A functional map of DEGs, showing the top categories of GO biological processes associated with significantly over-expressed (**A**) and under-expressed (**B**) genes following endurance exercise. The chart fragments represent the number of genes associated with the various terms.

**Figure 4:**
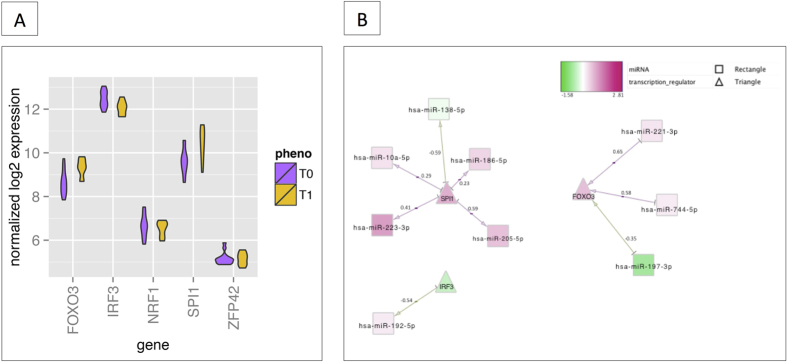
Relationship between TFs, miRNAs and DEGs. (**A**) The boxplot graph represents the expression levels (log2) of the main candidate TFs (discovered using iRegulon) within the set of DEGs. *ZFP42* was the top regulator, followed by *SPI1, FOXO3, IRF3* and *NRF1*. (**B**) A schematic view of the common correlations between TFs and miRNAs. The correlation score for expression of the two interactants is indicated under each edge. The network is displayed graphically as nodes (genes, TFs and miRNAs) and edges (biological relationships). The edge colour intensity indicates the expression level of the association: red = over-expression at T1 and green = under-expression at T1. The node shape indicates whether the node is a TF (triangles) or a miRNA (squares).

**Figure 5:**
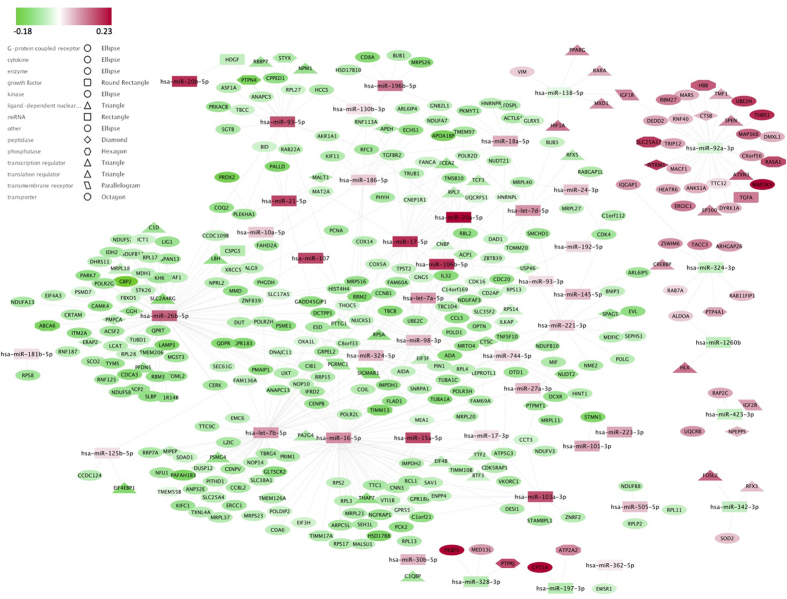
Regulatory network linking the 44 enriched miRNA and their respective inversely correlated target DEGs. We identified a total of 44 enriched DEmiRNAs for which the miRNA targets defined by multimiR were significantly enriched (according to a hypergeometric test or its generalization). The 44 DEmiRNAs were inversely correlated with a total of 351 unique target DEGs. The network is displayed graphically as nodes (genes and miRNAs) and edges (biological relationships). The edge colour intensity indicates the expression level (log2) of the association: red = over-expression at T1 and green = under-expression at T1. The node shape indicates whether the node is a transcription regulator (triangles), growth factor (round rectangles), peptidase (diamonds), phosphatase (hexagons), transmembrane receptor (parallelograms), transporter (octagons), a miRNA (squares) or other type of genes (ellipses).

**Figure 6:**
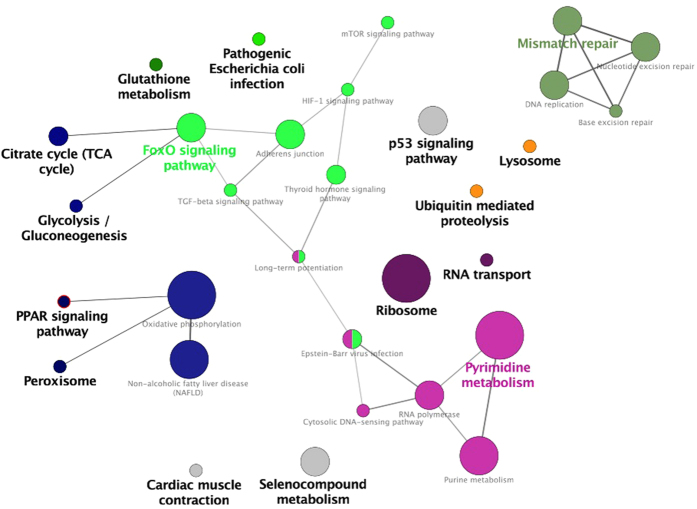
A functional map of the 351 inversely correlated target genes regulated by the 44 enriched miRNAs. Within the network, the GO biological terms were identified as nodes and then linked according to their kappa value (>0.4) and FDR (<0.001). The size of the node corresponds to the statistical significance of the enrichment term. Functionally related groups partially overlap. Similar GO terms are labelled in the same colour. Non-grouped terms are shown in grey. The colour gradient shows the proportion of genes in each cluster associated with the term.

**Figure 7:**
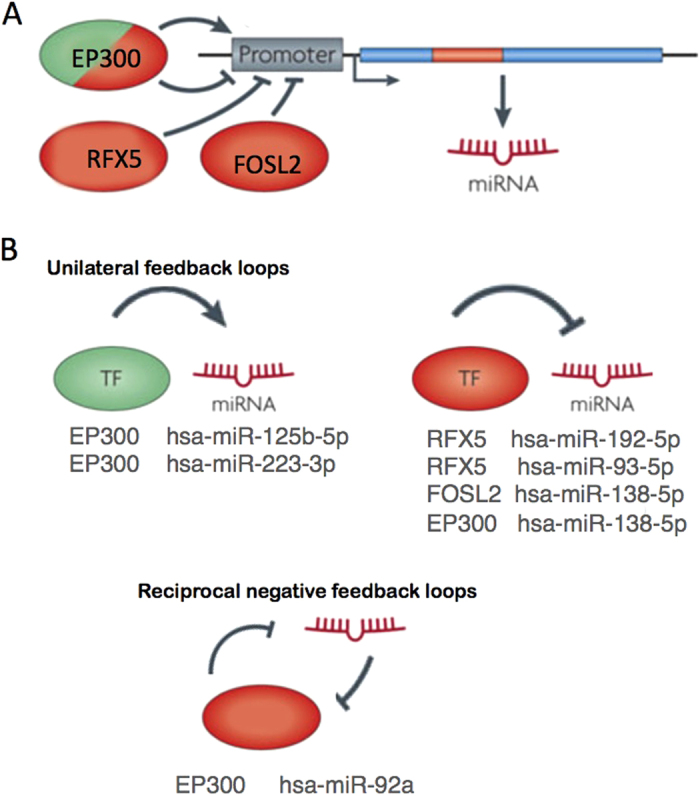
Activators and repressors of the 44 enriched miRNAs. When screening the negatively correlated target genes of the 44 enriched miRNAs, we found three TFs able to up- or downregulate miRNA expression (*EP300*, *RFX5* and *FOSL2*). The promoter regions of the expressed miRNAs are very similar to those of protein-coding genes. The presence of CpG islands, TATA box sequences, initiation elements and certain histone modifications indicate that the promoters of miRNA genes might be controlled by TFs. (**A**) *RFX5* and *FOSL2* both might inhibit expression of miR-192-5p, miR-93-5p and miR-138-5p in blood, although *EP300* might stimulate expression of miRNAs such as miR-125-5p and miR-223-3p. (**B**) Unilateral or reciprocal-negative feedback loops result in oscillatory or stable mutually exclusive expressions of the TFs and miRNA components^23^. For instance, *EP300* might repress miR-92a expression. miR-92a targets the *EP300* TF and might block its expression. Figure adapted from Krol *et al.*^23^.

**Figure 8:**
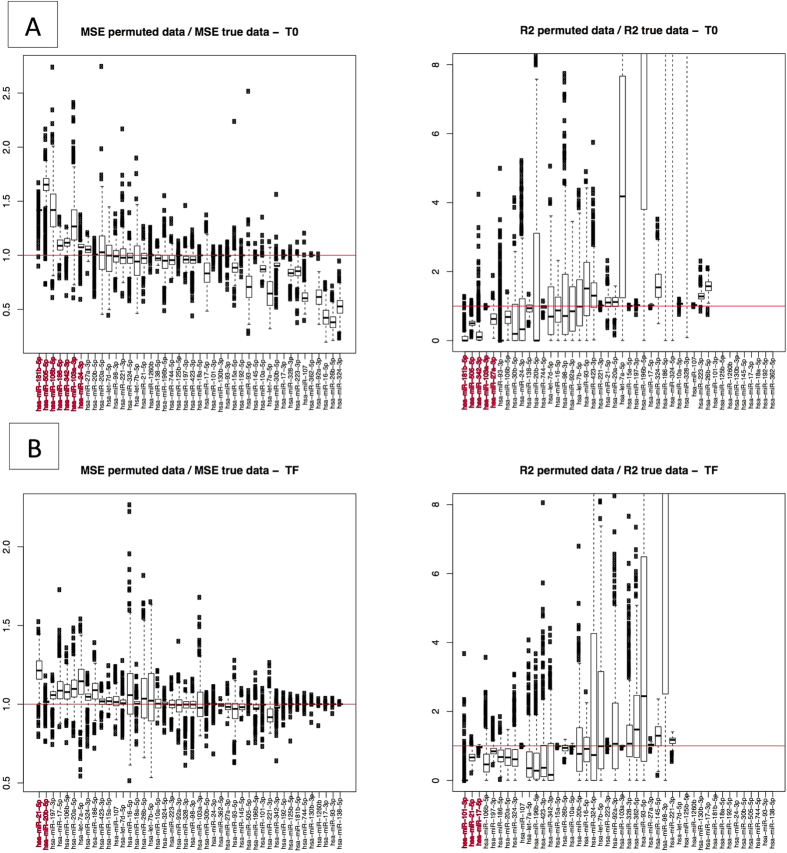
Validation of the 44 enriched miRNAs by applying GGMs to an independent validation set. For each selected enriched miRNA, MSE and R^2^ were computed through a GGM implemented on the 44 enriched miRNAs and their 351 inversely correlated target genes. (**A**) The upper row of boxplots shows the ratio between MSE values for the randomly selected genes from among the 24,415 genes and candidate gene set at T0, and the values of the R^2^ for predicted vs. observed values at T0, respectively. (**B**) The lower row of boxplots shows the same boxplots at T1. In all cases, a total of 500 repetitions were performed with 351 genes randomly selected from among the 24,415 genes for each miRNA. For both criteria, we computed permutation *p*-values, i.e. the proportion of repetitions leading to a smaller MSE (or a larger R^2^) with respect to the values found with the originally selected 351 genes. MicroRNAs with *p* < 0.10 are shown in red.

# Supplementary material for: Integrated mRNA and miRNA expression profiling in blood reveals candidate biomarkers associated with endurance exercise in the horse
**Source:** Sci Rep. 2016 Mar 10;6:22932. doi: 10.1038/srep22932
**Supplement:** Supplementary Information

**SUPPLEMENTARY INFORMATION**

**Integrated mRNA and miRNA expression profiling in blood reveals candidate biomarkers associated with endurance exercise in the horse**

Núria Mach *1, Sandra Plancade 2, Alicja Pacholewska3, Jerôme Lecardonnel1, Julie Rivière1, Marco Moroldo1, Anne Vaiman1, Caroline Morgenthaler1, Marine Beinat1, Alizée Nevot1, Céline Robert1,4 and Eric Barrey1,5

2INRA, MaIAGE, Jouy-en-Josas, France

**Supplementary results**

**Characterization of the transcription factors (TFs) that regulate DEGs**

We used iRegulon to search for TFs that were significantly overrepresented within the DEGs. The main putative regulatory TF in the network of DEGs was *ZFP42*,followed by the cooperatively transcriptional cofactors *SPI1, FOXO3, IRF3* and *NRF1* (Fig. 4 and supplementary Fig. S5). These co-regulated TFs were involved in the immune and inflammatory response, apoptosis, the response to stimuli, protein metabolism and even oxidative stress (supplementary Fig. S6). Using the TSmiR database [1](#_ENREF_1) (interaction maps on TFs and tissue-specific miRNAs derived from both experimentally validated and predicted data), we found that these TFs might control the spatiotemporal expression patterns of some of the DEmiRNAs (Fig. 4B). 

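Of the miRNAs that the supplement links to SPI1, miR-223-3p and miR-205-5p had the larger differences in the 4 experimental horses. miR-205-5p, called detected on 0 of 4 arrays at T0 and on 4 of 4 at T1, had a log2 level of 5.06 ± 0.03 before and 5.79 ± 0.35 after the ride (SD, n = 4; adjusted p = 0.0701 from limma). The difference was 0.73. Its signal at T0 was at the background, and relative to the lowest level of a miRNA well above it, it was at least 1.61-fold higher at T1. miR-186-5p differed by 0.37 (standard error 0.23) and miR-10a-5p, which lies in a HOX gene cluster, by 0.13 (standard error 0.15). miR-192-5p, linked to IRF3, differed by 0.14 (standard error 0.09) and was higher in 4 of 4 horses. None of these passed the threshold, nor did miR-744-5p (0.16, standard error 0.10) or miR-197-3p (-0.68, standard error 0.19), which the supplement links to FOXO3. Among the 6 detected miRNAs drawn with transcription factors in Fig. 7, only miR-93-5p rose and none fell (1 higher when adjusted over the list alone). Their mean was 0.35 (fry, adjusted p = 0.109). In place of miR-138-5p these 6 include the array's miR-139-3p, whose values the study's tables give under that name.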

On one hand, mir-186-5p, miR-10a-5p, miR-223-3p and miR-205-5p might be induced by *SPI1* TF, whereas miR-192-5p might be inhibited by *IRF3* TF. On the other hand, miR-221-3p, miR-197-3p, and miR-744 might directly base-paired with *FOXO3* and repress or induce its expression (Fig. 4B). The combinatorial expression patterns for TFs, miRNAs and targets are shown in supplementary Fig. S5.

**Validation of mRNA and miRNA expression**

To further substantiate our findings, a subset of DEGs and DEmiRNAs was selected for validation with RT-qPCR. The RT-qPCR results confirmed our findings in most cases (supplementary Fig. S7).

**The PPI sub-network of the 44 enriched miRNAs and their depleted target DEGs**

In order to gain insights into how the target genes of the enriched miRNAs affected cellular biological activity, a full PPI screen of the 351 depleted target DEGs and their corresponding miRNAs was performed using the Reactome FI plugin in Cytoscape. A total of 337 genes presented PPI information and, with their first neighbouring proteins, formed a PPI sub-network containing 6,024 nodes and 21,314 edges (supplementary Fig. S8). The distributions of node degree followed an approximate power law distribution (R2 = 0.83), suggesting that the PPI network was scale-free and that a few protein nodes acted as hubs with a large number of links to other protein nodes. Other topological parameters of these sub-networks (such as the clustering coefficient, network centralization, and network density) are shown in supplementary Table S15. We also searched for interactions between target DEGs by carefully examining the expression of the individual TFs regulating the DEG-DEG PPI network. The *PPARγ* gene was found to be enriched, with a top motif ranked 9th (normalized enrichment scores (NES) = 3.24) in the sub-network. This TF controlled the transcription of several genes within the network involved in lipid and carbohydrate metabolism (e.g. carnitine palmitoyltransferase 1A *(CPT1A)* and phosphoenolpyruvate carboxykinase (*PEPCK*)*;* supplementary Fig. S9).

**Correlation between enriched DEmiRNAs and biochemical blood parameters**

By slightly modifying Sawada et al.’s procedure [2](#_ENREF_2), we analysed the correlations between changes in the 44 enriched DEmiRNA levels and endurance-exercise-related biochemical blood parameters (i.e. creatine kinase (CK), the packed cell volume (PCV), and levels of aspartate transaminase (ASAT), gamma glutamyltransferase (GGT) and serum amyloid A (SAA), total plasma proteins, creatinine, conjugated bilirubin and total bilirubin). The results are summarized in supplementary Fig. S10. We found strong, significant, positive correlations (r>0.6; p<0.05) between dehydration parameters (PCV, creatinine and total protein concentrations) and several enriched miRNAs. We only found some weak correlations between the changes in several whole-blood derived miRNAs and the changes in plasma indicators of muscle and liver damage. Hence, future studies should (i) determine whether these whole-blood derived miRNAs are potential biomarkers for skeletal muscle damage or for damage to other tissues (such as the liver) during endurance exercises, and therefore (ii) clarify the effects of endurance exercise on the biogenesis and origin of these miRNAs.

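Both forms of miR-133, a miRNA of skeletal and heart muscle, were at the background of the arrays before the ride in the 4 experimental horses. miR-133b had a log2 level of 5.08 ± 0.05 at T0 and 6.10 ± 0.38 at T1 (SD, n = 4) and was higher in 4 of 4 horses (difference 1.02, standard error 0.17, adjusted p = 0.053 from limma). Relative to the lowest level of a miRNA well above the background at T0, it was at least 1.98-fold higher. miR-133a, the array's name for miR-133a-3p, stood at 5.04 ± 0.02 and 5.32 ± 0.11 (SD, n = 4; difference 0.28, standard error 0.08, adjusted p = 0.124 from limma). Of the muscle miRNAs these 2 were detected, 0 passed the threshold by limma (2 higher when adjusted over the list alone), and their mean was 0.65 (fry, adjusted p = 0.0607). Plasma creatine kinase and aspartate transaminase of single horses were not part of the array data, so no correlation was computed.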

Interestingly, when analysing the correlations for miR-133b and miR-133a-3p, we found some significant, positive correlations with plasma CK and ASAT levels (supplementary Fig. 11).

**Literature cited in the response the supplementary information section**

1 Guo, Z. *et al.* Genome-wide survey of tissue-specific microRNA and transcription factor regulatory networks in 12 tissues. *Sci Rep* **4**, 5150, doi:10.1038/srep05150 (2014).

2 Sawada, S. *et al.* Profiling of circulating microRNAs after a bout of acute resistance exercise in humans. *PloS one* **8**, e70823, doi:10.1371/journal.pone.0070823 (2013).

**Supplementary figures**

**Figure S1. Putative differentially expressed mitoRNAs when comparing pre- and post-ride samples**

A) A map of the horse mitochondrial genome, indicating the following features (from the centre, with the outer track corresponding to heavy strands and the inner track corresponding to light strands): GC skew+ (purple histogram), GC skew- (green histogram), GC content (black histogram), and start and stop codons. The positions of the putative mitoRNAs (small RNAs encoded solely by the mitochondrial DNA) are highlighted in red. B) Boxplots of the intensity distribution for the potential mitoRNAs (violet for T0 and orange for T1).

**
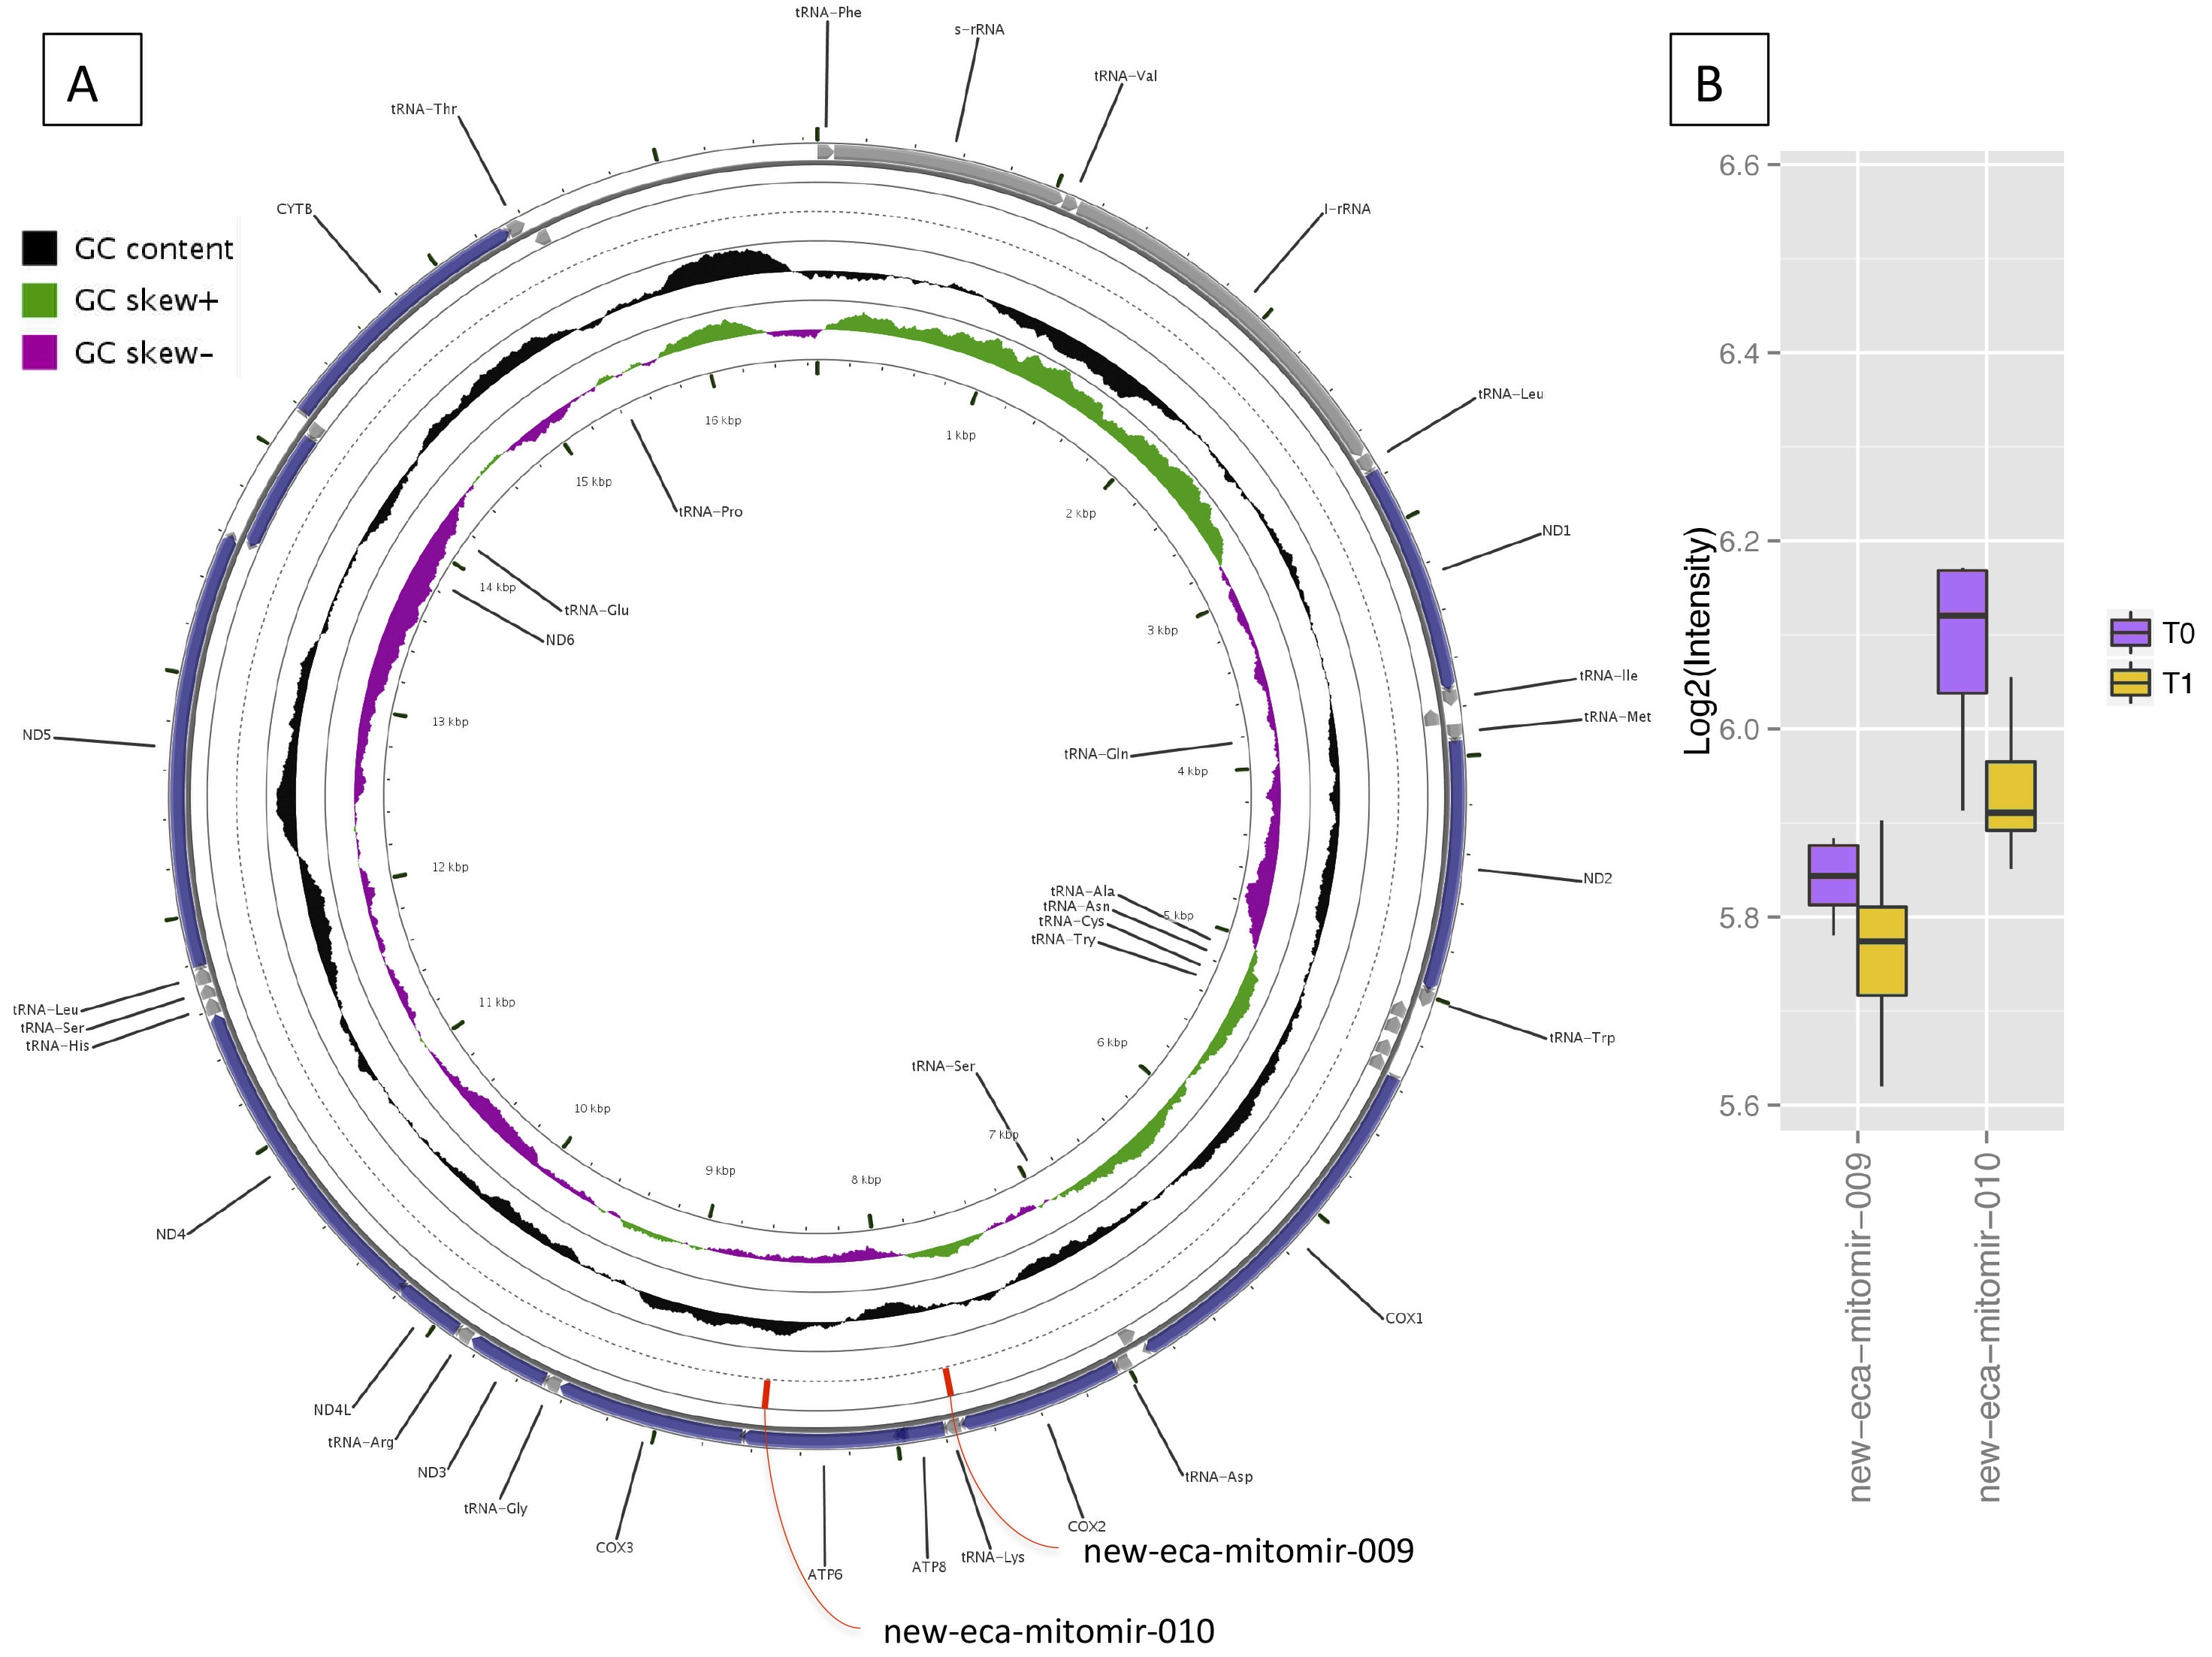
**

**Figure S2. Expression boxplot for the enriched miRNAs**

**
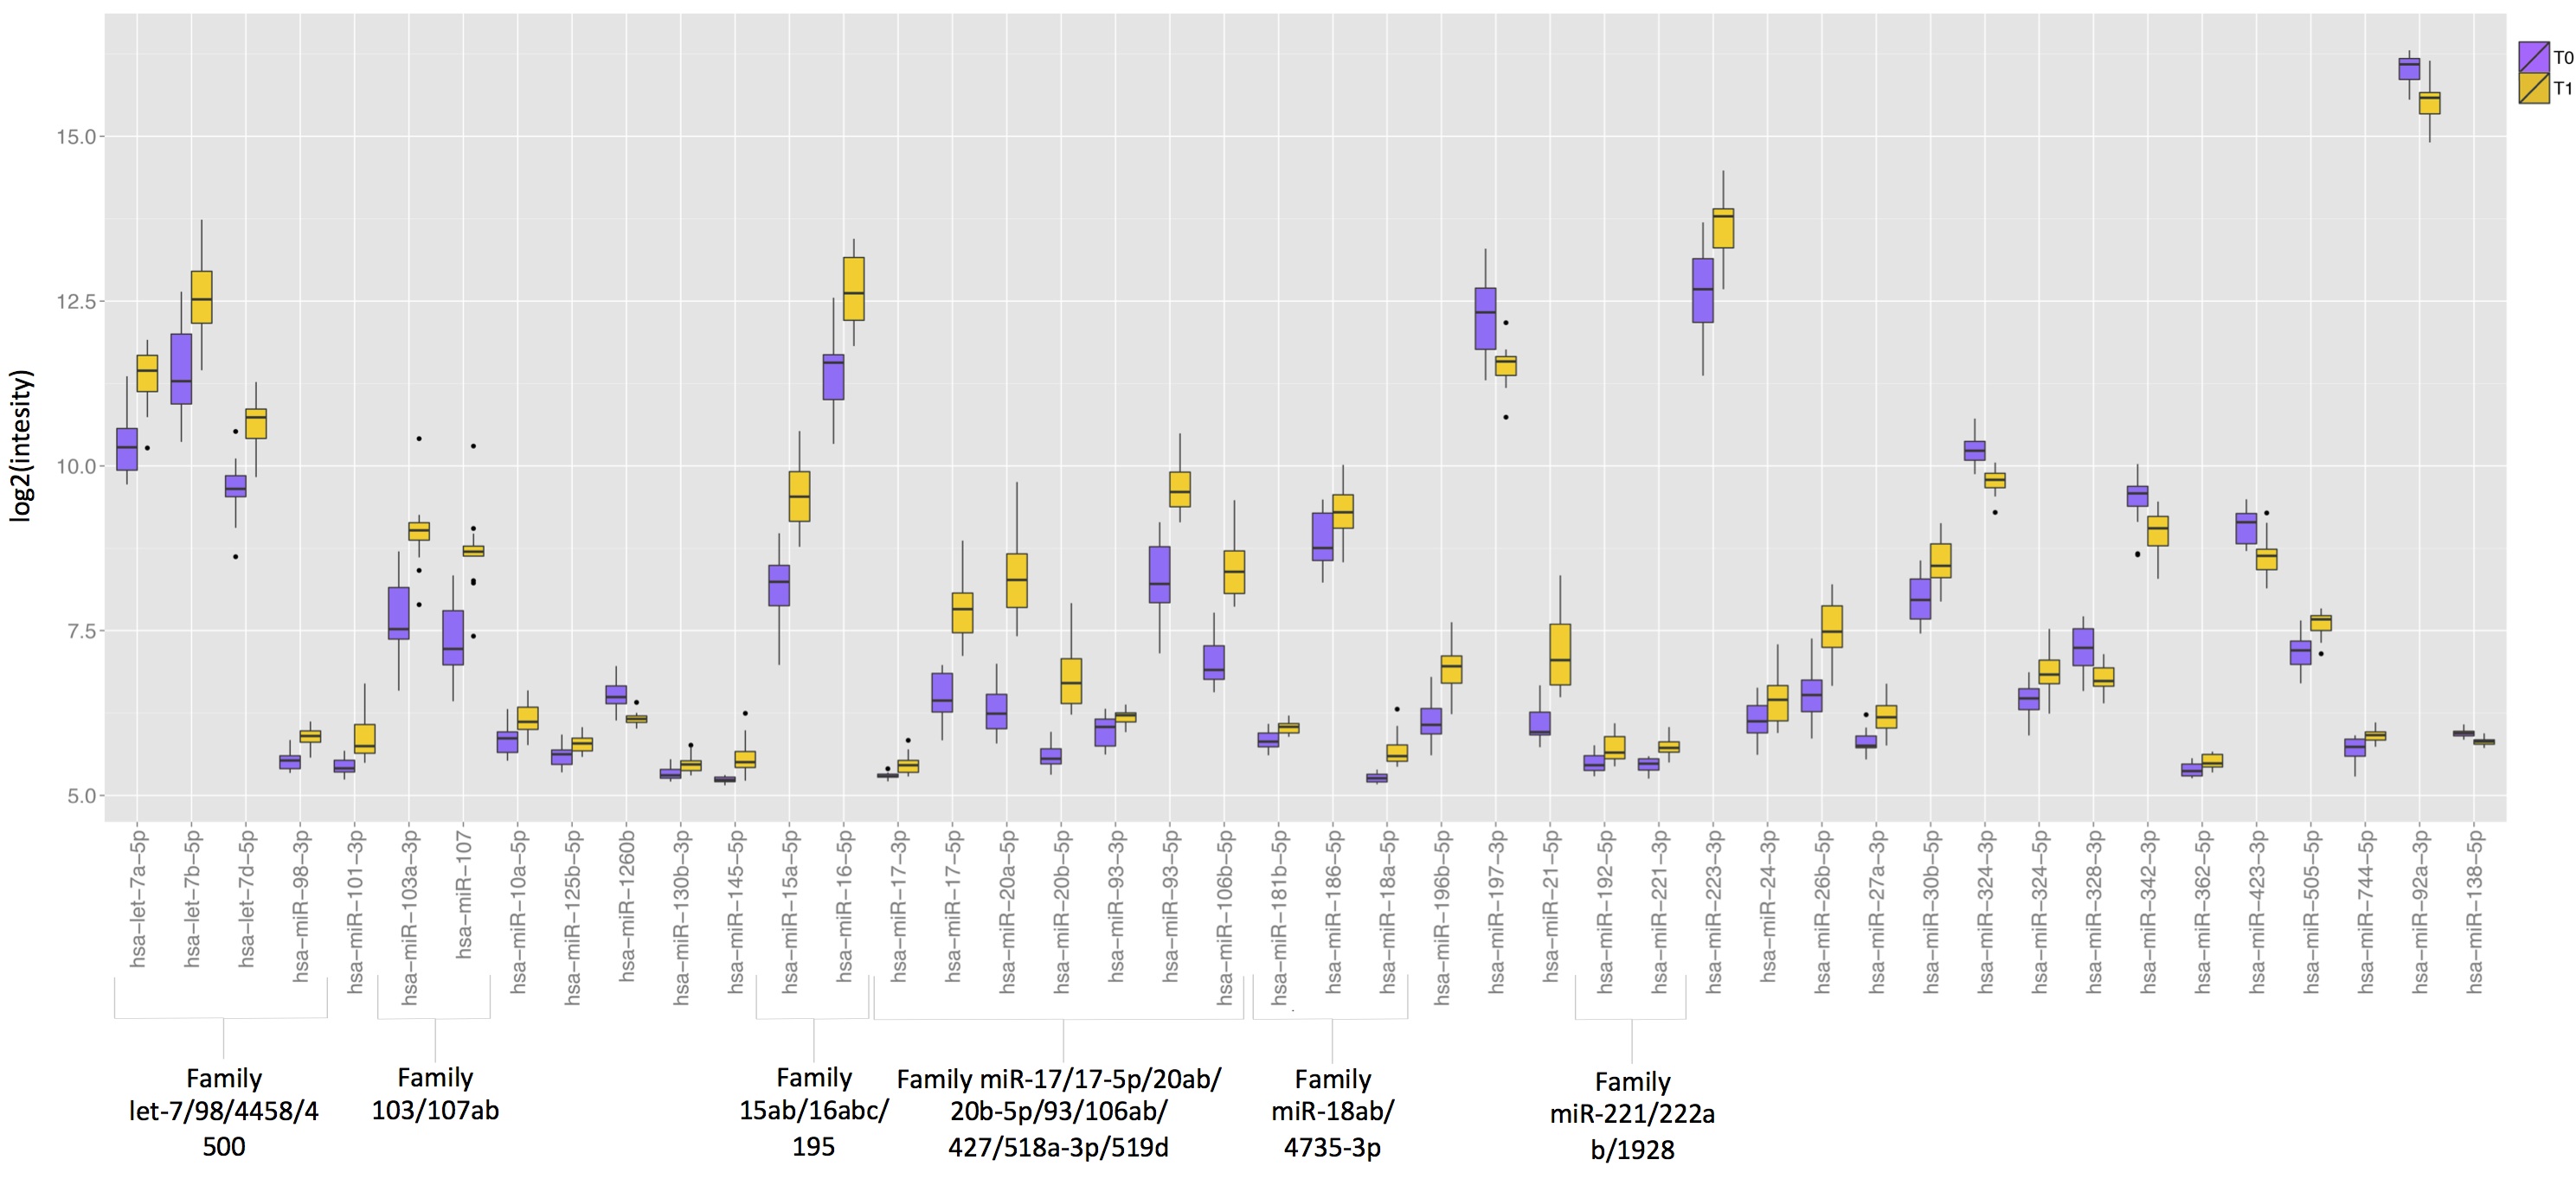
**

**Figure S3. GGMs: correlation matrix design**

In the correlation matrix, the following edges were set to zero: (i) miRNA-miRNA, (ii) miRNA-mRNA when the mRNA was not a validated-target of the miRNA, and (iii) mRNA-mRNA when the interaction was not reported in the BioGRID human PPI dataset.

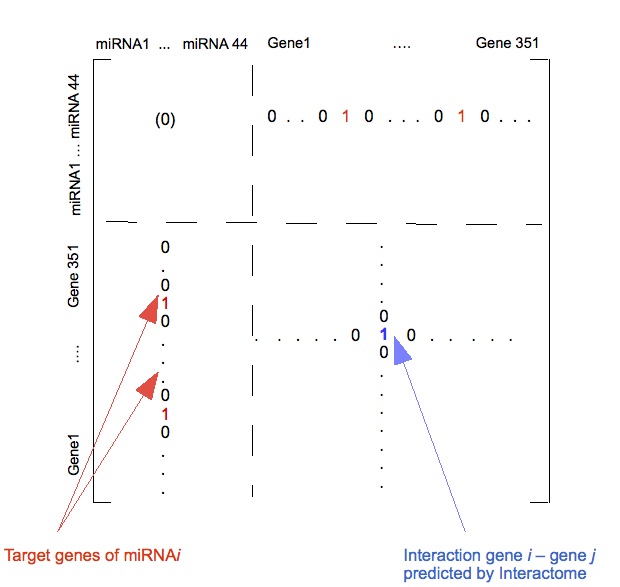

**Figure S4.** **Putative miRNAs encoded by the mitochondrial genome**

A total of 20 putative mature microRNAs were found to be encoded by the mitochondrial genome. Two of these novel miRNAs mapped to the 16S rRNA, 9 mapped to various tRNAs, 2 mapped to genes for complex I subunits, 2 mapped to genes for complex IV subunits, and 2 mapped to genes for complex V subunits. 

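Of the 20 putative mitochondrial small RNAs, 5 were detected on the arrays of the 4 experimental horses. The brightest was mitomiR-002 (MT, plus strand, 1112 to 1135), with a log2 level of 7.59 ± 0.56 at T0 and 7.29 ± 0.26 at T1 (SD, n = 4). mitomiR-015 (11651 to 11673) stood at 5.44 ± 0.25 and 5.46 ± 0.15, and mitomiR-018 (15327 to 15348) at 5.18 ± 0.08 and 5.24 ± 0.14 (SD, n = 4, T0 and T1). The others were mitomiR-009 and mitomiR-010. By limma 0 of the 5 passed the threshold in either direction, also when adjusted over the list alone, and the list's mean was -0.14 (fry, adjusted p = 0.159). mitomiR-018 was well above the local background on 0 of 4 arrays at T0 and 2 of 4 at T1.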

Lastly, 2 potential miRNAs mapped to the D-loop locus.

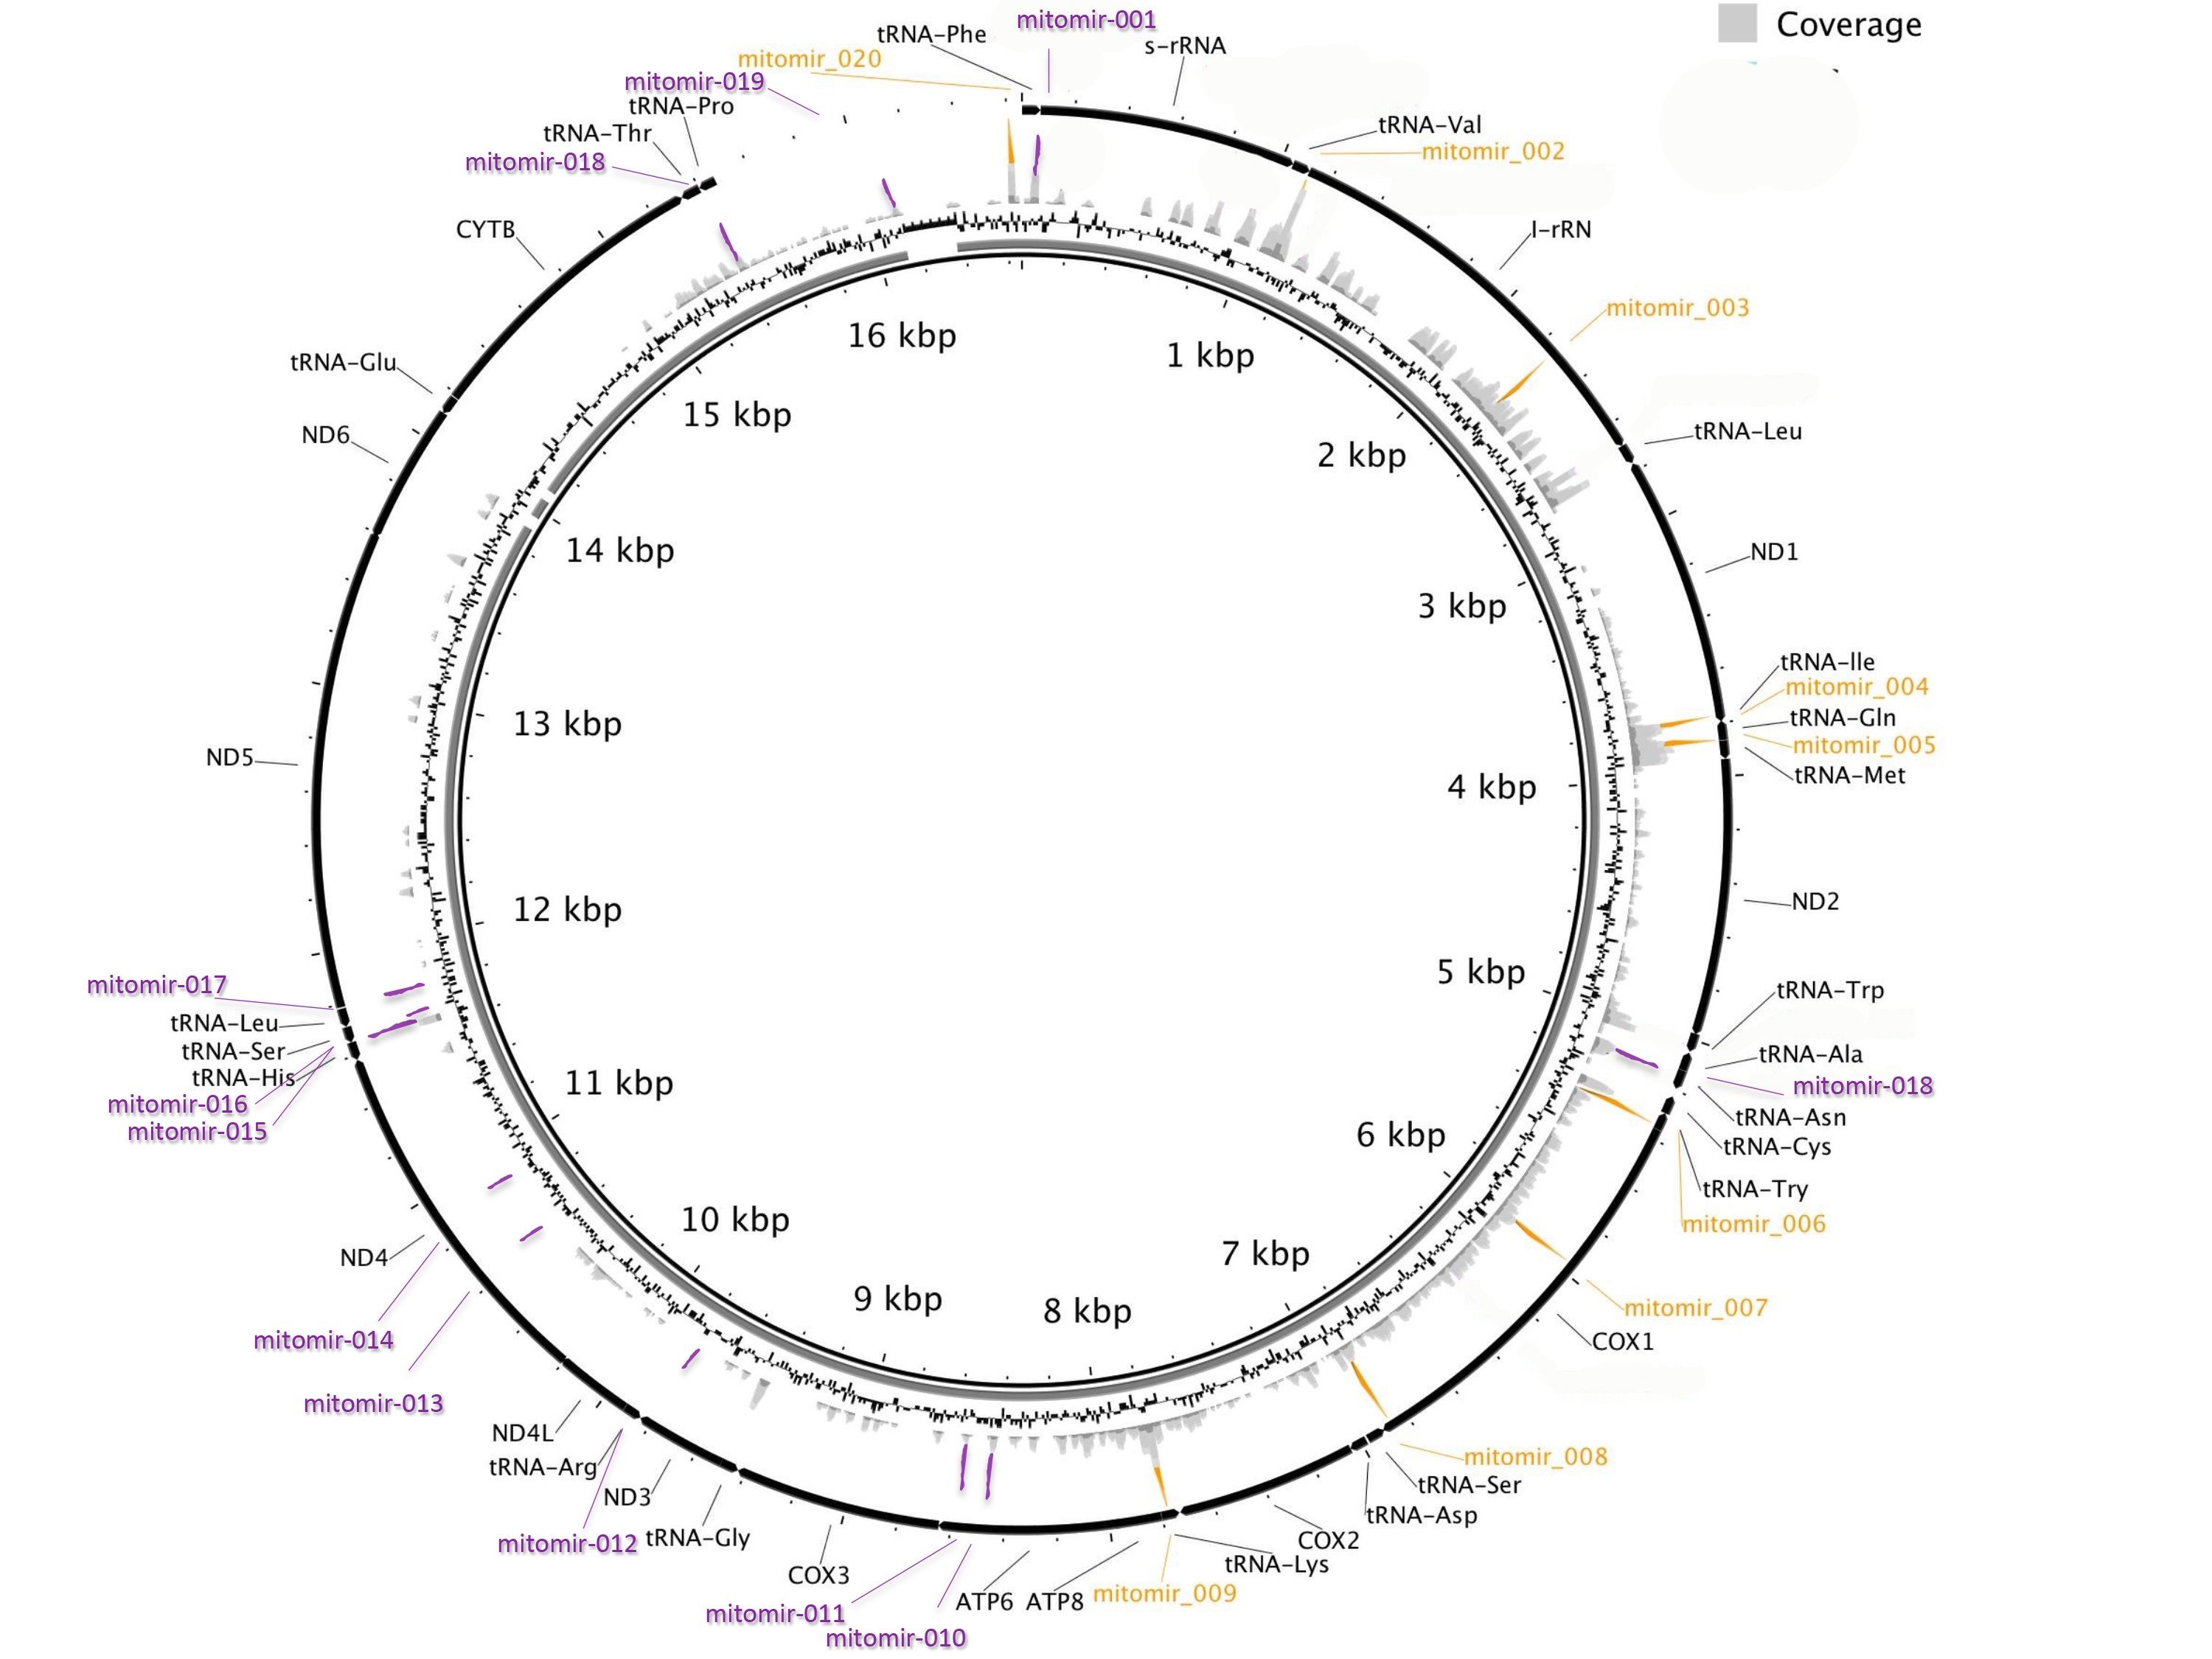

**Figure S5. Relationships between differentially expressed miRNAs, TFs and genes.**

The regulatory network linking differentially expressed TFs, miRNAs and genes was visualized with Cytoscape. The regulatory network showed an overlap between the predicted regulons (*SPI1, FOXO3* and *IRF3*) and the differentially expressed miRNAs. The network is

displayed graphically as being composed of nodes (genes, TF and miRNAs) and edges (biological relationships). The edge colour intensity indicates the expression level of the association: red = over-expression at T1 and green = under-expression at T1. The node shape indicates whether the node is a gene (circles), a TF (triangles) or an miRNA (square).

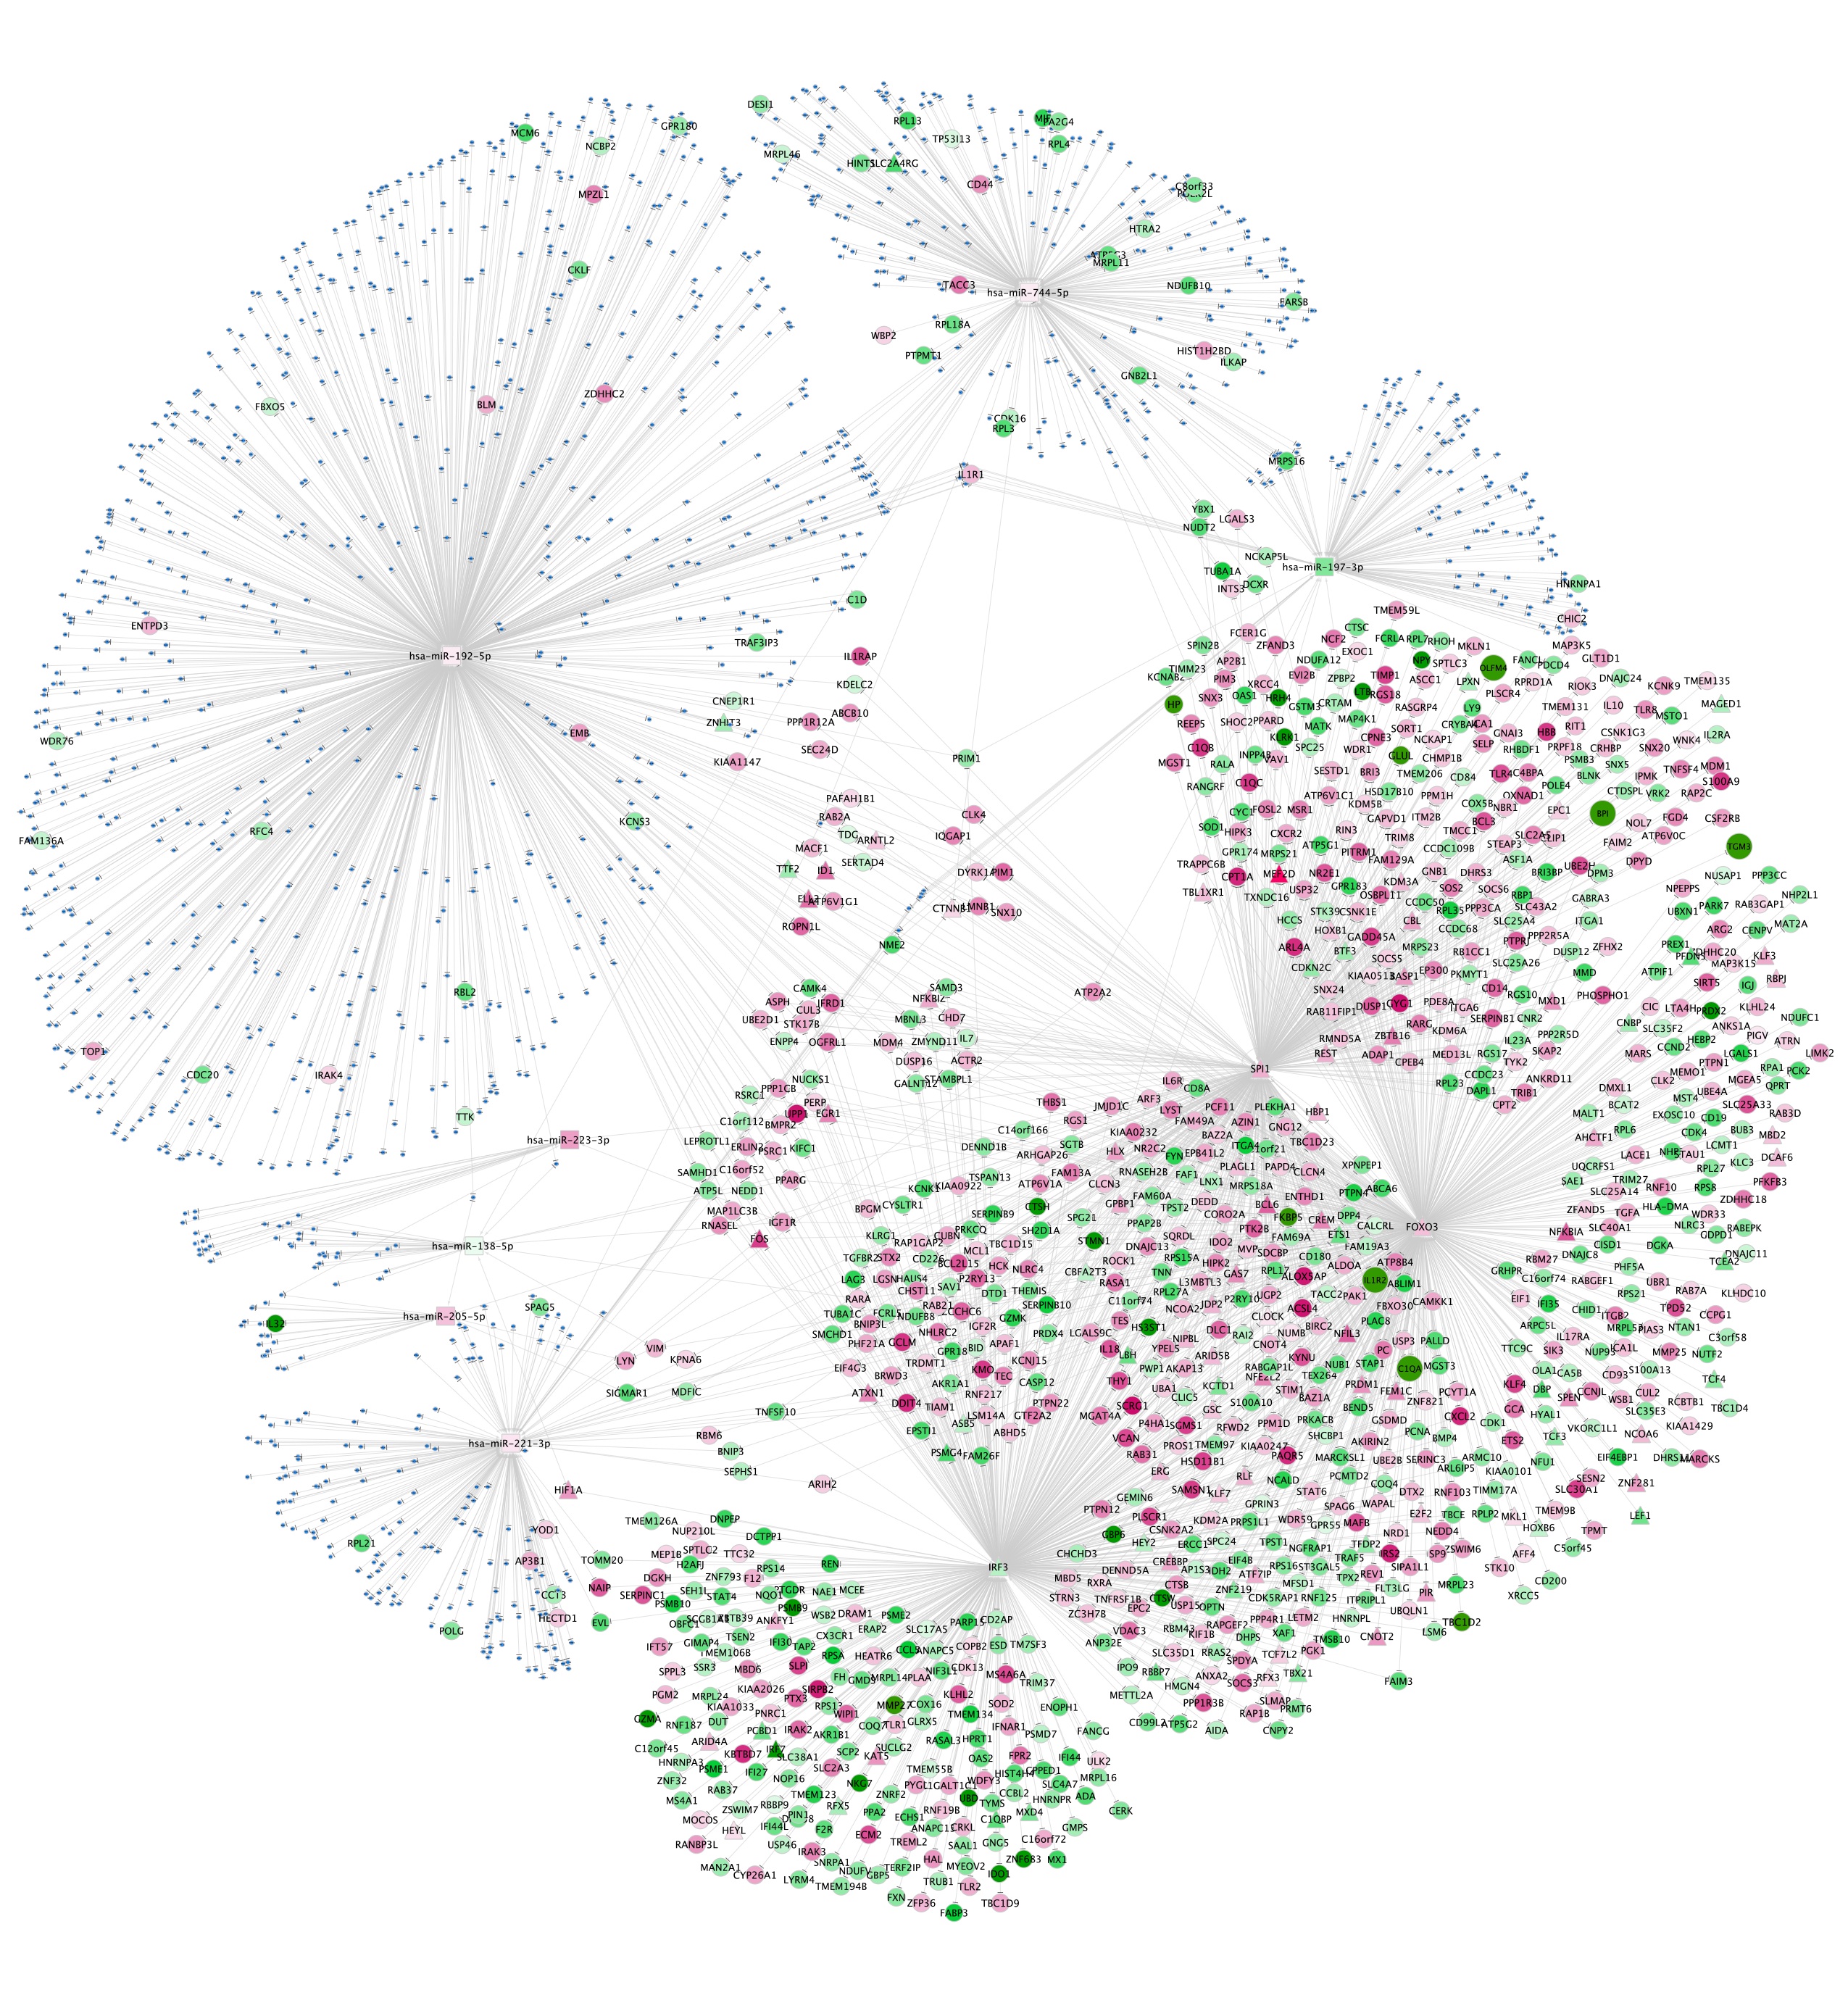

**Figure S6. A functional map of the regulatory network linking TFs, differentially expressed miRNA and differentially expressed genes**

The barplot shows significant biological pathways. The GO biological terms were identified as bars and linked on the basis of their kappa value (>0.4) and FDR (<0.001). Similar GO terms are given in the same colour. Non-grouped terms are shown in grey. Non-grouped terms are shown in grey. The proportion of genes in each cluster associated with the term is described above the bars.

**
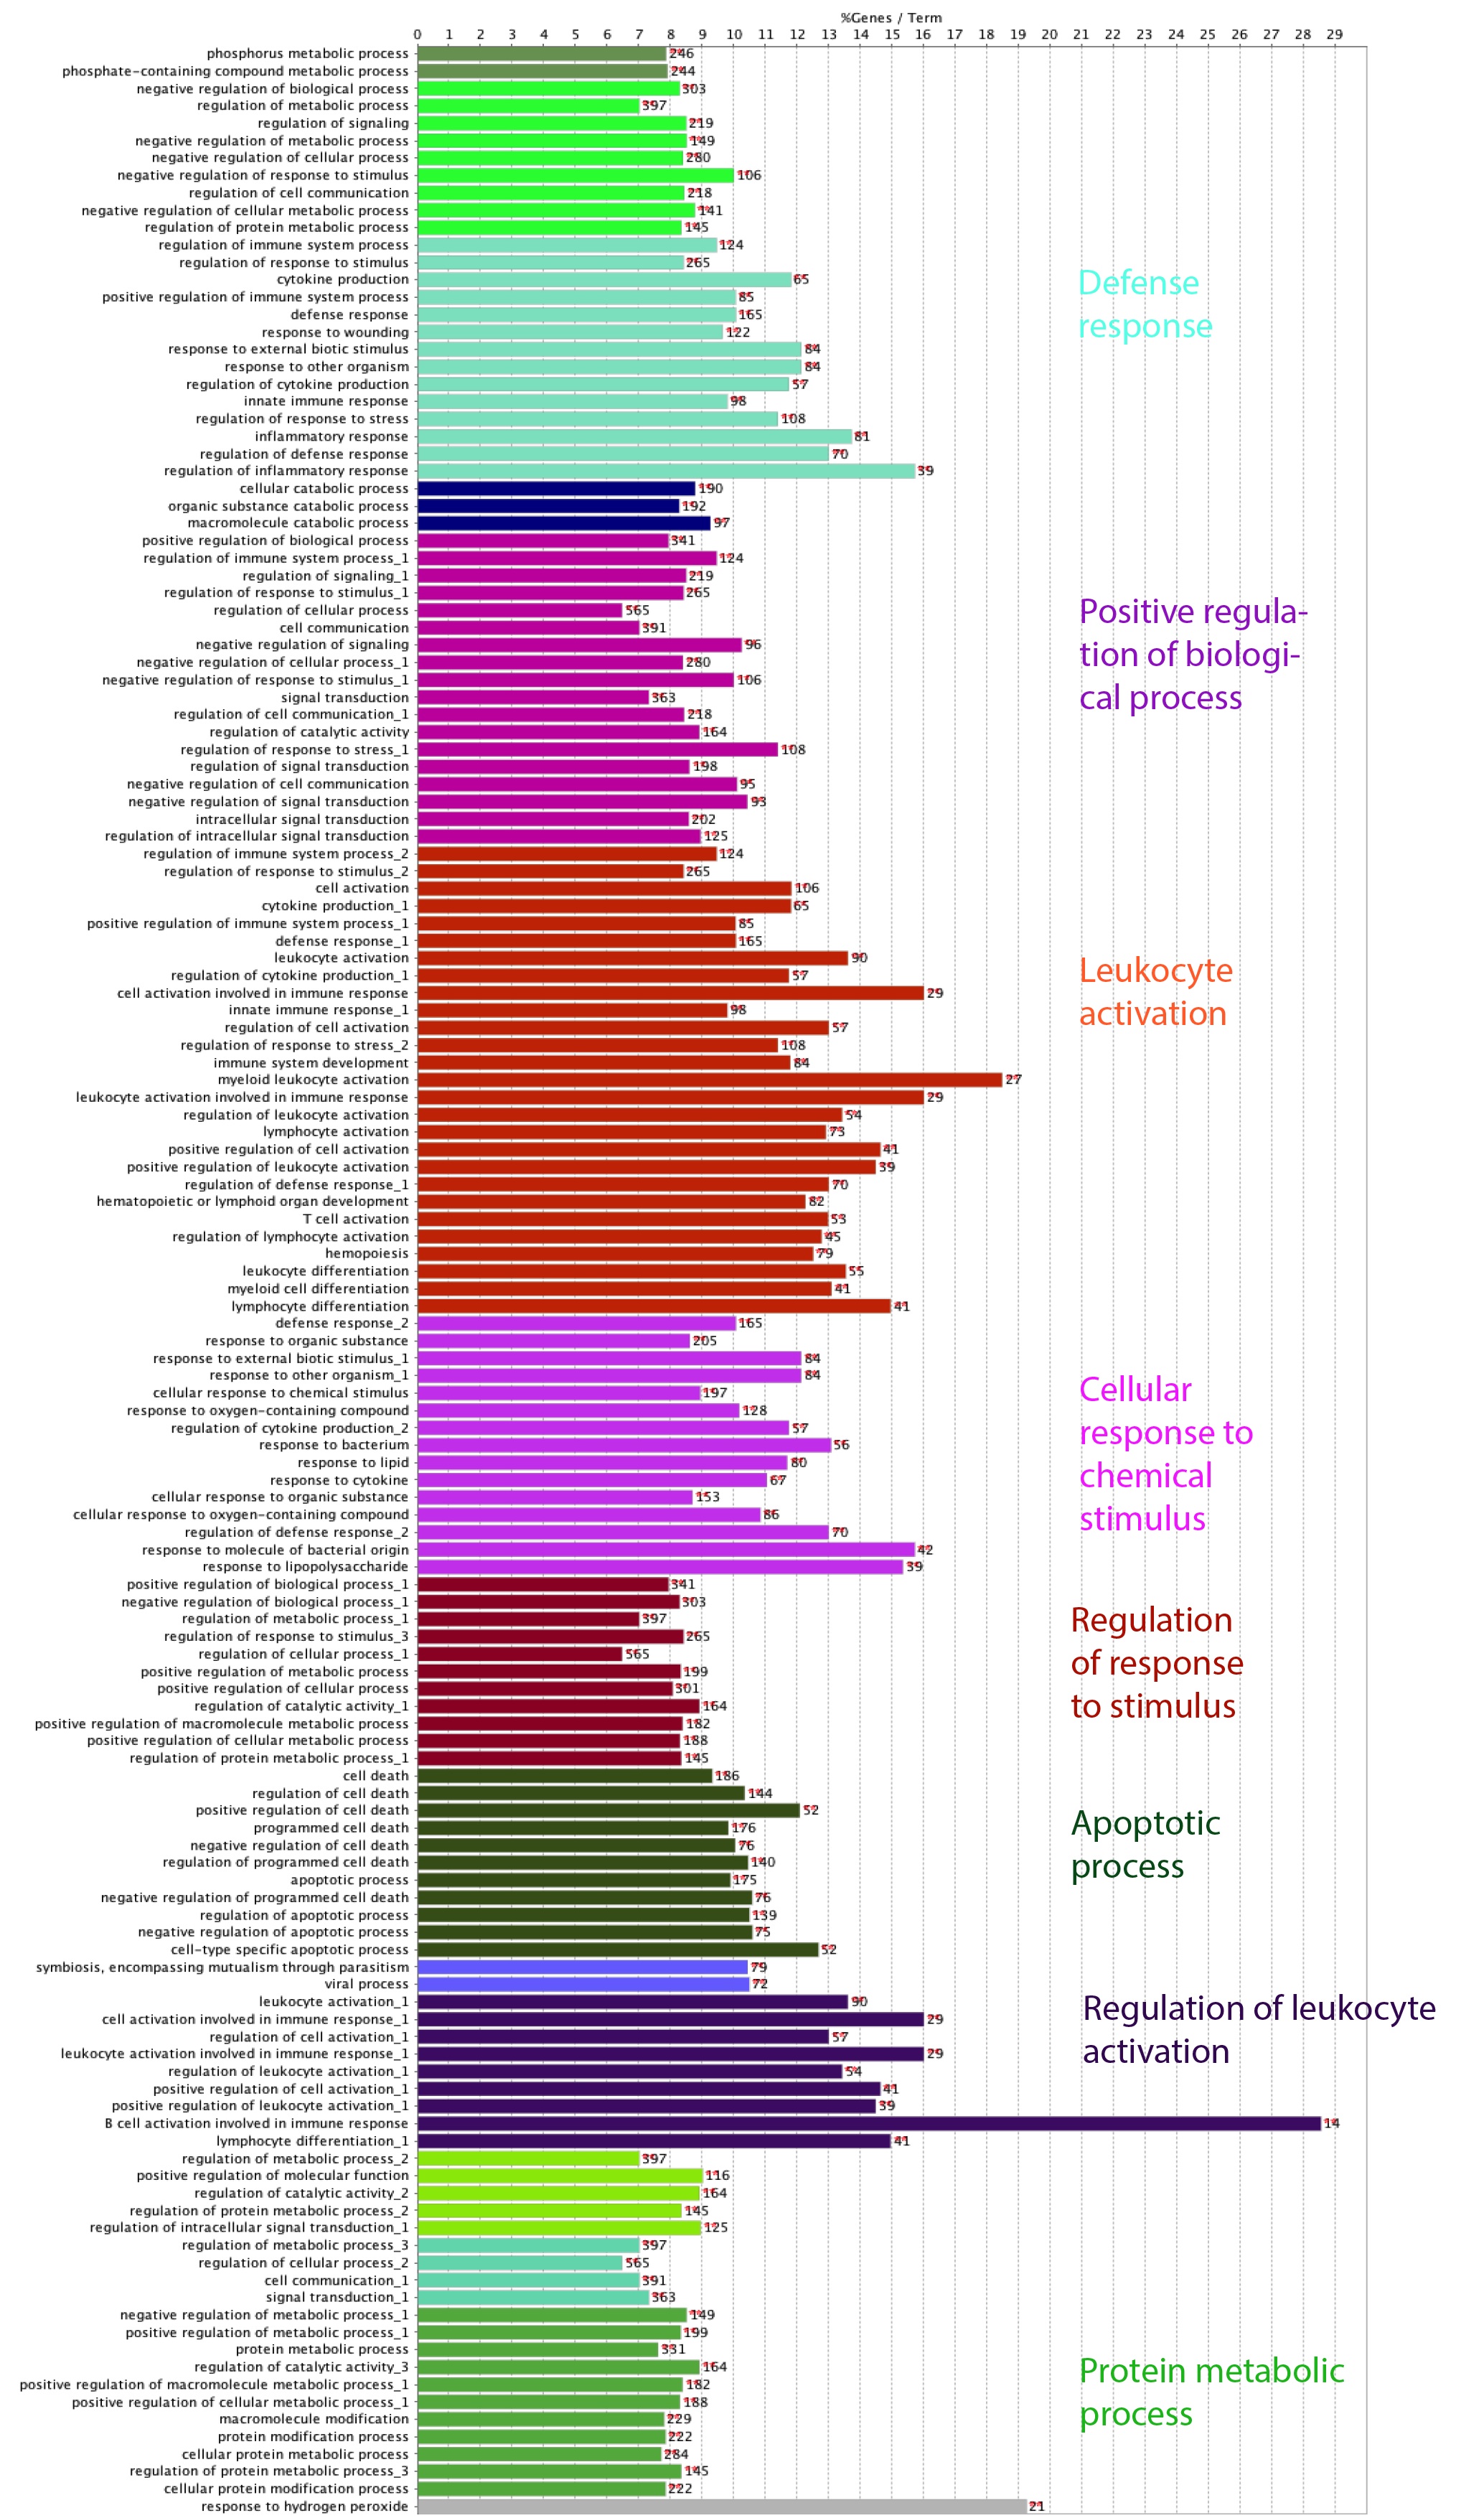
**

**Figure S7**. **Quantitative real-time PCR for selected DEGs** and miRNAs

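The miRNAs chosen for RT-qPCR are given here with their array values in 4 of the experimental horses. miR-197-3p had a log2 level of 11.95 ± 0.30 at T0 and 11.26 ± 0.45 at T1 (SD, n = 4) and was lower in 4 of 4 horses, and miR-106b-5p was higher in 4 of 4. let-7b-5p, abundant in red blood cells, stood at 11.63 ± 0.91 and 11.91 ± 0.45 (SD, n = 4; difference 0.28, standard error 0.46, adjusted p = 0.775 from limma). The reference miR-191-5p differed by 0.05 (standard error 0.12), from 6.07 ± 0.13 at T0. Of the 6 detected miRNAs, with miR-103a-3p and miR-181b-5p, 0 passed the threshold in either direction by limma (2 higher and 1 lower when adjusted over the list alone). Their mean difference was 0.38 (fry, adjusted p = 0.159). The study measured them by RT-qPCR in horses of this set.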

Genes (A) and miRNAs (B) determined to be differentially expressed when comparing pre- and post-ride samples by microarray analysis were validated by RT-qPCR. For each of the validated genes and miRNAs, boxplots were calculated for 10 animals from the experimental set.

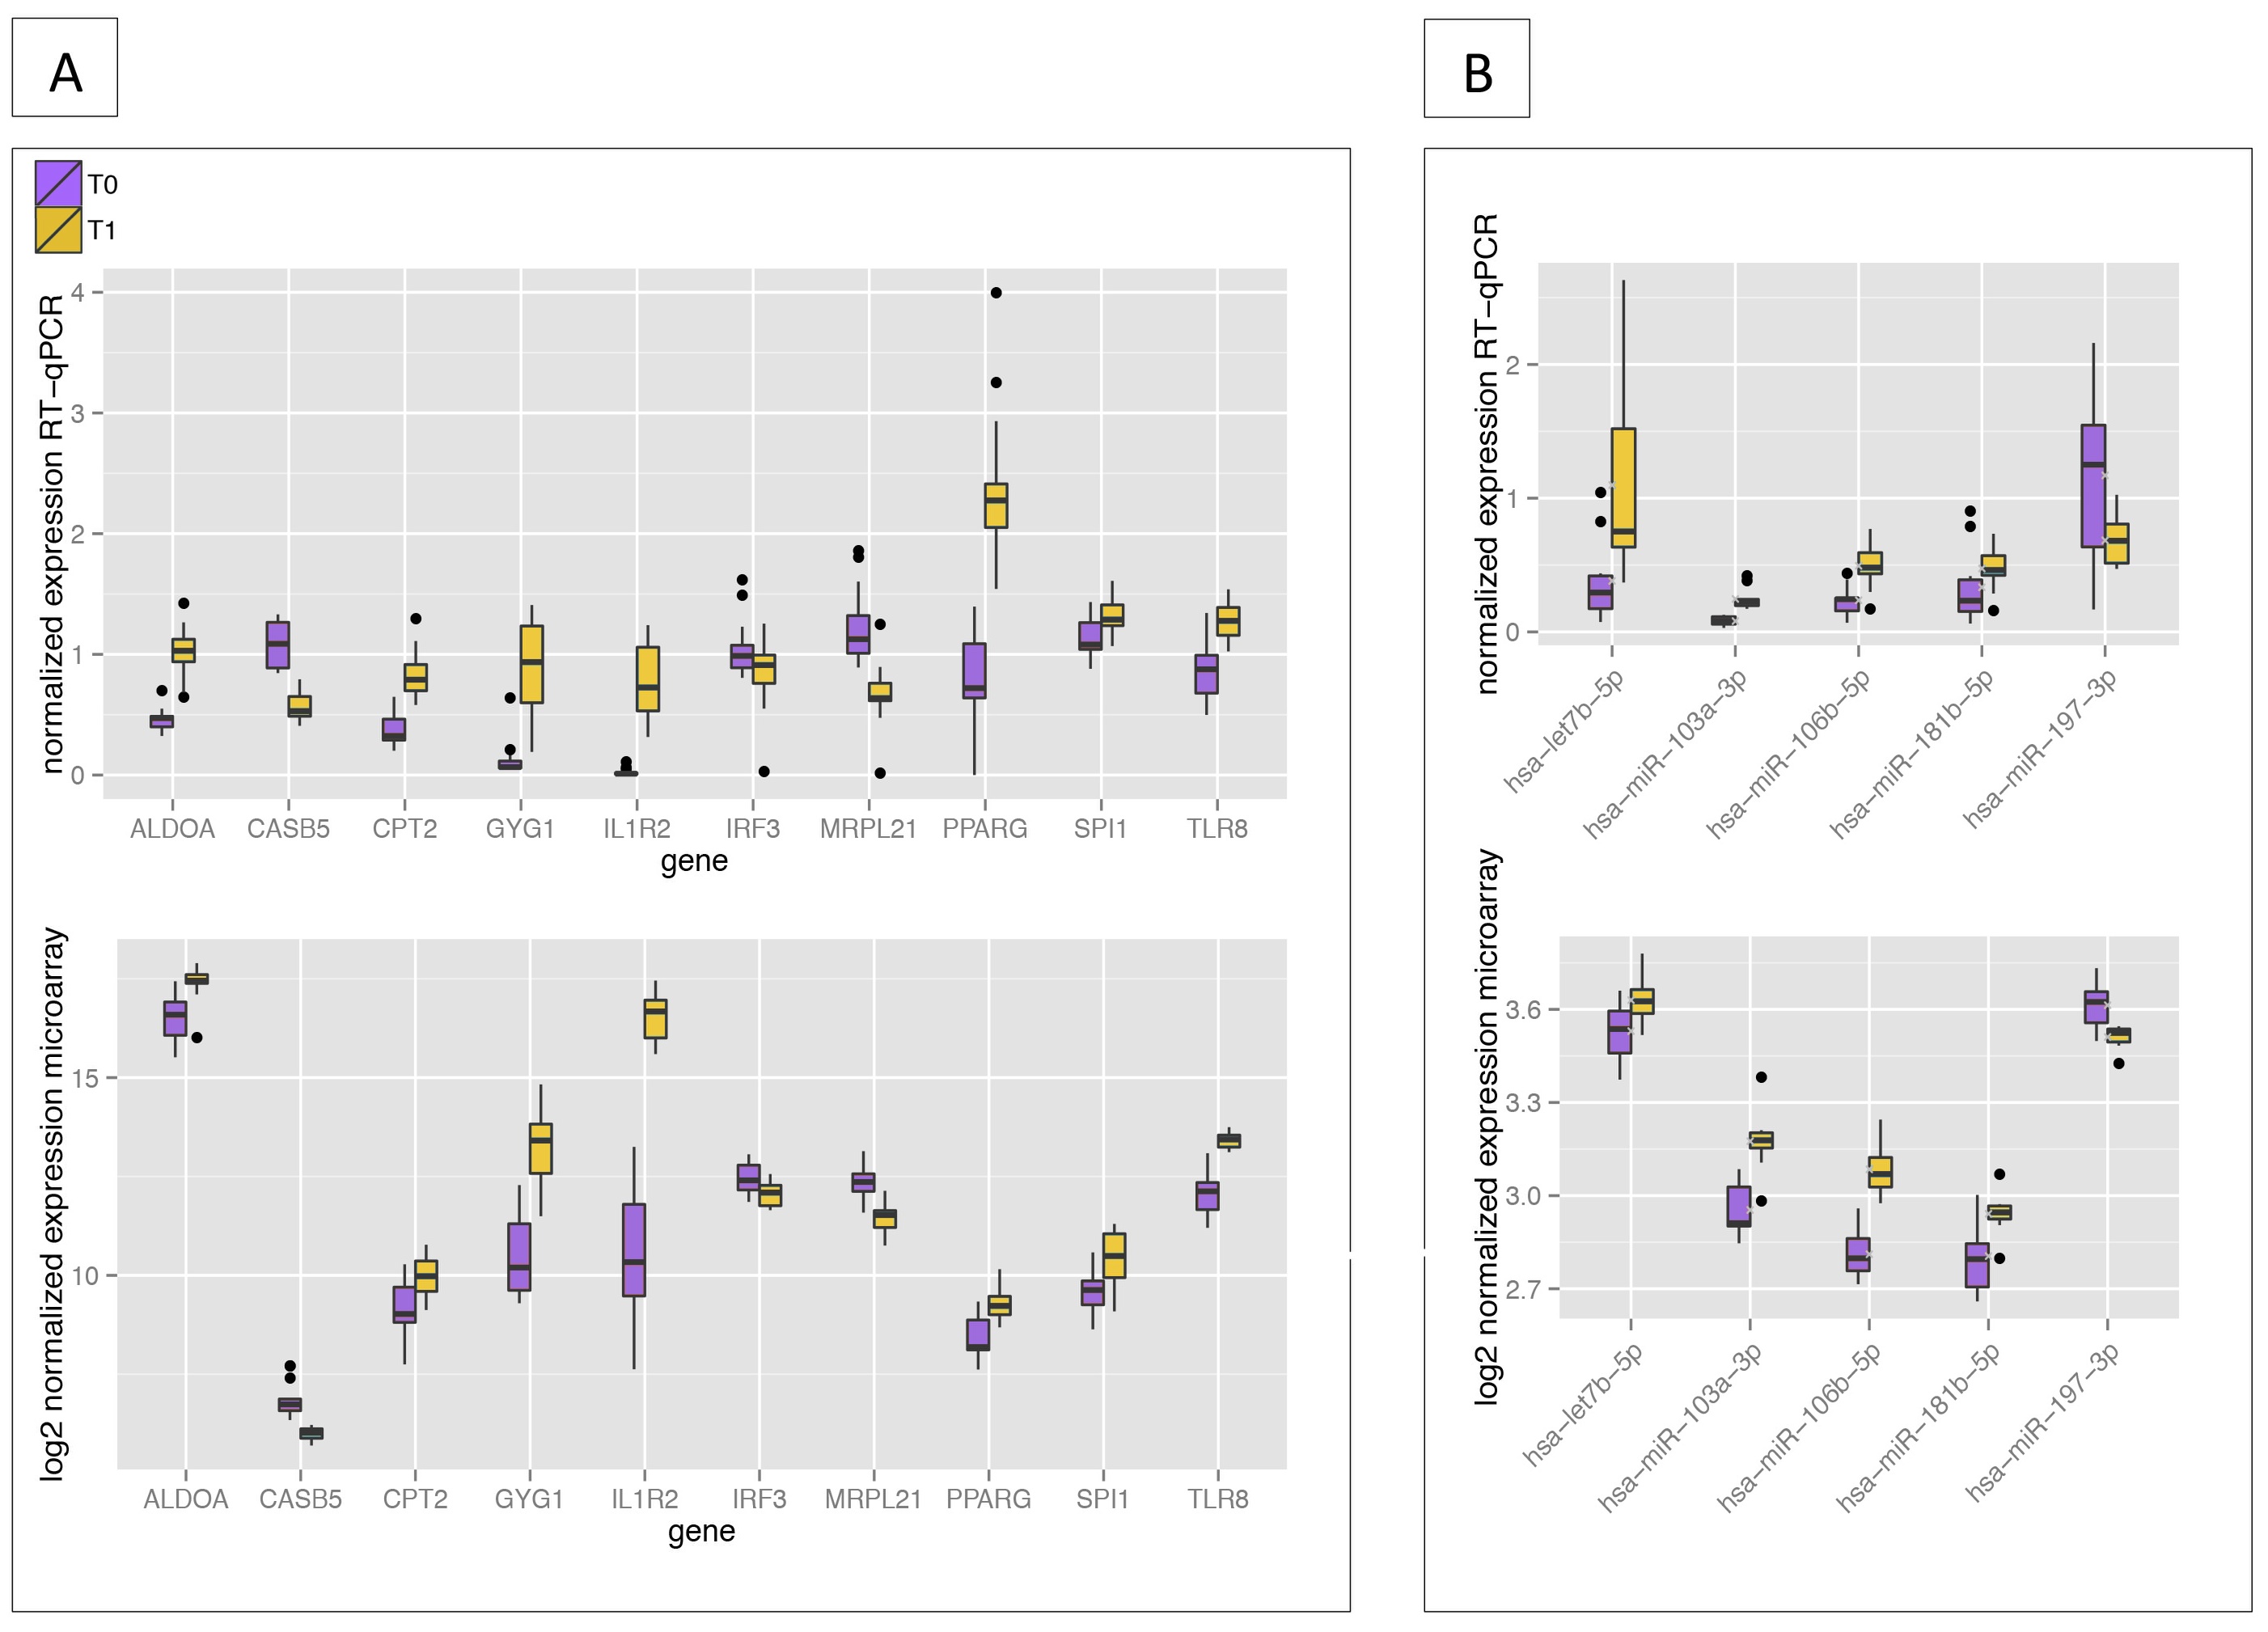

**Figure S8. Generation of the PPI sub-network by mapping 351 depleted target DEGs and their regulatory miRNAs onto the BioGRID parental PPI network.** A) A total of 337 genes presented PPI information and, with their first neighbouring proteins, formed a PPI sub-network containing 6,024 nodes and 21,314 edges. In all cases, green and red nodes respectively represent proteins encoded by under- and over-expressed genes at T1 relative to T0. Blue nodes represent interacting proteins that were not significantly differentially expressed. The node arrangement was applied to the “Spring Embedded” layout in Cytoscape.

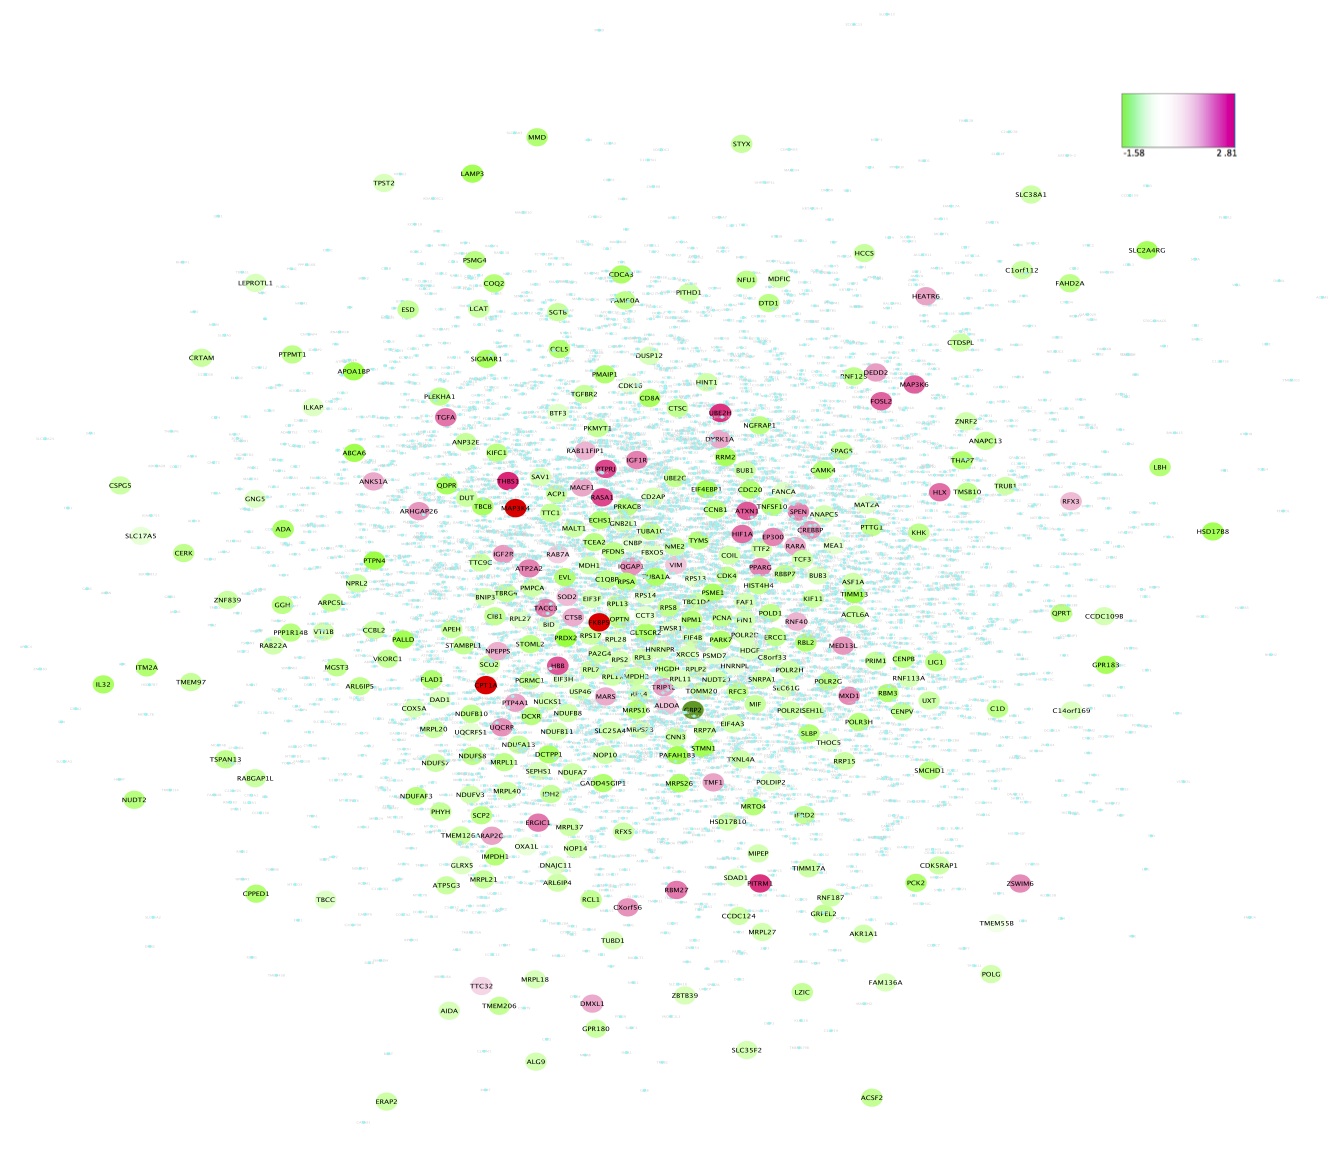

**Figure S9. Interactions between the 351 depleted target DEGs**

The network was created by merging three IPA networks: the first network included genes involved in the cell cycle, small molecule biochemistry and cancer; it presented a score of 29 and had 20 focus genes. The second network was associated with molecular transport, lipoid metabolism and small molecule biochemistry; it presented a score of 23 and had 17 focus genes. The third network featured genes involved in lipid metabolism, small molecule biochemistry, and digestive system development and function; it presented a score of 21 and had 16 focus genes. The network is displayed graphically as nodes (gene/gene products) and edges (biological relationships). The node colour intensity indicates the genes’ expression level: red = over-expression at T1 and green = under-expression at T1, relative to the same animal at T0. The node shape indicate the gene product’s functional class.

**
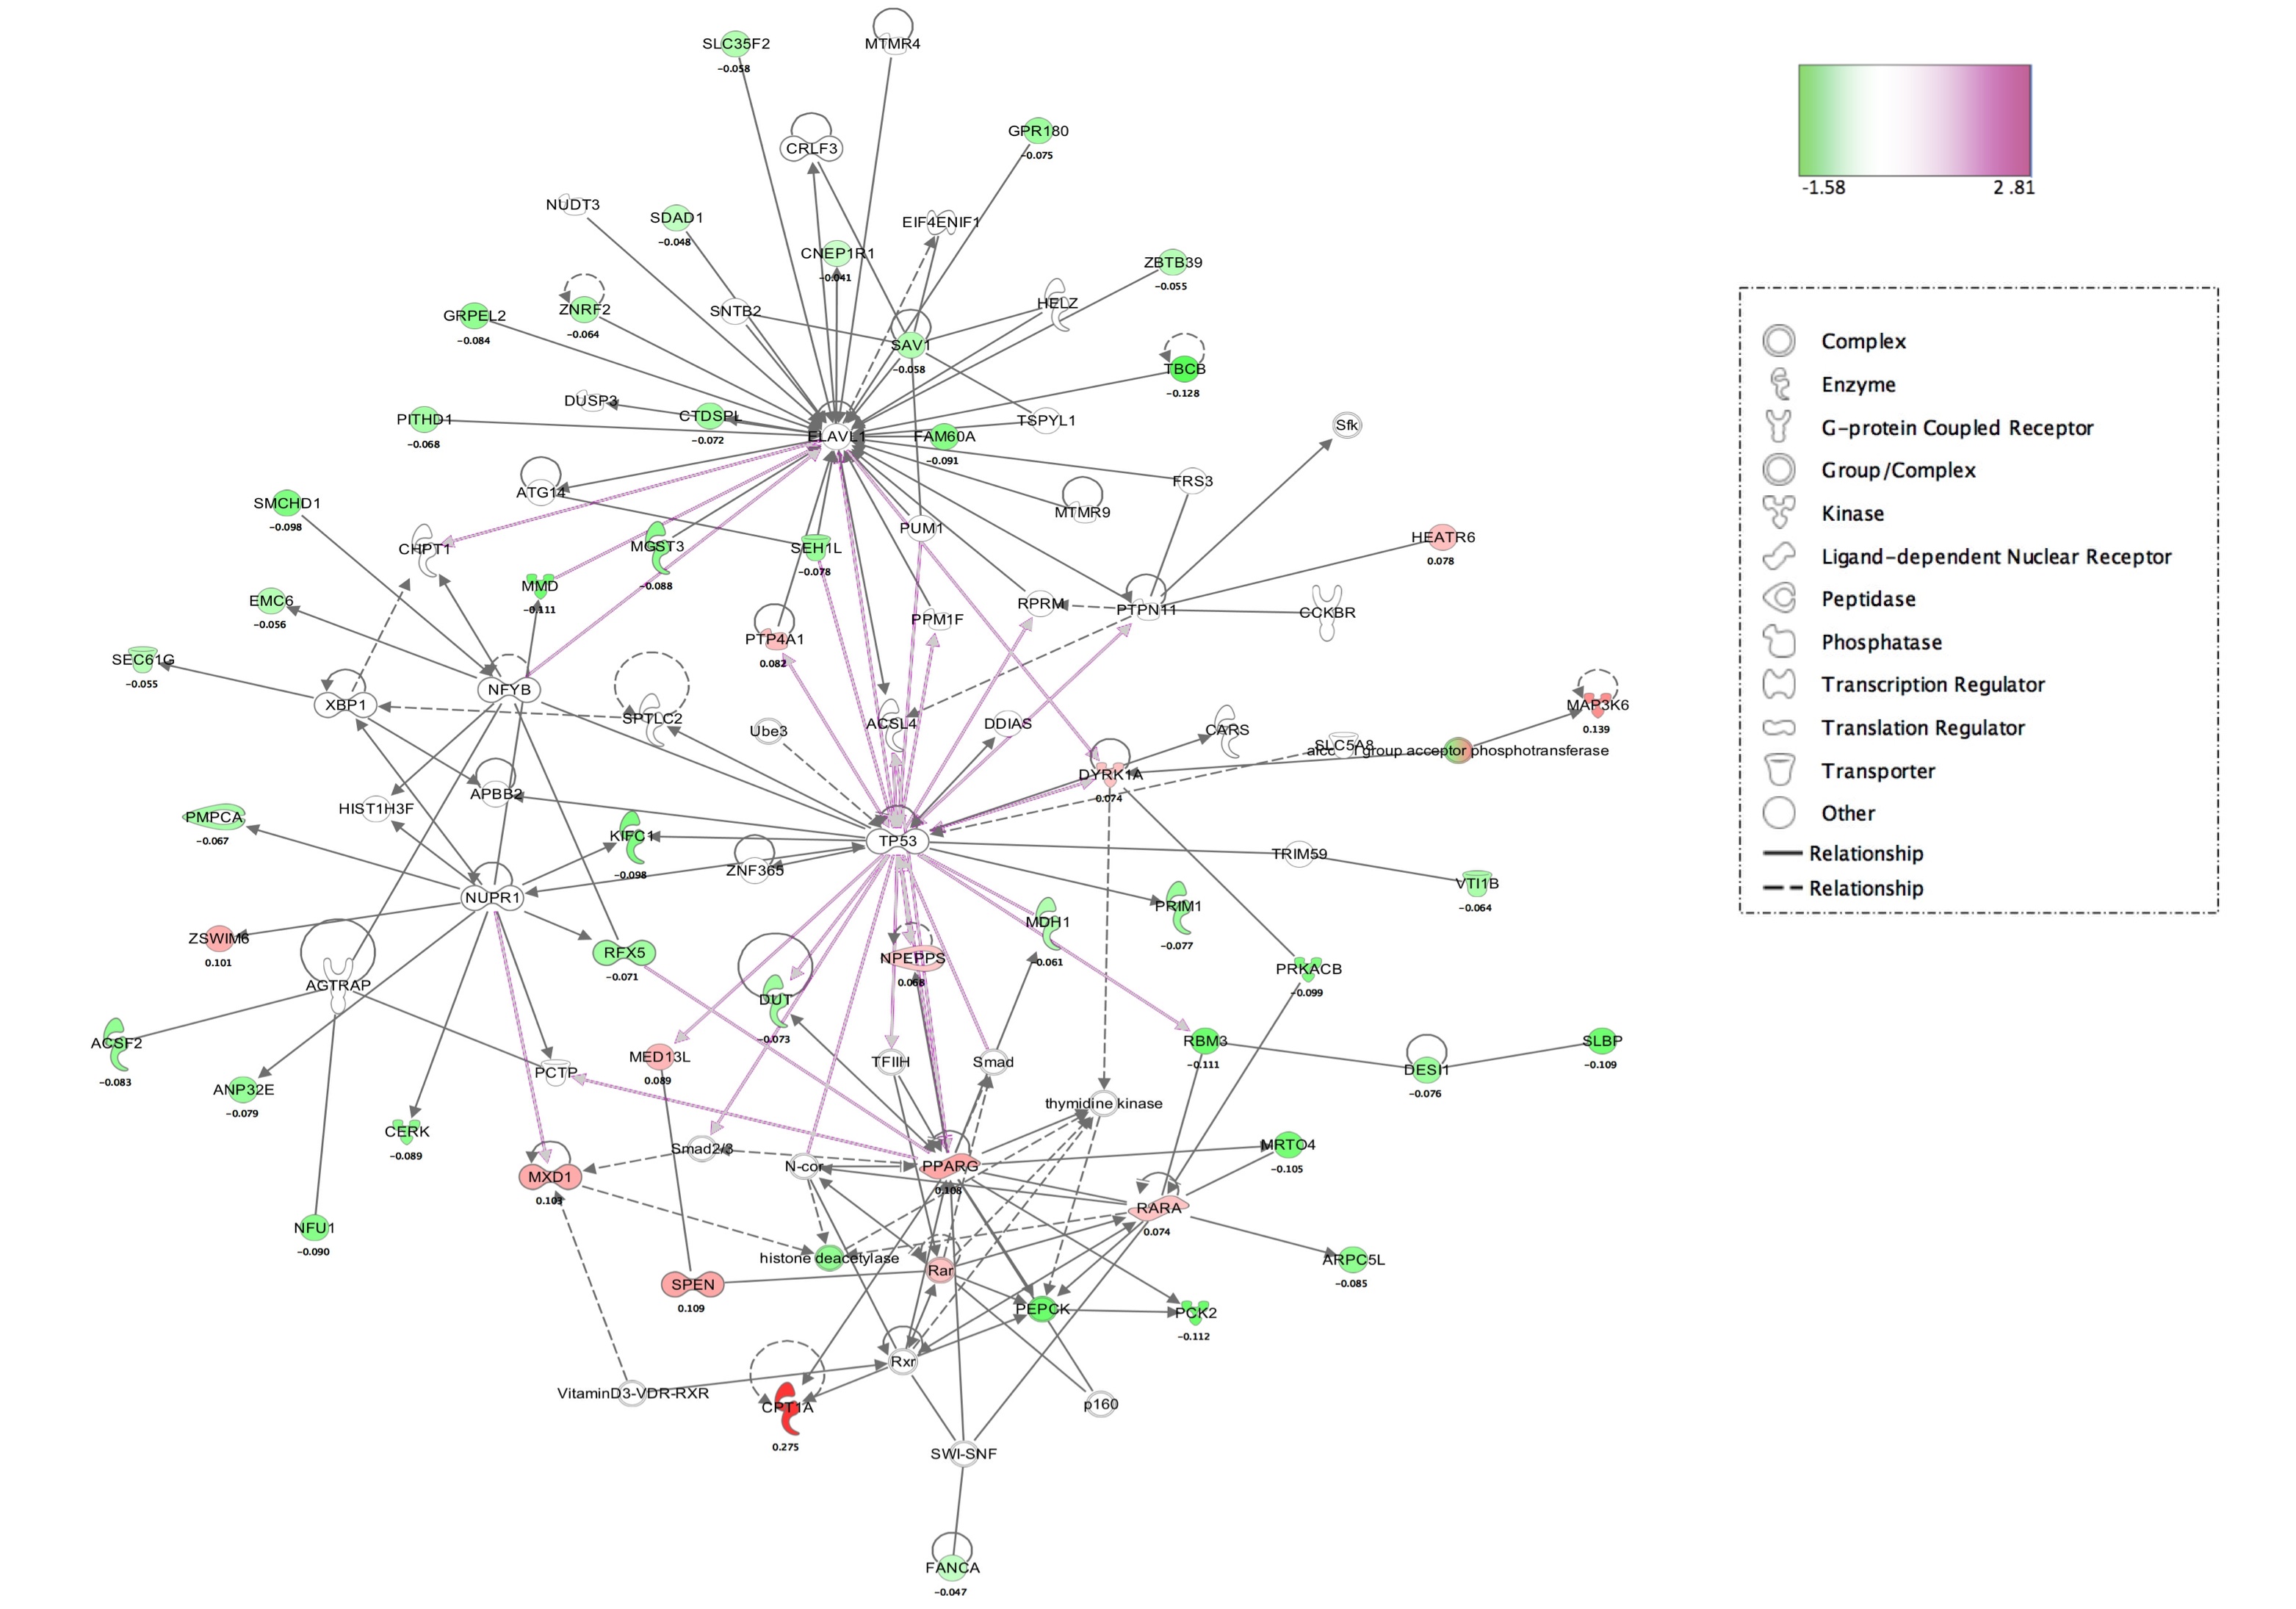
**

**Figure S10.** Correlation matrix for changes in enriched DEmiRNA levels and endurance-exercise-related biochemical blood parameters. In the graph, CK= creatine kinase, ht= haematocrit or the packed cell volume, ASAT= aspartate transaminase, GGT= gamma glutamyltransferase, SAA= serum amyloid A (SAA), PT=total plasma proteins, Bil_Conj=conjugated bilirubin and Bil_Tot=total bilirubin.

**Figure S11.** Correlation matrix for changes in the expression of the differentially expressed miR-133b and miR-133a-3p and endurance-exercise-related blood parameters. Only statistically significant correlations (p < 0.05) are shown in the plot. In the graph, CK= creatine kinase, ht= haematocrit or the packed cell volume, ASAT= aspartate transaminase, GGT= gamma glutamyltransferase, SAA= serum amyloid A (SAA), PT=total plasma proteins, Bil_Conj=conjugated bilirubin and Bil_Tot=total bilirubin.

**Supplementary Tables**

**Table S1. The horses’ morphological and physiological parameters**

**Table S2.** Biochemical parameters obtained from 45 blood samples collected after the 160 km ride (14 horses from the experimental set and 31 horses from the validation set)

**Table S3. DEGS in 14 animals following endurance exercise (a 160 km ride)**

**Table S4. miRNAs present in the blood of horses following endurance exercise**

**Table S5. Differentially expressed miRNAs in 14 animals following endurance exercise (a 160 km ride)**

**Table S6. Biological process terms associated with the differentially expressed genes following endurance exercise**

**Table S7. Experimentally annotated targetome of the differentially expressed miRNAs**

**Table S8. Enriched miRNAs**

**Table S9. Enriched miRNAs with their potential target DEGs**

**Table S10. Expression of 351 target DEGs that were inversely correlated to the enriched DEmiRNAs during exercise**

**Table S11. Estimation of the coefficient of determination (R2) and the MSE in GGMs**

**Table S12. Potential novel miRNAs detected by sRNAseq**

**Table S13. Sequences of the gene primers used for the RT-qPCR**

**Table S14. miRNA primers used for the RT-qPCR**

**Table S15. Network topology parameters**

How the deposited data were processed for this re-analysis (not part of the article)

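Total RNA from blood of endurance horses, taken before (T0) and after (T1) a ride in a 160 km competition, was hybridized to custom Agilent miRNA arrays in 1 color. The paper gives sampling within 30 min of the end of the ride for the experimental set and no such time for the validation set. It also states that some horses of both sets failed a veterinary check or were eliminated, several before the full distance, and the labels do not say which, so 160 km is not the distance each horse covered. The paper names whole blood as the source and the sample records name circulating leukocytes, a conflict that was not settled and that bears on what miRNAs of red cells, platelets and white cells stand for. The arrays analysed were those of 4 horses of the experimental set at T0 and at T1, 8 horses of the validation set at T0 and 14 other horses of the validation set at T1, 30 arrays in all. The paper describes more animals in each group, and its gene expression arrays, RT-qPCR and plasma values were not analysed. Every array was assigned to its set, time point and horse from its labels. Human-derived names on the array are mostly given without their hsa prefix.

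Per the file headers, the scanner intensities are mean pixel brightness per spot as measured by Agilent's Feature Extraction software, with no background subtraction and no normalization between arrays; the same files give a background-subtracted and detrended intensity, a total intensity per miRNA, the local background and flags. The second kind of values are log2 values, 1 per miRNA and array, which the authors had made by a variant of RMA with quantile normalization between arrays; for the 4 experimental horses these equal the values in Table S4 within 0.001. The paper gives no version for RMA or limma in the miRNA part.

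The log2 values reported here were recomputed from the mean intensities without background correction, as the methods state. Control and filler spots were left out, the remaining spots were quantile normalized over all 30 arrays, outlier spots were set to missing, and a median polish gave 1 log2 value per miRNA. A miRNA was detected when the flag was set and the mean raw signal exceeded the mean plus 1.5 SD of the negative controls, each on at least 33% of the 8 experimental arrays, which kept 345 miRNAs. On arrays the precision is limited by the number of arrays, and for dim miRNAs by the distance from the background, since levels near a log2 of 5 are those of spots without signal. A miRNA has up to 4 probes. It counted as above the local background on an array when, for any of its probes, a share of at least 0.5 of that probe's spots carried that flag.

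T1 and T0 were compared by limma with empirical Bayes moderation and Benjamini-Hochberg adjustment over the detected miRNAs, with a threshold of 0.05. In the experimental set each horse was a block, and in the validation set the groups were independent. The methods name no model terms for the miRNA arrays. An interaction of time and set was tested on all 30 arrays with the horse as a random block. Exact two-sided permutation tests covered the 16 sign changes within 4 horses, the 70 assignments of 4 of 8 arrays and the 319770 assignments of 8 of 22 arrays. Principal components used centered and scaled values of the detected miRNAs of Table S5. Clusters used the log2 levels of the same miRNAs, neither centered nor scaled. Differences were also taken within slides that held both time points, 2 in the experimental and 5 in the validation set, and arrays on 1 slide were scanned on the same day.

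Before the data were examined, 17 lists of miRNA families, blood cell and tissue miRNAs and 9 lists from the study were fixed, of which 25 had a detected member; the liver list had none. Lists were tested with fry for a shift in 1 direction, adjusted over the lists, with camera and an estimated correlation as the alternative. The list from Table S5 was tested along the directions of that table, whose log2 fold change is T0 minus T1. Every other list was tested without such signs, so in a list of mixed direction members that rose and fell offset each other. The miRNAs named in the text are those the study names at a claim, the 10 with the largest differences in each set (in the experimental set with 1 direction in all 4 horses) and the 2 to 4 members of each list with the largest differences; Tables S4, S5, S8, S9 and S11 had been seen when this rule was written. Names in the study's tables were matched to the array by their values, since 27 names in Table S4 differ by an arm, 8 are renamed and 11 stand beside the values of another miRNA or arm.

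In all, 28 alternatives to these choices were listed before the data were examined, and brightness of the arrays as a covariate, removal of the trend over probe GC content and the validation set without the brightest array were added later. Brightness is the log2 of the 99th percentile of the raw signals. The fits were tested on simulated log2 values with 345 miRNAs and 200 of them changed. At a log2 change of 1 they found 88.8% of the changed miRNAs in the design of the experimental set. In the design of the validation set it was 98.4%. At a log2 change of 0.5 they found 71.6% and 85.9%, and they called 2.79% and 2.72% of the unchanged miRNAs. Noise was drawn independently for each miRNA, without normalization, slide or brightness effects, so the shares can overstate what the real arrays allow. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 and data.table 1.17.8 were used.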

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

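Of the tests in this part, the removal of the GC trend and the fits with the arrays' brightness were chosen only after the result was seen.

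miRNAs with GC-rich probes were lower at T1, among them miR-4665-3p, miR-3960, miR-4281, miR-4687-3p and cust-eca-mir-150-3p, the 5 that passed the threshold in the experimental set: from T0 to T1 the slope of the log2 levels on probe GC content changed by -0.13 per 10 percentage points in the validation set (exact permutation p = 0.000135) and by -0.12 in the experimental set (4 of 4 horses). The tables argue against quantile normalization as the whole cause, since without it the 5 miRNAs changed by -0.34 (exact p = 0.00632), although with it they changed by -0.78, so that it adds to the size (-0.46 and -0.97 in the experimental set), and the slope changed by -0.15 without it (exact p = 0.000625), and against the slide for the 5, which changed by -0.66 on average within 5 slides (-1.12 to -0.11); within slides the slope changed by -0.0890 (-0.15 to 0.02, lower on 4 of 5), which leaves the slide open for the trend. Brightness of the arrays went with the trend: among arrays of the same time the slope fell as brightness rose, at T0 with r = -0.76 (12 arrays, permutation p = 0.00318, rho = -0.79 with p = 0.00347, r = -0.74 without the 2 farthest arrays) and at T1 with r = -0.88 (18 arrays, p = 1e-05, the smallest possible, rho = -0.75 with p = 0.00053, r = -0.75 without 2), adjusted p over these 4 correlations 4e-05 to 0.00347. The change of the slope was -0.0465 (standard error 0.0157) with brightness as a covariate. Brightness was measured on the same miRNA spots as the slope, so their relation cannot tell a technical cause from changed miRNAs. A GC effect cannot be told apart from a specific decrease for the 5 themselves: the 54 other detected miRNAs with probes as GC-rich had a median of -0.10 (SD 0.17, 14 lower and 0 higher past the threshold) against -0.82 for the 5. With the GC trend removed the 5 stood at -1.03, -0.99, -0.65, -0.38 and -0.61 in the experimental set, in the order named. Before it was removed they stood at -1.24, -1.29, -0.95, -0.61 and -0.75. None passed the threshold with the trend removed, and these horses are those in which the 5 were picked, so the question stays open. The ride itself stays open as a biological explanation and was not tested apart from brightness, which rose with it.

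miR-150-5p, typical of lymphocytes, was lower and miR-223-3p, typical of neutrophils, higher at T1. The tables argue against quantile normalization, since the log2 ratio of the raw signals of miR-223-3p to miR-150-5p rose by 2.20 in the validation set (exact permutation p = 3.13e-06, the smallest possible) and was higher in 4 of 4 experimental horses (1.94), and against the slide, since it rose by 1.97 on average within 5 slides (0.67 to 2.89). They also argue against probe GC content, as the difference between the 2 miRNAs was 1.87 after the trend was removed and 2.17 before. A shift of the white cells from lymphocytes to neutrophils after the ride is a candidate explanation, but the relation of the 2 miRNAs over horses of the same time could not decide it: r = -0.26 at T0 (12 horses, permutation p = 0.4195, rho = 0.04 with p = 0.903, r = 0.12 without the 2 farthest horses) and r = 0.17 at T1 (18 horses, p = 0.505, rho = 0.26 with p = 0.293, r = 0.37 without 2), adjusted p over these 4 correlations 0.674 to 0.903. Cell counts of these horses were not analysed, so it stays a hypothesis.

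miR-16-5p and miR-144-3p, both abundant in red blood cells, were higher at T1 in the validation set. In the experimental set miR-16-5p passed the threshold and miR-144-3p did not (0.38). More red cell RNA could raise them, and cannot be excluded or told apart here. Relative to miR-486-5p, miR-451a and miR-92a-3p the 2 rose by 0.946 in the raw log2 signal (exact permutation p = 0.000166). But miR-486-5p, the brightest miRNA, hardly varied between arrays (SD 0.0914, against 1.11 for miR-451a), so the comparison is void for it. The other 2 moved apart in the raw signal. miR-451a changed by 1.25 (exact permutation p = 0.0094), the direction that more red cell RNA would need. miR-92a-3p changed by -0.12 (SD 0.338, exact permutation p = 0.457), which goes against it. Raw signals carry the arrays' brightness, which was 0.56 higher at T1 in log2. After normalization miR-451a rose less and did not pass the threshold. Probe GC content stays open for the pair, since the 62 other detected miRNAs with probes of at most 47.7% GC had a median of 0.32 (21 higher and 2 lower past the threshold) against a mean of 0.90 for the 2. With the GC trend removed miR-16-5p changed by 0.75 in the validation set (standard error 0.23, adjusted p = 0.0212 from limma), against 0.98 (standard error 0.28) before. In the experimental set it changed by 0.83 (adjusted p = 0.0616 from limma). These values argue against that trend as its whole cause. miR-144-3p changed by 0.32 in the validation set with the trend removed (standard error 0.17, adjusted p = 0.156 from limma), against 0.82 (standard error 0.22) before. That call ended because the change itself shrank, as GC content would have it. In the experimental set miR-144-3p changed by -0.04 with the trend removed (standard error 0.16, adjusted p = 0.943 from limma). The paper reports signs of haemolysis after the ride, and whether red cells or the ride raised these miRNAs was not tested.

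The paper did not compare T0 with T1 in the validation horses, where 83 miRNAs passed the threshold, 10 of them outside the miRNAs of Table S5, among them miR-3653 (0.54, standard error 0.17), miR-361-5p (0.35, standard error 0.11) and miR-191-5p (0.30, standard error 0.07). A count this high was rare among the splits tried: of 100 splits of the 22 arrays, the real one included, 2 gave as many calls, the real one with 83 and another with 98. That other split kept all 8 arrays at T0 together with 6 at T1, against 8 T1 arrays that were 0.53 brighter in log2, so the splits cannot exclude a grouping by brightness. Of the 83, 23 passed with slide as a fixed block. For the 18 lists past the threshold, 2 of 100 splits gave as many, the real one included, and the highest other gave 19. In the experimental set the 8 splits that part the pairs are too few for such a statement (1 gave as many calls, the real one with 9; the highest other had 0). Without the horse as block, chance cannot be excluded: 2 of 35 splits gave as many as the 3 calls of the real one, and the highest other, which kept 3 of the 4 arrays at T0 together, gave 10. Why that split gave more calls was not tested.

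Samples far from the others of their group came up 6 times in 129 tests, where chance gives about 6.4. These tests covered both time points of the experimental set and T0 of the validation set, and left out the 14 validation arrays at T1. Among those 14, the array of horse 4 had an SD of 81.88 over its negative controls, and the others 2.34 to 6.5. The software called 308 miRNAs detected on the T1 array of experimental horse 2 and 362 to 369 on the other 3. On the T0 array of validation horse 47 it called 392, and 290 to 332 on the other 7. Experimental horse 37 at T0 had a score of -2.09 on the first principal component, the other 3 between -9.03 and -8.35. The same array had a mean log2 of 10.28 over the miR-15, miR-16 and miR-195 family, the others 9.904 to 9.915. Validation horse 47 at T0 had a mean log2 of 5.40 over the muscle miRNAs, the others 4.99 to 5.12. Experimental horse 41 at T0 had a mean log2 of 7.62 over the miRNAs that match tRNA or U2 snRNA, the others 6.99 to 7.06.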

How the results depend on the processing

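The fits with brightness as a covariate, with the GC trend removed and without the brightest array were chosen after seeing the data. In the experimental set brightness rose with time in 4 of 4 horses, so a fit with both can hardly part them. All 9 miRNAs past the threshold in the experimental set kept their direction in every alternative run, and of the 83 of the validation set all that were tested again did so in all but 3: 65 with scaling to the 75th percentile of the miRNAs detected on all arrays, 77 with scaling over all miRNAs and 78 with the GC trend removed. The number past the threshold moved more. In place of 9 in the experimental set, the count was 16 with the background-subtracted signal, 1 with normexp, 183 and 2 with the 75th percentile over the miRNAs detected on all arrays and over all miRNAs, 1 with the signal limit alone, 14 with the stricter filter, 0 with no filter, 1 over the miRNAs of Table S4, 3 with no replicate block, 37 with all arrays in one fit, 28 with block and slide together, 0 with slide as a fixed block, 0 with brightness, 0 with the GC trend removed, 22 with trend and robust moderation, 1 with Bonferroni and 0 to 3 with 1 horse left out (0 without horse 32 or 37, 1 without horse 41, 3 without horse 2); where it was 0, limma gave 14 (brightness) to 232 (no filter) at an unadjusted p under 0.05, 88 with the GC trend removed. In place of 83 in the validation set, the count was 225 with the 75th percentile over miRNAs detected on all arrays (median shift of all miRNAs -0.46, and -0.55 in the experimental set), 40 with no filter, 25 with slide as a fixed block, 18 with brightness and 21 with Bonferroni; in the other alternatives it lay between 70 and 120. Of the 83, 75 passed again without the brightest array, 42 with the GC trend removed, 23 with slide as a fixed block and 18 with brightness. With the 75th percentile over miRNAs detected on all arrays, 115 of 154 miRNAs of Table S5 kept its sign in the validation set (exact p = 0.093), in place of 151, under the same shift of -0.46, which can turn signs by itself. The share of variance between time points stayed past the threshold over free assignments of the arrays in both sets, except over all detected miRNAs without scaling in the experimental set (35.7%, exact p = 0.0571), and within the horses its exact p was 0.125, the smallest possible, in every form, and the interaction of time and set gave 0 throughout. Lists past the threshold in the experimental set, 0 by fry, were 7 with the background-subtracted signal, 5 with the total signal per miRNA, 12 with the 75th percentile over all miRNAs, 4 with the mean of spots, 4 with no replicate block, 12 with all arrays in one fit and 0 to 5 with 1 horse left out. Those in the validation set, 18, were 1 with slide as a fixed block, 7 with brightness and 1 with camera. Reversed in the validation set were the mean of the equine-specific and putative new list (0.0424 and 0.131 with the 75th percentile over miRNAs detected on all arrays, relative to the shift, and over all miRNAs; 0.00178 with brightness), miR-342-3p (0.0789 and 0.168 with the same scalings), miR-197-3p (0.0590 over all miRNAs), the miR-15, miR-16 and miR-195 family (-0.00352 with brightness) and, with the GC trend removed, the miR-29 family (-0.30), miR-145-5p (-0.0391), miR-195-5p (-0.16), miR-29b-3p (-0.38) and miR-98-5p (-0.27); the cause was not tested. Of the values of single miRNAs under the alternatives, 1854 in the experimental set stayed the same in direction and side of the threshold or within 1 SD, 128 lost and 58 gained the threshold, and 123 moved otherwise; in the validation set the numbers were 1704, 126, 75 and 77. Signal close to the background limits the dim miRNAs, of which 22 were not well above it on any experimental array.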

Differences from the paper's values

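The paper compared 14 horses before and after the ride where 4 are compared here, a limit that holds for every value below; 24 alternatives listed before the data were examined were run for the counts and 22 or 23 for the single miRNAs.

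The paper's number of differentially expressed miRNAs is 167, and here it was 9; only scaling to the 75th percentile of the miRNAs detected on all arrays came within 1.5 times the paper's count, with 183 (14 higher and 169 lower), under a shift of the median of all miRNAs by -0.55, a near match in number and not in direction, and the other 23 alternatives did not. The paper's Table S5 has 92 higher and 75 lower at T1, and here 4 were higher and 5 lower; none of the 24 alternatives came within 1.5 times of either. Of the equine-specific miRNAs the paper reports 12 and of the putative new ones 19, and here 1 and 0 passed; with the same scaling and shift 12 and 25 passed, and under no other alternative did either come within 1.5 times.

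For single miRNAs, the paper's log2 differences in Table S5, turned to T1 minus T0, had the same sign as those here for 152 of 154 (r = 0.93 over miRNAs, which are not independent), and 15 differed by more than the spread of the horses or in sign. The paper's value for eca-miR-195 is -0.5177 and here it was -0.75; it did not differ with normexp, the authors' log2 values, both scalings to a 75th percentile or without horse 37. For eca-miR-26a the paper's value is 0.1852 and here it was 0.0829; it did not differ with the background-subtracted signal or scaling to the 75th percentile of all miRNAs. The paper's value for let-7a-5p is 1.027 against 0.22 here, and it did not differ with the background-subtracted signal, both scalings, or without horse 2 or 32. For miR-221-3p the paper's value is 0.2845 and here 0.14; it did not differ with the authors' log2 values, scaling over all miRNAs, the mean of spots, or without horse 2 or 32. The paper's value for miR-26b-5p is 0.9939 and here 0.46; it did not differ with the background-subtracted signal, the total signal per miRNA, the authors' log2 values, both scalings, outlier spots kept, without horse 32 or 37, or with block and slide together. For miR-27b-3p the paper's value is 0.3228 and here 0.0829; it did not differ with the background-subtracted signal, both scalings, slide as a fixed block or within slides. The paper's value for miR-3614-5p is -0.1582 and here -0.29; it did not differ with normexp, the authors' log2 values, both scalings, outlier spots kept, without horse 37, or in any of the fits with slide (with the block, as a fixed block, within slides).

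The paper's value for miR-4665-3p is -0.7112 and here -1.24, with no difference only under scaling to the 75th percentile of all miRNAs. For miR-4687-3p the paper's value is -0.386 and here -0.61; it did not differ with normexp, the authors' log2 values, both scalings or without horse 37. The paper's value for miR-4739 is -0.2043 and here -0.33, with no difference only under normexp. For miR-638 the paper's value is -0.1247 and here -0.0115; it did not differ with the authors' log2 values, the mean of spots, without horse 32 or 37, or in any of the fits with slide. The paper's value for miR-92a-3p is -0.4858 and here -0.0670; it did not differ with the background-subtracted signal, both scalings or without horse 37. For miR-93-3p the paper's value is 0.2161 and here 0.15, with no difference only with the total signal per miRNA. The paper's value for new-eca-mir-443 is -0.5812 and here 0.13; it did not differ with the background-subtracted signal, the authors' log2 values, without horse 32, with slide as a fixed block or within slides. For new-eca-mir-878 the paper's value is -0.2452 and here 0.0343; it did not differ with the total signal per miRNA, without horse 32 or in any of the fits with slide. Under the alternatives not named for a miRNA, its value differed.

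The discussion names miR-181, miR-221 and miR-505 among the differentially expressed miRNAs; here the differences of miR-181a-5p (0.54), miR-181b-5p (0.06), miR-221-3p (0.14) and miR-505-5p (0.04) in the experimental set did not pass the threshold, while miR-16-5p, miR-17-5p, miR-20a-5p and miR-93-5p of the same list did. The discussion sets a role of miR-181a-5p at T0 where the results name miR-181b-5p. What the paper calls miR-138-5p carries the values of the array's miR-139-3p, and its eca-miR-195 those of cust-eca-mir-150-3p; in all, 11 names of Table S4, 4 of Table S5 and 2 of Table S9 stand beside the values of another miRNA or arm.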

Other observations

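In the validation horses, 8 at T0 and 14 others at T1, miRNAs of different blood cells moved in different directions. Of the tests in this part, those with brightness as a covariate or the GC trend removed were chosen after the result was seen. Of 4 lymphocyte-enriched miRNAs, miR-150-5p and miR-342-3p fell and none rose (2 lower when adjusted over the list alone; mean -0.37, fry, adjusted p = 0.0177, and adjusted p = 0.359 with an estimated correlation), while miR-342-5p and miR-155-5p did not pass; the sign of miR-342-3p turned with scaling to the 75th percentile of all miRNAs (0.168) or of those detected on all arrays (0.0789). miR-223-3p, the 1 detected miRNA of neutrophils and monocytes, rose (1 higher over the list alone; fry, adjusted p = 9.46e-05, and adjusted p = 0.113 with an estimated correlation). Of 7 erythroid miRNAs, miR-16-5p and miR-144-3p rose, the latter by 0.82 (standard error 0.22), and none fell (2 higher and 1 lower when adjusted over the list alone; mean 0.38, fry, adjusted p = 0.0109, and adjusted p = 0.289 with an estimated correlation); miR-451a stood at 0.66 (standard error 0.30, adjusted p = 0.109 from limma) and miR-486-5p, the brightest miRNA, at 0.00, with hardly any variation between arrays in the raw signal either (SD 0.0914), so that its value in the list's mean says little about a change. The platelet miRNA miR-151a-3p did not pass (0.19, fry, adjusted p = 0.115; 0 when adjusted over the list alone). Both detected muscle miRNAs rose, miR-133b, well above the background on 1 of 8 arrays at T0 and 13 of 14 at T1, by 0.78 (standard error 0.16), a difference that the background compresses, and miR-133a, at the background on all arrays at T0, to at least 1.12-fold (2 higher when adjusted over the list alone; mean 0.49, fry, adjusted p = 0.0014, and adjusted p = 0.219 with an estimated correlation). Within the 5 slides with both time points miR-133b was higher on 5, with a mean of 0.81, and miR-144-3p on 4, with a mean of 0.60. The arrays at T1 were brighter by 0.56 in log2, and with brightness as a covariate 7 lists passed in place of 18, and with slide as a fixed block only that of neutrophils and monocytes (adjusted p = 0.0308).

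Among miRNA families in the validation horses, the miR-17 seed family rose in full (5 of 5 higher, also over the list alone; mean 1.07, fry, adjusted p = 0.00047, and adjusted p = 0.152 with an estimated correlation), and of the 12 detected members of the miR-17-92 and paralog clusters 7 rose and none fell (7 over the list alone; mean 0.49, fry, adjusted p = 0.00192, and adjusted p = 0.191 with an estimated correlation). Of 9 let-7 members 3 rose (6 over the list alone; mean 0.72, fry, adjusted p = 0.0212, and adjusted p = 0.3003 with an estimated correlation), miR-103a-3p and miR-107 both rose (2 over the list alone; mean 0.88, fry, adjusted p = 0.0117, and adjusted p = 0.289 with an estimated correlation), and of the miR-15, miR-16 and miR-195 family miR-15a-5p and miR-16-5p rose (2 of 4, 2 over the list alone; mean 0.55, fry, adjusted p = 0.0431, and adjusted p = 0.359 with an estimated correlation), a mean that turned to -0.00352 with brightness as a covariate. Of 4 miR-30 members miR-30b-5p rose (2 over the list alone; mean 0.37, fry, adjusted p = 0.00417, and adjusted p = 0.222 with an estimated correlation). Of the miR-23/24/27 clusters miR-27a-3p rose (1 of 5, 1 over the list alone; mean 0.16, fry, adjusted p = 0.128). No member of the miR-29 (3 detected, mean 0.09, fry, adjusted p = 0.265; -0.303 with the GC trend removed) or miR-320 family (5 detected, mean -0.23, fry, adjusted p = 0.195) passed by limma, also over the list alone. Of 6 human miRNA names that match tRNA or U2 snRNA sequence, miR-1246 rose and miR-1260b fell (1 higher and 5 lower over the list alone; mean -0.27, fry, adjusted p = 0.0558). In the experimental set none of these lists passed by fry: let-7 (0 of 9 members, 0 over the list alone, mean 0.50, adjusted p = 0.314), miR-15, miR-16 and miR-195 (1 of 4 higher, 2 over the list alone, mean 0.45, adjusted p = 0.109), miR-23/24/27 (0 of 5, mean 0.04, adjusted p = 0.596), miR-29 (0 of 3, mean 0.08, adjusted p = 0.819), miR-30 (0 of 4, mean 0.31, adjusted p = 0.126), miR-320 (0 of 5, mean -0.25, adjusted p = 0.176) and the tRNA and U2 matches (0 of 6, 1 higher and 2 lower over the list alone, mean -0.34, adjusted p = 0.218).

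The study's other lists behaved as follows in the validation horses, which had no part in their choice. Of the 91 miRNAs with annotated targets 81 were detected, 33 higher and 10 lower (40 and 15 over the list alone; mean 0.30, fry, adjusted p = 0.0014, and adjusted p = 0.111 with an estimated correlation). Of 8 miRNAs named as circulating 7 rose and miR-221-3p did not pass (7 over the list alone; mean 0.74, fry, adjusted p = 0.000118, and adjusted p = 0.113 with an estimated correlation). Of 6 drawn with transcription factors in Fig. 7, miR-223-3p and miR-93-5p rose (4 higher and 1 lower over the list alone). The mean of these 6 was 0.39 (fry, adjusted p = 0.00068, and adjusted p = 0.191 with an estimated correlation). In place of miR-138-5p they include the array's miR-139-3p. Of the 6 chosen for RT-qPCR, miR-103a-3p, miR-106b-5p and the reference miR-191-5p rose and miR-197-3p fell (3 and 1 over the list alone; mean 0.36, fry, adjusted p = 0.0116, and adjusted p = 0.275 with an estimated correlation); the call of miR-197-3p (adjusted p = 0.0494 from limma) ended under most other settings, and its sign turned (0.0590) with scaling over all miRNAs. Of 29 equine-specific and putative new miRNAs 3 rose and 6 fell, such as eca-miR-1180 (0.36, standard error 0.13), eca-miR-151-5p (0.23, standard error 0.06), new-eca-mir-777_as (-0.73, standard error 0.18) and mitomiR-010 (-0.21, standard error 0.06; exact permutation p = 0.00135), with 3 and 8 over the list alone (mean -0.09, fry, adjusted p = 0.00164, and adjusted p = 0.235 with an estimated correlation); the list's mean turned to 0.13 with scaling to the 75th percentile of all miRNAs. Of the 5 detected mitochondrial RNAs mitomiR-010 fell (1 over the list alone; mean -0.07, fry, adjusted p = 0.0705). miR-205-5p, at the background at T0 and called detected on 0 of 8 arrays there and 12 of 14 at T1, was at least 1.33-fold higher at T1, relative to the lowest level of a miRNA well above the background, and miR-10a-5p rose by 0.41 (standard error 0.10).

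Over the detected miRNAs of Table S5 the time point held 28.8% of the variance in the validation set (exact permutation p = 6.25e-06), and the first principal component took 45.9%. By complete linkage 1 top branch held 8 arrays at T0 and 11 at T1, and the other 3 at T1. Arrays of the same experimental horse were correlated in their deviations from the time means by -0.24, 0.11, 0.50 and -0.03. Over all detected miRNAs, which are not independent, probe GC content and the difference T1 minus T0 had a rho of -0.46 in the experimental and -0.54 in the validation set. Of the 88 miRNAs with the least GC-rich probes (28.9 to 51.5%) 28 were higher and 2 lower past the threshold in the validation set, and of the 86 with the most GC-rich (70.6 to 100%) 1 was higher and 24 lower.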
